# Gene expression in developing fibres of Upland cotton (*Gossypium hirsutum *L.) was massively altered by domestication

**DOI:** 10.1186/1741-7007-8-139

**Published:** 2010-11-15

**Authors:** Ryan A Rapp, Candace H Haigler, Lex Flagel, Ran H Hovav, Joshua A Udall, Jonathan F Wendel

## Abstract

**Background:**

Understanding the evolutionary genetics of modern crop phenotypes has a dual relevance to evolutionary biology and crop improvement. Modern upland cotton (*Gossypium hirsutum *L.) was developed following thousands of years of artificial selection from a wild form, *G. hirsutum *var. *yucatanense*, which bears a shorter, sparser, layer of single-celled, ovular trichomes ('fibre'). In order to gain an insight into the nature of the developmental genetic transformations that accompanied domestication and crop improvement, we studied the transcriptomes of cotton fibres from wild and domesticated accessions over a developmental time course.

**Results:**

Fibre cells were harvested between 2 and 25 days post-anthesis and encompassed the primary and secondary wall synthesis stages. Using amplified messenger RNA and a custom microarray platform designed to interrogate expression for 40,430 genes, we determined global patterns of expression during fibre development. The fibre transcriptome of domesticated cotton is far more dynamic than that of wild cotton, with over twice as many genes being differentially expressed during development (12,626 versus 5273). Remarkably, a total of 9465 genes were diagnosed as differentially expressed between wild and domesticated fibres when summed across five key developmental time points. Human selection during the initial domestication and subsequent crop improvement has resulted in a biased upregulation of components of the transcriptional network that are important for agronomically advanced fibre, especially in the early stages of development. About 15% of the differentially expressed genes in wild versus domesticated cotton fibre have no homology to the genes in databases.

**Conclusions:**

We show that artificial selection during crop domestication can radically alter the transcriptional developmental network of even a single-celled structure, affecting nearly a quarter of the genes in the genome. Gene expression during fibre development within accessions and expression alteration arising from evolutionary change appears to be 'modular' - complex genic networks have been simultaneously and similarly transformed, in a coordinated fashion, as a consequence of human-mediated selection. These results highlight the complex alteration of the global gene expression machinery that resulted from human selection for a longer, stronger and finer fibre, as well as other aspects of fibre physiology that were not consciously selected. We illustrate how the data can be mined for genes that were unwittingly targeted by aboriginal and/or modern domesticators during crop improvement and/or which potentially control the improved qualities of domesticated cotton fibre.

See Commentary: http://www.biomedcentral.com/1741-7007/8/137

## Background

Domesticated upland cotton, *Gossypium hirsutum *L., provides the largest source of renewable natural textile fibre and also supports the manufacture of diverse consumer products ranging from medical supplies to currency http://www.cotton.org. In addition, by-products from cotton fibre production account for a large percentage of the world's seed oil and protein meal - only bettered by soybean and rapeseed http://www.soystats.com. Upland cotton is now grown commercially around the globe, from the 32nd parallel south in Australia and South America to as far north as the 37th parallel in the USA.

As reported elsewhere [1], the genus *Gossypium *appeared approximately 10 million years ago and then diversified into ~45 species with highly variable morphologies, environmental adaptations and life histories. *Gossypium hirsutum *was probably first domesticated ~5000 years ago in the Yucatan peninsula of Mexico [2-4] from plants which were much like the sprawling perennial wild forms (*G. hirsutum *var. *yucatanense*) that are found as integrated components of native vegetation in scattered coastal populations. This progenitor/derivative relationship between the wild plant and the modern crop provides the foundation for our ability to interpret the suite of morphological transitions that led to enhanced fibre quality and yield in domesticated cotton, as well as the concomitant plant growth adaptations required for a crop plant to thrive under agricultural conditions (see Figure 1). For example, Applequist and co-workers [5] showed that wild *G. hirsutum *var. *yucatanense *(called TX2094) has a delayed onset and a shorter period of rapid fibre growth than modern domesticated cotton, *G. hirsutum *cv. TM-1.

**Figure 1:**
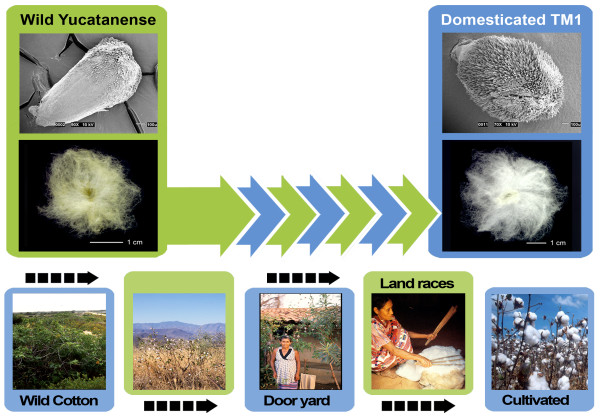
**Domestication of cotton**. Bottom row: domestication by humans. Wild cotton is a sprawling shrub growing in negative association with humans, integrated into native, coastal vegetation (shown bottom left is var. *yucatanense*, image courtesy of J McD Stewart). Domestication has led to a ~7000 year history of the development of perennial dooryard forms, landraces and annualized forms, the latter providing the foundation for modern improvement programmes. Middle row: comparison of a single seed from wild *G. hirsutum *with one from domesticated cotton. Top row: scanning electron microscopy images of cotton ovules at 2 days post anthesis, illustrating differences in the pattern of fibre initials.

Fibres of commercial *Gossypium *species are very elongated and thickened seed epidermal cells that may be spun into yarn. Wild cottons such as *G. hirsutum *var. *yucatanense *have shorter fibres, which, though not spinable, probably represented attractive targets for aboriginal domesticators [6]. Starting from a rangy, perennial shrub with a poorly synchronized fruit set, low yield, photoperiod sensitivity and small seeds that required scarification for germination *in vitro*, human selection over 5 millennia transformed *G. hirsutum *into a high-yielding, annualized, row-crop with a heavy fruit set, photoperiod insensitivity and seeds that germinate readily upon planting. At the same time, fibres became longer, stronger and finer (having less mass per unit length; Figure 1). Myriad semi-domesticated forms and landraces span the wild-to-domesticated continuum, with over 50 cultivated forms and wild races being grouped into seven botanical varieties in the early seminal work [7]. More recent allozyme and restriction fragment length polymorphism (RFLP) analyses [2-4] characterized the genetic diversity within a broad sampling of the over 5000 accessions of *G. hirsutum *maintained by the National Genetic Resources Program http://www.ars-grin.gov/.

Understanding the genetic basis of domesticated phenotypes has dual relevance to evolutionary biology and crop improvement. The molecular underpinnings of morphological and physiological transformations wrought by domestication in other species (such as corn, rice and tomato) have been shown to include diverse molecular phenomena ranging from allelic variants of coding genes to alterations in non-coding DNA remote from the gene of interest [8-16]. For cotton, the initial insights derive from recent studies [17-20] in which comparative gene expression profiling of isolated cotton fibres has been used to suggest, for example, that a key element of the transition from wild to domesticated cotton includes a fine-tuning of the reactive oxygen species (ROS) signalling network which thereby lead to a lengthened period of cell elongation.

As cotton fibre contains a large population of single epidermal cells it provides a facile model for comparative evolutionary genomic analysis [17-19,21,22]. We report the results of a comparative global transcriptomic analysis of fibre development in wild versus domesticated *G. hirsutum*. Fibre cells were harvested at key developmental time points between 2 and 25 days post anthesis (DPA), encompassing the primary and secondary wall synthesis stages. Microarray analysis, followed by clustering to reveal the main patterns of gene expression, [23] was used to categorize and compare the expression levels of 40,430 genes in wild and domesticated cotton. The domestication process resulted in a simultaneous expression alteration of approximately a quarter of all genes in the genome, an extraordinary and massive 'rewiring' of the transcriptome. These results demonstrate the high degree of complexity associated with domestication at the gene expression level, even for a single cell.

## Results

### Determining the time of the onset of secondary wall deposition by microscopic observation

Plant cell walls with a sufficient quantity of organized, crystalline, cellulose exhibit a white birefringence against a black background in a polarizing (POL) microscope. Cotton fibre birefringence only becomes pronounced at the onset of wall thickening, due to an increased percentage of cellulose in the fibre 'winding' cell wall layer (analogous to the S1 layer in wood fibre). In the cotton fibre winding layer, the cellulose microfibrils also adopt an intermediary angle relative to the longitudinal fibre axis (~ 45°) compared to the primary wall (with transverse microfibrils) and the secondary wall (with more steeply angled microfibrils). The presence of cellulose microfibrils oriented at ~45° is detectable with differential interference contrast (DIC) optics and this, together with the increased cell wall birefringence (in POL optics), diagnoses the beginning of fibre wall thickening.

At 20 DPA, the walls of both the domesticated TM-1 and the wild *yucatanense *showed white birefringence along the fibre edges in POL optics (Figure 2A and 2B, main micrographs). Fibres of both accessions also had angled cellulose microfibrils as revealed by DIC optics (Figure 2A and 2B, insets). In the Figure 2 insets, the direction of microfibrils relative to the horizontal fibre axis is shown by grey striations and is paralleled by an angled white line. Although the immediately preceding days were not sampled, the micrographs indicate that 20 DPA was near the beginning of the wall thickening because: (a) strong birefringence is only evident along the fibre edges (not over the whole surface, as occurs later when cell walls become thicker, data not shown); and (b) many fibres had not yet begun the wall thickening (appearing to be black or with faint edges in the same view as brighter fibres; Figure 2A and 2B). As indicated by the brighter birefringence in TM-1 fibres (Figure 2A), domesticated cotton was slightly ahead of wild *yucatanense *in the onset of wall thickening. This inference was supported by the rarer detection of angled microfibrils in 20 DPA *yucatanense *fibre (Figure 2B, inset) compared to the frequent observation of this pattern in TM-1 (data not shown): increasing amounts of winding layer cellulose allow this pattern to be more clearly revealed by DIC optics. Prior experience of these optical techniques suggests that the difference in the time of the onset of the secondary wall deposition was less than 1 day between the two accessions (C Haigler, unpublished observations). In general, it is remarkable that the fibre of wild *G. hirsutum *var. *yucatanense *shares such similar timing and morphology of the early wall thickening as modern, domesticated cotton (cv. TM-1), at least when both are grown under relatively cool greenhouse conditions.

**Figure 2:**
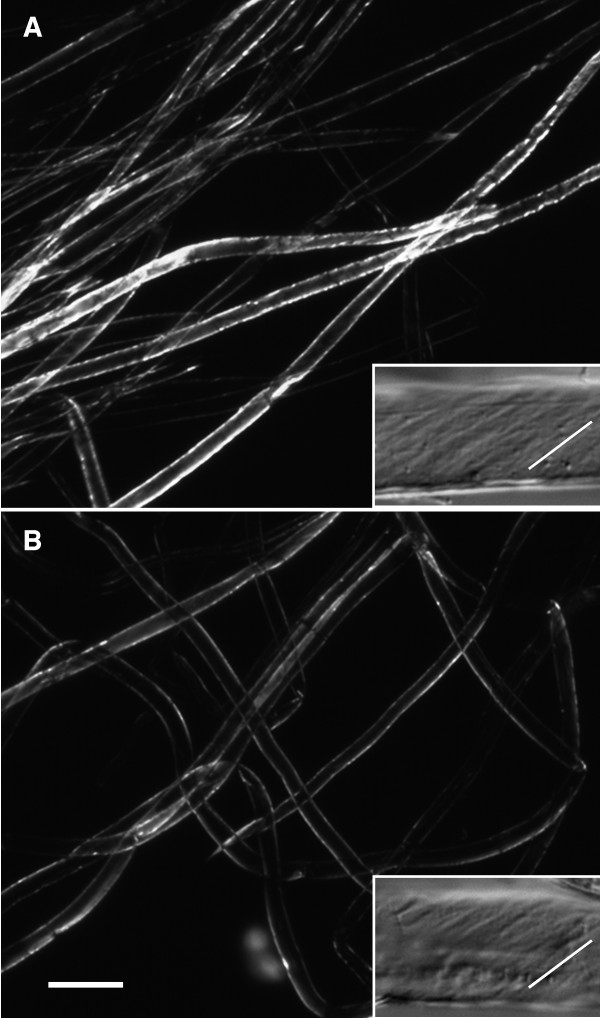
**Representative micrographs of cotton fibre during development, using polarizing (POL) and differential interference contrast (DIC) optics to reveal the onset of wall thickening near 20 days post anthesis in *G. hirsutum*: (A) domesticated TM-1; (B) wild var. *yucatanense***. (A, B) The main micrographs are POL images, showing white birefringence of cellulose against a black background, whereas the insets are DIC images revealing the angle of microfibrils in the winding layer (grey striations, with the angle emphasized by the white line). The magnification bar in the lower left corner of (B) applies to the whole figure and it represents 100 μm for the main POL images and 20 μm for the DIC images in the insets.

### Transcriptomic changes during fibre development within domesticated and wild G. hirsutum

We explored the global transcriptional variation of 40,430 genes over a developmental time course of fibre differentiation (2, 7, 10, 20 and 25 DPA) in *G. hirsutum *cv. TM-1 (domesticated) versus *var. yucatanense *(wild). 

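Fibre RNA of *G. hirsutum* cv. TM-1, the domesticated genetic standard, and of the wild var. *yucatanense* was collected at 2, 7, 10, 20 and 25 DPA with 3 biological replicates at each time point, and each of the 30 samples was hybridized to 1 single-colour NimbleGen array. The array carries 283003 expression probes, most often 7 for each unigene. The authors had the arrays scanned with NimbleScan and deposited the scanner intensity of every probe together with a table of natural log values, median centred and scale normalized, for 40430 unigenes. From the intensities, Tukey's biweight was taken over the probes of each unigene on each array, put on the log2 scale, centred on the median of the array and scaled to a common spread. Once both are on the log2 scale, these values lie within 0.00239 of the authors' table for each of the 40430 unigenes. The median unigene intensity of an array ranged from 658 to 2358 (median 1544 over the 30 arrays), and 85.5% to 100% of the unigenes (median 94.4%) exceeded the 95th percentile of the 953 random control probes of the same array. Across unigenes, which are not independent replicates, the mean correlation of an array with the other arrays of its group ranged from 0.906 to 0.982, and TM-1 2 DPA replicate 1 had both the lowest correlation and the lowest intensity. Differences between groups were tested with limma on the 10 group means, with the replicate number as a random block, and were called at a Benjamini-Hochberg adjusted p of 0.05 or less over the 40430 unigenes. The 3 arrays per group limit the precision of each value. Genes are named by the best *Arabidopsis* match, at an E value of 1e-10 or less, in the first 1998 of the 9465 rows of Table S3 and in Table S4. Both tables hold unigenes that the study chose on these samples, so counts over the named genes are not independent evidence of a direction. Every difference is between centred values, and the median difference over all unigenes was itself -0.34 from 2 to 7 DPA in TM-1, -0.24 from 2 to 7 DPA in *yucatanense* and between -0.16 and 0.13 in each of the other comparisons.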

Figure 3 shows the number of unigenes up- and down-regulated at each stage. Overall, domesticated TM-1 displayed a much higher level of transcriptional variation between the sampled time points than did the wild *yucatanense *accession. When all the developmental transitions were included, 12,626 or 5273 genes experienced significant up- or down-regulation in domesticated or wild cotton, respectively (Figure 3). 

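Some genes of flavonoid and phenylpropanoid synthesis, which make pigments, tannins and phenolics, fell in TM-1 over the later transitions. Their list also stands for the seed coat in the closing section, and a changing share of ovule tissue in the samples was not tested as a source. Of 29 measured unigenes of this list, 11 fell between 10 and 20 DPA in TM-1 and 16 fell between 20 and 25 DPA (14 and 20 when adjusted over the list alone), whereas 7 and 0 fell in *yucatanense* (7 and 14 when adjusted over the list alone). The 16 became 1 with the slide series as a fixed term, 3 with only the arrays compared and 10 with the mixed model, the 11 became 7 with the mixed model, and the 7 in *yucatanense* became 0 with only the arrays compared. The interaction of accession and time passed for 5 of the 29. A homolog of PAL2 (Cotton16_61065_01), the entry enzyme of phenylpropanoid synthesis, fell by 3.30 on the log2 scale between 20 and 25 DPA in TM-1 (standard error 0.57, adjusted p = 0.000952 from limma), while its change in *yucatanense* was -1.48 and did not pass the test. The difference between these changes was not past the threshold (adjusted p = 0.349 for the interaction of accession and time), and the PAL2 call is lost with the slide series and with only the arrays compared. Of 6 expansin unigenes, which encode wall-loosening proteins, 3 fell and 1 rose between 10 and 20 DPA and 3 fell between 20 and 25 DPA in TM-1 (3, 1 and 4 when adjusted over the list alone), against 1 and 0 in *yucatanense* (1 and 1 when adjusted over the list alone). The falls from 20 to 25 DPA are lost in 5 (EXPA8), 2 (EXPA4) and 1 (EXPA6) alternatives, the rise of EXPA6 in 4, the fall of EXPA15 from 10 to 20 DPA in 2 and that of EXPA13 in *yucatanense* in 3. Summed over the 4 transitions, 8031 changes passed the test in TM-1 and 3915 in *yucatanense*, a ratio of 2.05, and these came from 7194 and 3627 distinct unigenes. The sums were 6032 and 5729 with the slide series as a fixed term, 5831 and 4721 with only the arrays compared, and 11184 and 6187 under quantile normalization. The TM-1 sum was 12716 without TM-1 2 DPA replicate 3, and the *yucatanense* sum was 6319 without TM-1 2 DPA replicate 1, 2354 without *yucatanense* 20 DPA replicate 2 and 6060 without *yucatanense* 20 DPA replicate 3.

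**Figure D1:**
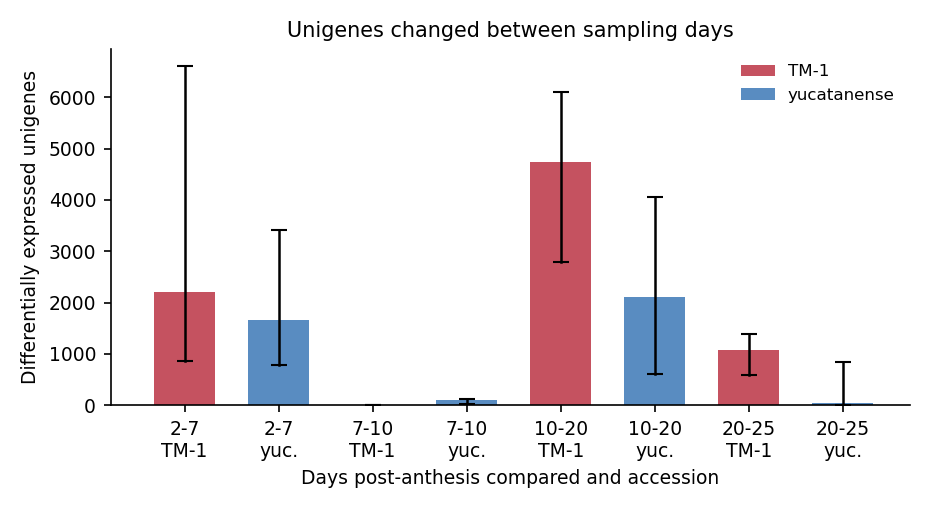
Number of differentially expressed unigenes (adjusted p of 0.05 or less) in each transition between sampling days, in TM-1 and in *yucatanense*; bars give the count from all 30 arrays and lines run from the lowest to the highest count with 1 array left out. The bar of TM-1 from 10 to 20 DPA, 4737 unigenes, is the tallest.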

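From 2 to 7 DPA, a homolog of TIP1;1 (At2g36830), a water channel of the vacuolar membrane, rose by 5.00 on the log2 scale in TM-1 (standard error 0.46, adjusted p = 1.03e-07 from limma, 3 arrays per time point) and by 3.22 in *yucatanense* (standard error 0.46, adjusted p = 7.47e-05). A TCP family transcription factor (At1g69690) rose by 4.53 in TM-1 and by 3.79 in *yucatanense*, and a subtilase family protein (At5g67090) rose by 3.84 and by 3.26. Homologs of IAA16, a repressor of auxin responses, and of WLIM1, a LIM domain protein, rose by 3.82 and by 3.64 in TM-1. A gibberellin-regulated family protein (At5g14920) fell by 3.37 in *yucatanense*, and a unigene with this match was also among the 5 strongest named decreases in TM-1. A putative cinnamyl-alcohol dehydrogenase (At5g19440) fell by 3.59 in TM-1. The strongest increase of a unigene without a match was shared: Cotton16_28607_01 rose by 6.34 in TM-1 and by 5.30 in *yucatanense*. In all, 2205 unigenes changed in TM-1 (5.45% of those tested), of which 800 rose and 1405 fell, and 1657 changed in *yucatanense* (4.10%), of which 883 rose and 774 fell. The 570 unigenes called in both accessions all moved in the same direction, where 90.4 shared calls would arise if the calls were independent. With only the arrays compared the counts were 516 in TM-1 and 4710 in *yucatanense*, and with the slide series as a fixed term 2609 and 4456. They were 3141 and 3198 under quantile normalization, 4213 and 2787 with the mixed model and 4018 and 2859 with Storey q-values. The TM-1 count was 1154 and 6604 without TM-1 2 DPA replicates 1 and 3, and 942, 861 and 1418 without TM-1 7 DPA replicates 1, 2 and 3. The *yucatanense* count was 3411 without TM-1 2 DPA replicate 1, 984 and 782 without *yucatanense* 2 DPA replicates 1 and 2, and 824, 933 and 798 without *yucatanense* 7 DPA replicates 1, 2 and 3.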

Between 2 and 7 DPA, 8.7% of assayed genes in TM-1 were differentially expressed [3533 unigenes; *P*-value ≤ 0.05; false discovery rate (FDR) ≤ 0.05], compared to 6.3% (2552 unigenes) in *yucatanense*. Notably, there was little change in the transcriptome between 7 and 10 DPA in TM-1, a period of active fibre elongation; only two unigenes were differentially expressed in TM-1, whereas 140 unigenes (0.35% of the total) had altered expression in *yucatanense*. This difference may relate to differences in the fibre elongation curves between 7 and 16 DPA; TM-1 was entering a sustained period of high rate elongation at 7 DPA whereas *yucatanense *elongation during this period is slower [5]. 

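Between 7 and 10 DPA in TM-1, a homolog of ZIP10 (At1g31260), a zinc transporter, rose by 3.10 on the log2 scale (standard error 0.52, adjusted p = 0.0333 from limma, 3 arrays per time point). The remaining calls in TM-1 were unigenes without a match, Cotton16_17371_03, which rose by 3.15, and Cotton16_35703_02, which fell by 2.51. In *yucatanense*, several homologs rose in this interval, among them BXL1 (At5g49360), a beta-xylosidase of the cell wall, by 3.14 (standard error 0.43, adjusted p = 0.000457) and an alcohol oxidase-related protein (At3g23410) by 2.87. FER1, an iron-storing ferritin, rose in 3 of its 4 measured unigenes, by 2.24 to 2.37. Homologs of MYB106 (At3g01140), a regulator of trichome growth, and of OFP15 (At2g36050) fell by 1.69 and by 1.60. The MYB106 and OFP15 calls were lost in 6 alternatives each, the FER1 calls in 3, 5 and 7, the ZIP10 call in 5 and those of the unmatched unigenes in 4 each. The BXL1 and alcohol oxidase calls are lost with only the arrays compared. Of all unigenes tested, 3 passed the test in TM-1 (0.00742%), 2 of them higher at 10 DPA, and 101 passed it in *yucatanense* (0.25%), 83 of them higher at 10 DPA. At an unadjusted p under 0.05 the counts were 1537 and 3102. With only the arrays compared 79 unigenes passed in TM-1 and 3 in *yucatanense*. The counts were 8 and 185 under quantile normalization, 8 and 53 with the slide series as a fixed term and 0 and 64 with the mixed model, and normexp gave 0 in TM-1. They were 0 and 61 with the extraction day, an alternative added after the data had been seen. The extraction day is the date recorded with the NimbleScan intensities, not a date of RNA extraction. The TM-1 count was 0 without any one of the TM-1 10 DPA replicates, TM-1 7 DPA replicates 2 or 3 or the *yucatanense* 25 DPA replicates, 1 without TM-1 7 DPA replicate 1, 5 and 6 without TM-1 2 DPA replicates 1 and 2, 7 and 13 without *yucatanense* 10 DPA replicates 1 and 3, 5 without *yucatanense* 20 DPA replicate 1 and 12 without *yucatanense* 7 DPA replicate 1. The *yucatanense* count was 49 and 26 without *yucatanense* 7 DPA replicates 2 and 3.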

Far more genes showed altered expression between 10 DPA (during primary wall synthesis) and 20 DPA (when secondary wall thickening was beginning) in both genotypes (Figure 2) [24,25]. During this period, 18.8% (7575) and 6.2% (2516) of the unigenes were differentially expressed in TM-1 and in *yucatanense*, respectively. 

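Between 10 and 20 DPA, a WD-40 repeat protein (At3g18950) rose by 5.26 on the log2 scale in TM-1 (standard error 0.59, adjusted p = 6.23e-07 from limma, 3 arrays per time point), and the alcohol oxidase-related protein rose by 4.46 in TM-1 and by 3.25 in *yucatanense*. BXL2 (At1g02640), a beta-xylosidase that acts on wall polysaccharides, rose by 4.89 in *yucatanense* (standard error 0.61, adjusted p = 9.87e-06). Homologs of a terpene synthase (At5g23960), an enzyme family of defence terpenoids, fell in 4 unigenes by 4.49 to 5.17 in TM-1 and in 3 unigenes by 3.21 to 3.36 in *yucatanense*. A homolog of MYB4 (At4g38620), a repressor of phenylpropanoid genes, fell by 3.66 in *yucatanense*, and a unigene matching At2g26730 fell by 6.37 in TM-1 and by 3.93 in *yucatanense*. In TM-1 4737 unigenes changed (11.7% of those tested), of which 2502 rose and 2235 fell, and in *yucatanense* 2109 changed (5.22%), of which 1249 rose and 860 fell. Both tests called 1409 unigenes, 1407 of them in the same direction, where 247 would be shared if the calls were independent. With only the arrays compared the counts were 5071 in TM-1 and 8 in *yucatanense*, where each of the calls named here is lost, and with the slide series as a fixed term they were 2992 and 1211. The TM-1 count was 2787 without TM-1 10 DPA replicate 1 and 2927 without TM-1 20 DPA replicate 2. The *yucatanense* count was 1163 and 1106 without *yucatanense* 10 DPA replicates 1 and 2, and 606, 729 and 4054 without *yucatanense* 20 DPA replicates 1, 2 and 3.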

As secondary wall deposition continued between 20 to 25 DPA, only 1486 (3.7%) or 45 (0.1%) unigenes changed expression in TM-1 or *yucatanense*, respectively.

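Between 20 and 25 DPA in TM-1, the 5 measured unigenes matching KCS6, an elongase of very long chain fatty acids, fell by 2.07 to 2.59 on the log2 scale (each adjusted p below 0.05 from limma, 3 arrays per time point). All 8 unigenes matching the seed storage protein PAP85 rose in the same interval, each call lost in 1 or more alternatives. Carry-over of embryo or other ovule RNA is not excluded there. An EXPA6 homolog, encoding a wall-loosening expansin (Cotton16_28619_01), fell by 3.29 (standard error 0.63, adjusted p = 0.00286), and the TCP family transcription factor that rose early fell by 3.45 (standard error 0.40, adjusted p = 1.54e-05). In *yucatanense*, 2 unigenes of KCS1, another elongase of this pathway, rose by 2.63 and by 3.72 (standard errors 0.34 and 0.58; calls lost in 2 and 4 alternatives), with an SD of 2.28 at 20 DPA for the latter, Cotton16_01422_02, and a GDSL-motif lipase (At5g37690) rose by 3.60. Unmatched unigene Cotton16_29852_01 rose by 6.23 in TM-1, and Cotton16_00315_03 rose by 5.13 in *yucatanense*. In TM-1 1086 unigenes changed (2.69% of those tested), 351 upward and 735 downward, against 48 in *yucatanense* (0.119%), 24 in each direction, and at an unadjusted p under 0.05 the counts were 4284 and 2174. The 30 unigenes called in both moved the same way, where 1.29 shared calls would arise if the calls were independent. With only the arrays compared the counts were 165 and 0, and the KCS6, EXPA6, KCS1 and lipase calls are lost. The slide series as a fixed term gave 423 and 9, median centring 659 in TM-1, and the mixed model 12 and the extraction day, added after the data had been seen, 1 in *yucatanense*. Quantile normalization raised the *yucatanense* count instead. The TM-1 count was 711 and 587 without TM-1 20 DPA replicates 2 and 3 and 600 and 690 without TM-1 25 DPA replicates 2 and 3. The *yucatanense* count was 81 without TM-1 2 DPA replicate 1, 846, 12 and 8 without *yucatanense* 20 DPA replicates 1, 2 and 3, and 10 and 18 without *yucatanense* 25 DPA replicates 1 and 2.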

**Figure 3:**
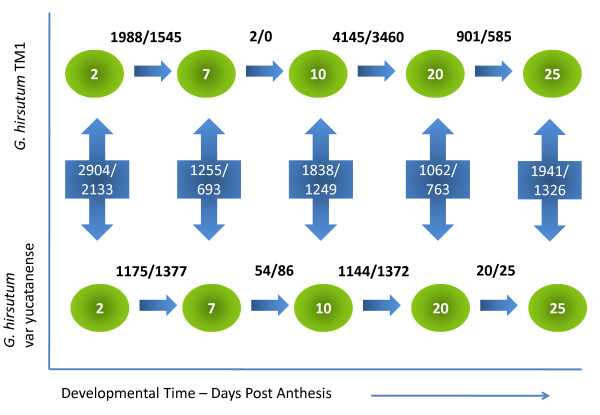
**Genes differentially expressed during fibre development in cotton**. Top row: domesticated TM-1. Bottom row: wild var. *yucatanense*. Green ellipses represent time points of RNA collection, from 2 to 25 days post anthesis (DPA). Arrows represent contrasts used in the statistical model. Numbers above or inside the arrows are the number of genes differentially diagnosed for the specified contrast. For example, for the two stages 2 and 7 DPA within domesticated *G. hirsutum*, 1988 genes were up-regulated at 2 DPA, whereas1545 were more highly expressed at 7 DPA. Contrasts are also shown between wild and domesticated *G. hirsutum*; for example between TM-1 and *yucatanense *at 2 DPA, 2904 genes were more highly expressed in the domesticated form, while for the same contrast 2133 are up-regulated in the wild cotton.

### Comparison of domesticated to wild *G. hirsutum*

In order to reveal the transcriptomic changes associated with cotton domestication, we compared the gene expression of TM-1 and *yucatanense *at each time point (2, 7, 10, 20, 25 DPA; Figure 3; Additional File 1: Table S1). These data reveal several quantitative perspectives on the pace and direction of gene expression evolution. 

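Unigene Cotton16_33155_01, which matches At5g57040, was higher in TM-1 at each time point, with log2 differences of 3.62 at 2 DPA, 3.10 at 7 DPA, 3.38 at 10 DPA, 3.80 at 20 DPA and 3.78 at 25 DPA (standard error 0.51, adjusted p between 1.51e-05 and 0.000255 from limma, 3 arrays per group). TPC1 (At4g03560), a cation channel of the vacuolar membrane, was also higher throughout, by 2.06 at 10 DPA and by up to 3.64 at 2 and 20 DPA. In the other direction, an S-locus lectin protein kinase (At4g03230) had a log2 difference of -4.93 at 10 DPA, and SDH2-2 (At5g40650), a subunit of mitochondrial succinate dehydrogenase, had differences of -4.32 at 10 DPA and -3.93 at 20 DPA. Of the differentially expressed unigenes, 61.9% were higher in TM-1 at 2 DPA, 63.8% at 7 DPA, 58.7% at 10 DPA, 64.1% at 20 DPA and 54.8% at 25 DPA. At 2 DPA the share was 74.6% with median centring only, 49.2% when only the 6 arrays compared were fitted and 43.4% without TM-1 2 DPA replicate 1. At 25 DPA it was 49.98% after normexp background correction.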

First, at all time points more genes were up-regulated in TM-1 than in *yucatanense*, implying that human selection pressure led to biased upregulation of components of the transcriptional network that are important for agronomically advanced fibre development. 

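The 3 unigenes of LDOX, the anthocyanidin synthase, were lower in TM-1 at 2 DPA, with log2 differences of -5.02 to -5.17; for Cotton16_23027_01 the centred log2 value was -0.91 ± 0.35 (SD, n = 3) in TM-1 and 4.25 ± 0.74 (SD, n = 3) in *yucatanense* (adjusted p = 1.24e-08 from limma). F3'H (At5g07990), which hydroxylates flavonoids, was lower as well, with differences of -4.97 and -4.68 in 2 of 3 unigenes. In all, 10 of the 29 unigenes of flavonoid and phenylpropanoid synthesis were lower in TM-1 at this stage and none was higher (13 lower when adjusted over the list alone). The same list stands for the seed coat in the closing section. Whether the samples of the accessions differed in their share of ovule tissue was not tested for these genes, here or at later stages. A homolog of ACO4, an oxidase that forms ethylene, was lower (log2 difference -3.57, standard error 0.79, adjusted p = 0.00449), whereas 1 unigene of ACS6, which makes the ethylene precursor, was higher (2.20, standard error 0.33, adjusted p = 6.19e-05). PDF2, a homeodomain regulator of epidermal identity, was lower in 1 of 2 unigenes (-2.10, standard error 0.42). A rhodanese-like protein (At2g42220) was the strongest named increase, at 5.07, and a protein of unknown function (At4g31130) the strongest named decrease, at -5.26. At 2 DPA 3567 unigenes differed (8.82% of those tested), 2208 higher and 1359 lower in TM-1. Over all unigenes tested, the 3 TM-1 arrays did not overlap the 3 *yucatanense* arrays in 16.8%, where chance gives 10%. The count was 2264 with only the arrays compared, 2305 with the slide series as a fixed term, 6384 under median centring only, 5428 without TM-1 2 DPA replicate 3 and 1790 without *yucatanense* 2 DPA replicate 2.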

Second, the greatest number of differentially expressed genes between the two accessions occurs early in development (2 DPA) when 12.46% (5037 unigenes) were differentially expressed between the two accessions. This observation implies that the developmental trajectories altered by human selection during domestication and subsequent crop improvement programmes operated strongly, though not exclusively, early in trichome initiation and primary wall synthesis. Third, although there is considerable variation across the fibre developmental profile, thousands of genes are differentially expressed at all stages: by 7 DPA, the fraction of differentially expressed genes is 4.8% of all genes assayed (1948 unigenes), whereas at 10 DPA, differential expression between the two accessions climbs to 7.6% (3078 unigenes), which correlates with the period in TM-1 during which rapid elongation begins [5]. 

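EXPA8, a wall-loosening expansin, was higher in TM-1 at 7 and 10 DPA, with log2 differences of 3.01 at 7 DPA (standard error 0.60, adjusted p = 0.00258 from limma, 3 arrays per group) and 2.74 at 10 DPA, and both unigenes of CPD, a cytochrome P450 of brassinosteroid synthesis, were higher at 7 DPA, by 1.90 and 1.96, while neither passed at 10 DPA. Of 6 expansin unigenes, 1 was higher at 7 DPA and 2 at 10 DPA (3 and 3 when adjusted over the list alone), with 0 and 0 lower (0 and 1 when adjusted over the list alone). Genes of flavonoid and phenylpropanoid synthesis were lower in TM-1 in 10 of 29 unigenes at 7 DPA and in 5 at 10 DPA (12 and 8 when adjusted over the list alone). The zinc transporter homolog was higher at 10 DPA, by 3.99, as were homologs of ZLL (At5g43810), an Argonaute protein of meristems, by 3.93 and of a class IV chitinase (At3g54420) by 3.55. At 7 DPA 1290 unigenes differed (3.19% of those tested; 823 higher and 467 lower in TM-1) and at 10 DPA 1983 (4.90%; 1164 higher and 819 lower). The 7 DPA count was 647 and 720 without TM-1 7 DPA replicates 1 and 3 and 838 and 636 without *yucatanense* 7 DPA replicates 1 and 3. The 7 and 10 DPA counts were 2017 and 3024 under quantile normalization, and with only the arrays compared 1065 and 5271, where 1 of the CPD calls is lost. The 10 DPA count was 1223, 1037 and 1125 without TM-1 10 DPA replicates 1, 2 and 3, 3101 without TM-1 2 DPA replicate 1 and 1043 without *yucatanense* 10 DPA replicate 1.

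**Figure D2:**
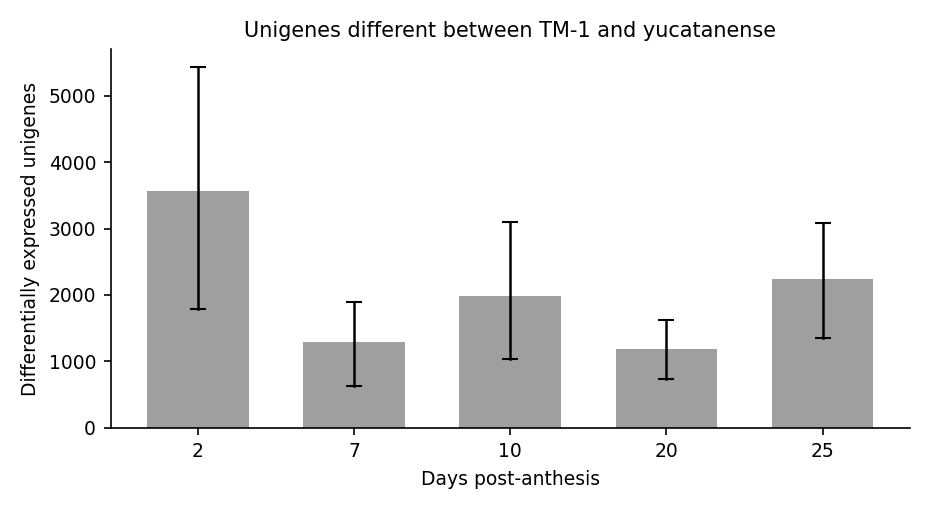
Number of unigenes (adjusted p of 0.05 or less) that differed between TM-1 and *yucatanense* at each sampling day; bars give the count from all 30 arrays and lines run from the lowest to the highest count with 1 array left out. The bar is tallest at 2 DPA, 3567 unigenes, and lowest at 20 DPA. With only the arrays compared the highest count is 5271, at 10 DPA.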

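A BURP domain protein (At1g49320) was higher in TM-1 at 20 DPA by 3.79 on the log2 scale (standard error 0.59, adjusted p = 0.000181 from limma, 3 arrays per group), and GLP3 (At5g20630), a germin-like protein of the cell wall, was lower, with a difference of -3.78 (standard error 0.59, adjusted p = 0.000168). An EXPA6 expansin unigene (Cotton16_39691_01) was higher by 1.40, and a terpene synthase unigene (Cotton16_37685_01) was lower, at -3.00. Of the 29 unigenes of flavonoid and phenylpropanoid synthesis, 7 were lower in TM-1 at this stage, DFR among them at -2.04 and -1.93, and none was higher (13 lower when adjusted over the list alone). The DFR calls and that of the terpene synthase are lost in 4 alternatives each and the EXPA6 call in 3, among them the fit of only the arrays compared. In all, 1184 unigenes differed at 20 DPA (2.93% of those tested), 759 higher and 425 lower in TM-1. The count was 779 and 742 without TM-1 20 DPA replicates 1 and 2, 733 with the slide series as a fixed term and 158 when only the 6 arrays of this comparison were fitted.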

By 20 DPA, the percentage of differentially expressed genes is 4.5% (1825 unigenes), an observation consistent with the shift to secondary wall deposition in both genotypes (Figure 2) and with our earlier study where we showed that the 10-20 DPA transition in TM-1 is associated with the up-regulation of the cotton homologs of many genes known to be essential for secondary wall cellulose synthesis in the xylem and/or interfascicular fibres of *Arabidopsis *and other species [26]. 

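LAC4 (At2g38080), a laccase of secondary walls, rose by 3.05 on the log2 scale between 10 and 20 DPA in *yucatanense* (standard error 0.60, adjusted p = 0.00211 from limma, n = 3 arrays per time point), from -2.96 ± 0.77 (SD) to 0.09 ± 2.18 (SD). In TM-1 its change was 1.33 and did not pass the test, and the difference between the 2 changes was not past the threshold either (adjusted p = 0.381 for the interaction of accession and time). At 10 DPA LAC4 was higher in TM-1 by 2.41 (adjusted p = 0.0151). The call of the rise in *yucatanense* is lost with only the arrays compared. LAC4 is the 1 gene of the secondary wall list that could be looked up among the named unigenes.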

Inspection of the present data revealed that the orthologs of many of these genes are also up-regulated at 20 DPA versus 10 DPA in *yucatanense*. 

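At 25 DPA homologs of seed storage proteins were higher in TM-1. Carry-over of embryo or other ovule RNA was not excluded as their source. Of the 9 unigenes measured, 8 match PAP85, so they are not independent of each other. All 9 unigenes of this list, matching the vicilin-like PAP85 and the 12S globulin CRA1, had log2 differences of 5.11 to 5.85 (9 when adjusted over the list alone), and PAP85 unigene Cotton16_28517_01 stood at 2.80 ± 2.14 (SD, n = 3) in TM-1 against -3.06 ± 0.41 (SD, n = 3) in *yucatanense* (adjusted p = 1.90e-05 from limma). Elongases of very long chain fatty acids were lower: both KCS1 unigenes had differences of -2.94 and -3.54 and KCS6 unigene Cotton16_36064_01 of -2.99, while 2 unigenes of LTP1 and 1 of LTP6, lipid transfer proteins, were higher by 2.73, 2.57 and 2.54. Of the 11 unigenes of this fatty acid list, 3 were higher and 7 lower, also when adjusted over the list alone. Flavonoid and phenylpropanoid synthesis was lower in 17 of 29 unigenes and higher in none (23 lower when adjusted over the list alone; 10 lower with the slide series as a fixed term), and 3 of 4 ACS6 unigenes were higher, by 2.05 to 2.78. The 2 unigenes of a pectin methylesterase inhibitor family protein (At5g62360) were lower, at -4.51 and -4.46. In all, 2241 unigenes differed at 25 DPA (5.54% of those tested), 1229 higher and 1012 lower in TM-1. The count was 1347 without TM-1 25 DPA replicate 2, 1422 and 1409 without *yucatanense* 25 DPA replicates 1 and 3 and 4544 with only the arrays compared. It was 1436 with the extraction day as a fixed term, an alternative added after the data had been seen. *Yucatanense* 25 DPA replicate 3 stands alone on its extraction day, so that term takes it out of the comparison.

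**Figure D3:**
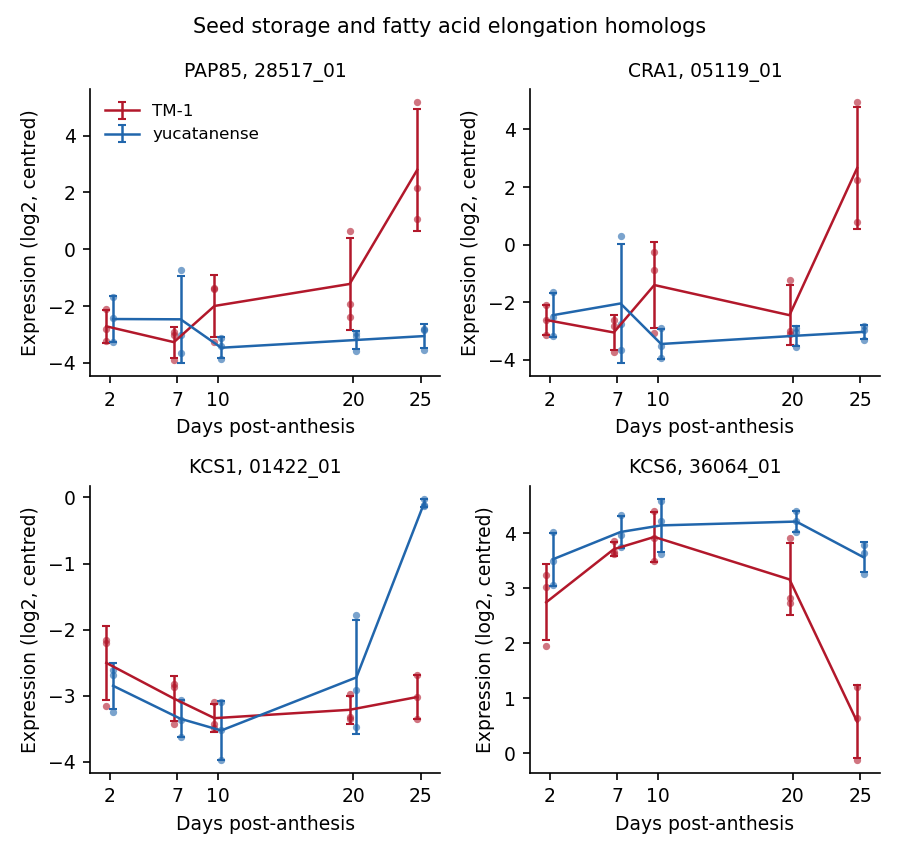
Centred log2 expression of 1 unigene each of PAP85, CRA1, KCS1 and KCS6 against days post-anthesis in TM-1 and *yucatanense*; points are arrays, lines join the means of 3 arrays and bars are 1 SD. PAP85 and CRA1 are higher in TM-1 at 25 DPA, and KCS1 and KCS6 are lower. Carry-over of embryo or other ovule RNA is not excluded for PAP85 and CRA1.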

Finally, at 25 DPA, differential expression rises to 8.0% (3267 unigenes), an observation that may, in part, be explained by the fact that more genes in TM-1 showed changed expression between 20 and 25 DPA than in *yucatanense*.

### Gene ontology (GO) categories associated with differentially expressed genes, both within and between wild and modern cotton

In order to explore the functional associations of alterations in gene expression we compiled differentially expressed genes for various comparisons of the array data into GO categories and used Fisher's exact test to test for enrichment of GO terms. These analyses implicated numerous aspects of cellular activities that were differentially represented: (a) as the fibre of each accession progressed through development, 2 to 7 DPA, 10 to 20 DPA and 20 to 25 DPA; and (b) when wild and domesticated cotton fibre was compared at each DPA, from near initiation through secondary wall synthesis. At each time point Fisher's exact test reveals over 100 GO terms are enriched in the contrast between wild and domesticated fibre (Additional File 2: Table S2). Some of these differences are discussed below.

### Massive alteration of gene expression accompanies domestication

Across the developmental stages studied, a total of 9465 unigenes were differentially expressed between wild and domesticated cotton fibre. 

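Among the genes that differed at every stage, GSTU19 (At1g78380), a glutathione transferase, was higher in TM-1 in both of its unigenes. A unigene of CYP734A1 (At2g26710), an enzyme that inactivates brassinosteroids, was lower in TM-1 at all 5 time points, as was F3'H unigene Cotton16_34953_01. At 20 or 25 DPA each of these 4 unigenes loses a call in 1 or more alternatives. Over the whole array, 6629 unigenes differed at 1 or more time points (16.4% of the 40430 tested, limma). Of these, 4568 differed at exactly 1 time point, 1175 at 2, 443 at 3, 197 at 4 and 246 at all 5, and the last group held 168 unigenes that were higher and 78 that were lower in TM-1 throughout. A further 82 unigenes were higher in TM-1 at one time point and lower at another.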

In order to discern the multivariate patterns of gene expression change accompanying the domestication process, gene expression patterns in wild cotton were clustered using partitioning around medoids (PAM) [23], followed by a reassessment of the resulting clustering patterns in domesticated cotton. A transition matrix was constructed in order to show the shifts of differentially expressed genes between patterns in the two accessions. The purpose was to conceptualize, in a multigenic sense, the effects of human selection and crop improvement on transforming ancestral (wild) networks of gene expression (Figure 4, column 1) into their domesticated counterparts (Figure 4, row 1). This analysis provides a quantitative visual depiction of the impact of domestication on gene expression profiles. Additional File 3: Table S3 provides lists of cotton genes in each block of the transition matrix in Figure 4, along with *Arabidopsis *homologs [basic local alignment search tool (BLAST) *e*-value ≤ 1*e*-3] and GO annotations.

**Figure 4:**
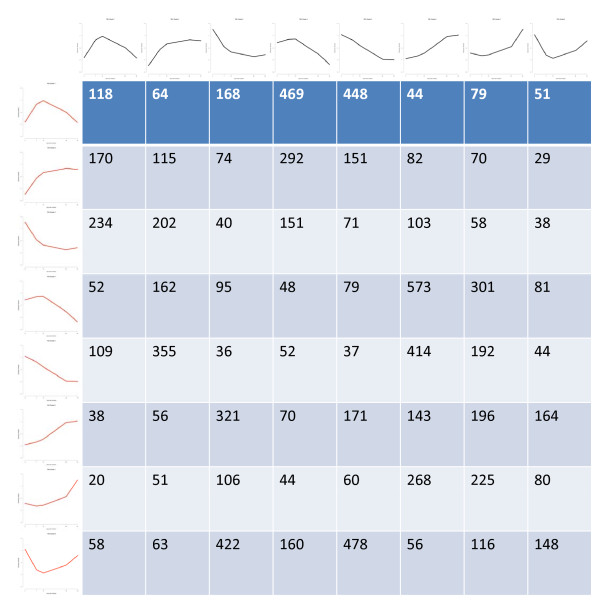
**Transition matrix of expression pattern changes associated with domestication**. The eight magnitude-independent expression patterns recovered by partitioning around medoids clustering found among differentially expressed genes in *yucatanense *are shown in red down the left side, with the same patterns found in domesticated TM-1 shown across the top in black. Lines represent the mean expression at each time point among all genes exhibiting each pattern. The blocks of the matrix contain the number of genes switching expression pattern during the transformation of wild into domesticated cotton. The diagonal represents genes that did not change expression pattern between TM-1 and *yucatanense*, but which experience a statistically significant shift in magnitude at one or more time points.

As shown in Figure 4, domestication and crop enhancement over 5000 years has resulted in variable numbers of genes in eight expression profiles in wild cotton becoming distributed in domesticated cotton into the expression patterns defined by PAM clustering. However, the redistribution was uneven. For example, 1441 genes experience their lowest expression levels in wild *yucatanense *early in development (2 DPA) and peak in expression intensity by 10 DPA (Figure 4, row 1); when these genes are examined in the domesticated accession TM-1 917 (63.6%) were up-regulated at 2 and 7 DPA (Figure 4, row 1, columns 4 and 5), in contrast to six other expression possibilities. Similarly, genes in wild cotton that have low expression early and increasing expression during development (Figure 4, row 6) are radically altered by domestication in such a way that over half of these same genes in modern cultivated cotton are highly up-regulated early in development (Figure 4, columns 3, 5 and 8). 

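By the shapes drawn in Figure 4, wild genes lowest at 2 DPA and highest at 10 DPA took the early patterns 4 and 5 in TM-1 more often than all clustered unigenes did. The share to set against row 1 rests on the numbering of the patterns. With the 8 wild patterns numbered by the shapes drawn in Figure 4, an order chosen after the data had been seen, 638 unigenes followed pattern 1 in *yucatanense*, and 377 of these (59.1%) fell in patterns 4 and 5 in TM-1, against 36.2% of all 6629 clustered unigenes. With the numbering read from Table S3 as planned, pattern 1 held 934 unigenes, and 9.96% of these fell in patterns 4 and 5, against 32.8% of all. These 934 are wild pattern 5 by the shapes drawn, highest at 2 DPA and lowest at 25 DPA. Patterns 4 and 5 of the planned numbering are the late patterns 6 and 7 by the shapes. So 9.96% is not a share of genes lowest at 2 DPA. Under the planned numbering the share was 51.9% without *yucatanense* 10 DPA replicate 3. The patterns are numbered anew in each fit, so pattern 1 there need not be the same pattern. In the row order of the figure's table that best matches the counts here, found after the values had been seen, row 1 holds wild pattern 4. In that order the 638 unigenes are other unigenes than those of row 1.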

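Among genes with low early and rising expression in *yucatanense*, 965 unigenes of wild pattern 6 by the shapes drawn in Figure 4, 520 (53.9%) followed pattern 6 in TM-1 as well. The early patterns 3, 5 and 8 together took 175 of them (18.1%), against 41.7% of all clustered unigenes. In the row order of the figure's table that best matches the counts here, found after the values had been seen, row 6 holds wild pattern 3, and in that order these are other unigenes than those of row 6. With both accessions standardized together, 4.34% of all clustered unigenes kept their pattern, where 12% would from the margins. That scale keeps the level difference for which the unigenes were chosen, which by itself lowers this share.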

The reciprocal case also appears to be true (Figure 4, row 5) where, in the wild state, the genes are expressed at a high level early and decline through development. Most genes with the high early expression pattern in the wild *yucatanense *experience down-regulation in the domesticated TM-1 (Figure 4, row 5, columns 2 and 6). 

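Among genes with high early expression in *yucatanense*, 934 unigenes by the shapes drawn in Figure 4, 455 (48.7%) showed the same pattern in TM-1. The rising patterns 2 and 6 took 68 of them (7.28%), against 32.2% of all clustered unigenes. In the row order of the figure's table that best matches the counts here, found after the values had been seen, row 5 holds wild pattern 6, and in that order these are other unigenes than those of row 5. For row 5, 95 unigenes were read from only the stretches of Table S3 taken as those for 20 and 25 DPA. Their mean *yucatanense* profile has a correlation of 0.95 with wild pattern 6 and of -0.98 with the shape drawn. In the stretches for 2, 7 and 10 DPA the row explains 0.784%, 4.07% and 1.98% of the wild variance, no more than when shuffled.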

In summary, genes that undergo expression alteration between wild and domesticated fibre do not do so randomly but, instead, they appear to have been shaped by human selection in a correlated fashion, forming clusters of genes displaying one to several of the possible expression patterns.

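Across the 8 patterns, numbered by the shapes drawn in Figure 4, 26.8% of the 6629 differentially expressed unigenes kept their wild pattern in TM-1, and the sizes of the patterns alone would give 13.1%. With both accessions standardized together 4.34% kept it, where the sizes of the patterns would give 12%. That scale keeps the level difference between the accessions, for which these unigenes were chosen. The difference by itself lowers the share, so 4.34% is no evidence that patterns changed. The largest single move was out of wild pattern 7, with 362 unigenes (51.3%) in pattern 6, and 302 unigenes of wild pattern 4 (45.5%) moved to pattern 5. With the patterns drawn from the other *yucatanense* replicates, a left-out *yucatanense* replicate kept their pattern in 45.9%, 47.2% and 42.5% of unigenes. Set against the same patterns, the TM-1 replicate of that number kept it in 28.6%, 25.8% and 24.9%. These unigenes were chosen for a difference between the accessions on the same arrays. That choice by itself lowers the TM-1 shares, so the gap is no evidence of its own. Across the 5 time points, the median correlation of a unigene's wild and TM-1 profiles was 0.59 for the differentially expressed unigenes and 0.74 for the 33801 others, and 22.6% and 9.25% of them had a correlation below 0. The first group was chosen for a difference at 1 or more of these time points. That choice by itself lowers the correlation, so the contrast is no evidence of its own. From the uneven redistribution among patterns, the paper concludes that expression did not change at random and proposes that human selection shaped groups of genes together.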

In order to aid the functional interpretation of these changes, the genes within blocks of the transition matrix (Figure 4) were assigned GO terms when possible and these were then analysed for significant enrichment of GO terms within blocks. Additional File 4: Table S4 shows lists of enriched GO terms, the corresponding cotton genes and *Arabidopsis *homologs (BLAST *e*-value ≤ 1*e*-10) for certain blocks of the transition matrix, where block IDs are defined by their column, row designators. These files provide a rich data set that can be mined in many different ways for functional implications (see the discussion below).

## Discussion

### Cotton domestication involved transcriptional alteration of thousands of genes

Considerable effort has been made to understand the genetic basis of phenotypes selected from wild populations during the domestication process. Quantitative trait locus (QTL) studies have been particularly fruitful, leading to insights into the mutations responsible for favourable phenotypes in a number of crops [9-11,13,15,16,27]. In cotton, none of the mutations responsible for the morphological transformations between wild and domesticated fibre phenotypes are known and it is equally unclear how many genes govern this phenotypic change. We focused not on the causative lesions *per se *but on the myriad downstream changes in gene expression associated with domestication. We compared patterns of global gene expression from wild and domesticated *G. hirsutum *across five developmental time points representing the key phases of fibre development encompassing initiation, elongation via primary cell wall synthesis and secondary wall synthesis.

Our results show that, at any given time point, more than 1500 genes, or about 3.8% of those assayed (Figure 2) are differentially expressed between wild and domesticated *G. hirsutum*, showing the genomic scale of gene expression change accompanying an altered developmental allometry within a single cell (increased fibre length in domesticated TM-1). The only previously described differences between the fibre of wild and domesticated *G. hirsutum *were in the patterns of initiation on the ovule, the timing of rapid elongation and mature length [5]. Our data show that these and other phenotypic differences involved differential expression of more than 9000 unigenes when summed across five stages of fibre development ranging from 2 - 25 DPA, a surprising number given that only one cell type from two accessions of the same species was analysed. Some perspective on this observation is offered by other plant systems, where comparative expression profiling of whole organs from different cultivars [28], races [29] and species [30-32] has revealed levels of differential expression similar in magnitude to those reported here. In addition, the large number of differentially expressed genes we observed may reflect the high sensitivity and repeatability of the microarray methodology employed, where small technical variances generated high power for the detection of differential expression. As a result, many of the differentially expressed genes in cotton showed only modest magnitudes of changes; for example, 78% and 38% of the differentially expressed genes showed a >1.5-fold and twofold difference, respectively, between wild and domesticated cotton (Additional File 2: Table S2). Nonetheless, the large numbers of differentially expressed genes highlight the complex alteration of global gene expression machinery that resulted from human selection for a longer, stronger and finer fibre, as well as other aspects of fibre physiology that were not consciously selected. 

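At 2 DPA, LDOX had log2 differences of -5.02 to -5.17, and the 3 called unigenes of XTH wall enzymes had differences of 2.31 (XTH6), 1.80 (XTH23) and 1.59 (XTH8). Over the 10265 calls at the 5 time points, the median absolute log2 difference was 1.53. All calls exceeded a 1.5-fold difference, and 92.8% exceeded a 2-fold difference. By the largest difference of each unigene, 91.7% exceeded a 2-fold difference. Read on the natural log scale of the authors' table, 98.9% of the calls had a difference over log2 of 1.5 and 56.9% a difference over 1. On simulated data with 100 unigenes changed by 1 and 100 by 2 on the log2 scale among 40430, limma recovered 9% and 66% at 2 DPA. In the data 3567 unigenes were called there, a far larger share. Recovery depends on that share, so these values are not the recovery in the data.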

Although we identify thousands of gene expression changes concomitant with domestication, it is likely that these changes result from a much smaller number of, as yet, unidentified genetic mutations. If one assumes that domestication involves a modest number of mutations, it seems reasonable to conclude that these mutations have had far reaching, though often relatively small, effects on multiple gene expression networks.

One caveat to our study is that we included only one wild and one domesticated accession of *G. hirsutum *and, therefore, some of the expression changes revealed might reflect the choice of accession rather than the domestication process *per se*. We note, however, that domesticated *G. hirsutum *has a remarkably narrow gene pool, having experienced a severe genetic bottleneck accompanying domestication and crop improvement [2,4]. The resulting high genetic identity among modern varieties suggests that they will show patterns similar to those revealed here and, therefore, that the overall quantitative picture will remain unchanged. Wild accessions are considerably more variable, but truly wild accessions (such as the *yucatanense *accession studied here) also share a high morphological and genetic identity. Ongoing studies employing a broader sampling of wild and cultivated accessions are expected to shed light on the veracity of our quantitative results and, more importantly, will provide additional clues about the specific targets of human selection.

In addition to revealing the power of human selection to cause large-scale shifts in gene expression patterns, these data facilitate the prediction of processes that underlie important phenotypic changes in the fibre of domesticated cotton. Resources that aid these interpretations include Additional File 1: Table S1, which includes lists of genes differentially expressed between TM-1 and *yucatanense *for each time point examined, and Additional Files 3 and 4: Tables S3 and S4, which show, respectively, genes corresponding to each block of the wild-to-domesticated transition matrix and GO categories that could be identified as statistically enriched within certain blocks of the transition matrix. Examples of how these data are useful for making functional interpretations and predictions are provided below.

### Functional analysis of gene expression differences in wild and domesticated *G. hirsutum*

A powerful framework for interpreting the genomic scale data presented here is provided by the ancestor-descendant perspective of domestication combined with an understanding of the homology of fibre development in wild and domesticated *G. hirsutum*. As shown previously [5], scanning electron microscopy showed that both accessions initiate fibre morphogenesis on the day of anthesis, as indicated by the bulging of selected epidermal cells above the ovule surface. In both modern TM-1 and the wild *yucatanense*, the polar growth profile that is characteristic of cotton fibre starts over the next 2 days, although the fibre distribution on the ovule occurs mainly on the chalazal end in wild *yucatanense *but is more evenly distributed in the domesticated TM-1 (Figure 1). Fibre growth curves showed that rapid fibre elongation began about 10 DPA in domesticated TM-1, whereas this phase was delayed until about 15 DPA in wild *yucatanense*. Fibre elongation also ended earlier in *yucatanense *(~20 DPA), whereas it persisted several days longer in TM-1 [5]. Despite these differences in elongation, both accessions begin secondary cell wall thickening at about 20 DPA (Figure 2).

In light of the above, it is notable that, in the present study, the highest percentage of differentially expressed genes (12.46%) between wild and domesticated cotton occurred at 2 DPA (Figure 3). This suggests that the morphological differences that are apparent at this early stage, though somewhat subtle, are accompanied and/or generated by a fairly radical alteration in the cellular transcriptional programme. Interestingly, at 20 and 25 DPA, during the onset and continuation of secondary wall synthesis, 4.5 - 8.0% differentially expressed genes continued to be observed between accessions (Figure 3). Perhaps the more canalized later fibre development reflects, in part, the recently discovered homology [26] between cotton fibre and xylem for genes involved in secondary wall synthesis. Xylem evolved at the base of the land plant lineage and its differentiation programme has been highly conserved for that purpose [33-35] and partly co-opted for cotton fibre wall thickening.

Many of the genes that are differentially expressed in domesticated and wild cotton are 'cotton-specific', as inferred from the lack of significant sequence similarity with other nucleic acid and protein sequences in the National Center for Biotechnology Information database. For example, compared to *yucatanense*, numerous genes which are among the top 25 up-regulated genes at all DPA in TM-1 have no annotation. Indeed, 1000 genes, or about a sixth of those that were differentially regulated between the accessions, had no homology-based annotation after BLAST analysis (data not shown). This highlights the current limited understanding of the mechanistic controls of cellular differentiation and growth and, especially, of specialized cell types such as cotton fibre.

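Unigene Cotton16_06904_01, without a match among the named unigenes, was higher in TM-1 at each time point, with log2 differences of 6.50 at 2 DPA, 5.26 at 7 DPA, 5.27 at 10 DPA, 5.93 at 20 DPA and 5.78 at 25 DPA (standard error 0.57, 3 arrays per group, limma). Cotton16_09516_01 was higher by 6.02 at 2 DPA, Cotton16_39185_01 by 6.63 at 7 DPA and 6.46 at 10 DPA, and Cotton16_40082_01 by 6.29 at 10 DPA. Cotton16_20329_01 was lower throughout, with a difference of -6.43 at 10 DPA. A missing match means here that the unigene was not among the 1912 with a match in the rows of Tables S3 and S4 used.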

Notwithstanding these limitations, many genes can be, at least tentatively, annotated after BLAST analysis in order to identify their closest homolog in the model plant *Arabidopsis *or other species. This allows the results of our experiments and analyses (Additional Files 1, 3 and 4: Tables S1, S3 and S4) to be mined in order to gain an insight into potential controls of differences in fibre growth between wild and domesticated cotton. For example, many genes known to be involved in cytoskeletal function [36,37] were revealed to be differentially regulated between wild and domesticated cotton. 

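ACT11, an actin of the filaments that guide fibre growth, was higher in TM-1 at 2 DPA (log2 difference 1.01, standard error 0.32, adjusted p = 0.0447 from limma, 3 arrays per group) and at 7 DPA (1.12, standard error 0.32, adjusted p = 0.0474). ACT7, another actin, was lower at 25 DPA (-1.16, standard error 0.34, adjusted p = 0.0407). The 2 unigenes of PRF3, a profilin, had differences of 0.78 and 0.72 at 2 DPA that did not pass the test over all unigenes (3 of the 4 unigenes of actin and profilin were higher at 2 DPA when adjusted over the list alone). The ACT11 calls are lost in 7 alternatives at 2 DPA and in 8 at 7 DPA, and the ACT7 call in 3.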

The profilin family of proteins are low molecular weight actin-binding monomers implicated in reorganizing actin filaments during growth [38,39] and are known to play a critical role in the formation of actin microfilaments during cotton fibre development [40,41]. A cotton homolog of *Arabidopsis *PROFILIN5 (AT2G19770) is up-regulated over 27-fold at 7-20 DPA in domesticated TM-1, suggesting selection of this aspect of the cytoskeletal developmental network. Similarly, we detected differential expression of genes encoding the two 55 kD subunits of the microtubule, β-tubulin (TUA) and β-tubulin (TUB) [42]. In our data various tubulin isoforms are over-expressed from 2-20 DPA of fibre development and these are over-expressed in TM-1 from 1.5- to sixfold over the levels in wild cotton, consistent with cotton fibre differentiation requiring dynamic cytoskeletal activity that can also impact upon fibre quality.

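At 2 DPA 3 tubulin unigenes were higher in TM-1. TUA5, an alpha-tubulin, stood at 2.54 ± 0.16 (SD, n = 3) in TM-1 and 0.11 ± 0.36 (SD, n = 3) in *yucatanense*, a log2 difference of 2.44 or 5.42-fold (standard error 0.59, adjusted p = 0.00832 from limma). The beta-tubulin TUB6 was higher in unigenes Cotton16_59837_01 (1.89, standard error 0.36) and Cotton16_07463_01 (2.14-fold), and lower in Cotton16_01633_01 at 10 DPA (-1.77, standard error 0.53, adjusted p = 0.0489). The 3 unigenes of TUB8 did not pass the test at any stage, though at 25 DPA Cotton16_29573_01 was lower under quantile normalization (-0.84), median centring only (-1.24) and with only the arrays compared (-0.99), and Cotton16_00414_02 under quantile normalization (-0.58). Of the 7 tubulin unigenes, 3 were higher at 2 DPA and 1 was lower at 10 DPA, also when adjusted over the list alone, and none passed the test at 7, 20 or 25 DPA. With median polish of the probes the difference of Cotton16_59837_01 at 2 DPA turned to -0.52. The call of Cotton16_01633_01 was lost in 7 alternatives, median polish among them, and that of Cotton16_07463_01 with the slide series as a fixed term and with only the arrays compared.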

We also sought to understand the differences that could account for differences in the elongation rates of wild and domesticated cotton fibre after 10 DPA. Fibre elongation depends on the rapid synthesis of primary cell walls, which have substantial amounts of xyloglucan and pectin surrounding cellulose microfibrils [43]. The xyloglucan is directly associated with the cellulose by connections that can be broken and remade during cell growth by a family of cell wall enzymes called xyloglucan endotransglycosylase/hydrolases (XTH). XTH enzymes have two potential activities - degrading xyloglucan [via xyloglucan endohydrolase, xyloglucan endohydrolases (XEH), activity] and splitting the xyloglucan polymer and reconnecting the end to another xyloglucan molecule [via xyloglucan endotransglucosylase, xyloglucan endotransglycosylase (XET), activity] [44]. Several genes encoding XTH enzymes are strongly up-regulated in the microarray data at 2, 7 and 10 DPA in domesticated cotton fibre but not in wild cotton fibre. These genes include the cotton homologs of At5g65730 (AtXTH6), At4g37800 (AtXTH7) and At5g57560 (AtXTH22). 

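The 3 unigenes of XTH6, a wall enzyme that cuts and rejoins xyloglucan, were higher in TM-1 during elongation. Cotton16_08328_01 was higher at 2 DPA (log2 difference 2.31, standard error 0.43, adjusted p = 0.000861 from limma) and at 7 DPA (2.89, adjusted p = 7.11e-05), where it stood at 1.48 ± 0.30 (SD, n = 3) in TM-1 and -1.41 ± 0.63 (SD, n = 3) in *yucatanense*. Cotton16_37511_01 was higher by 2.47 at 7 DPA and 2.27 at 10 DPA, and Cotton16_44651_01 by 2.22 and 2.16. Both had risen in TM-1 from 2 to 7 DPA, by 2.57 and 2.27, and rose in *yucatanense* from 10 to 20 DPA, by 2.94 and 2.80, calls that are lost with only the arrays compared. XTH22 had differences of 0.61 at 2 DPA, -0.07 at 7 DPA and 0.49 at 10 DPA, none of which passed the test (adjusted p of 0.304 or more). Of the 8 XTH unigenes, 3 were higher at each of 2, 7 and 10 DPA and 1 was lower at 10 DPA (3, 3 and 4 higher and 2 lower at 10 DPA when adjusted over the list alone).

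**Figure D4:**
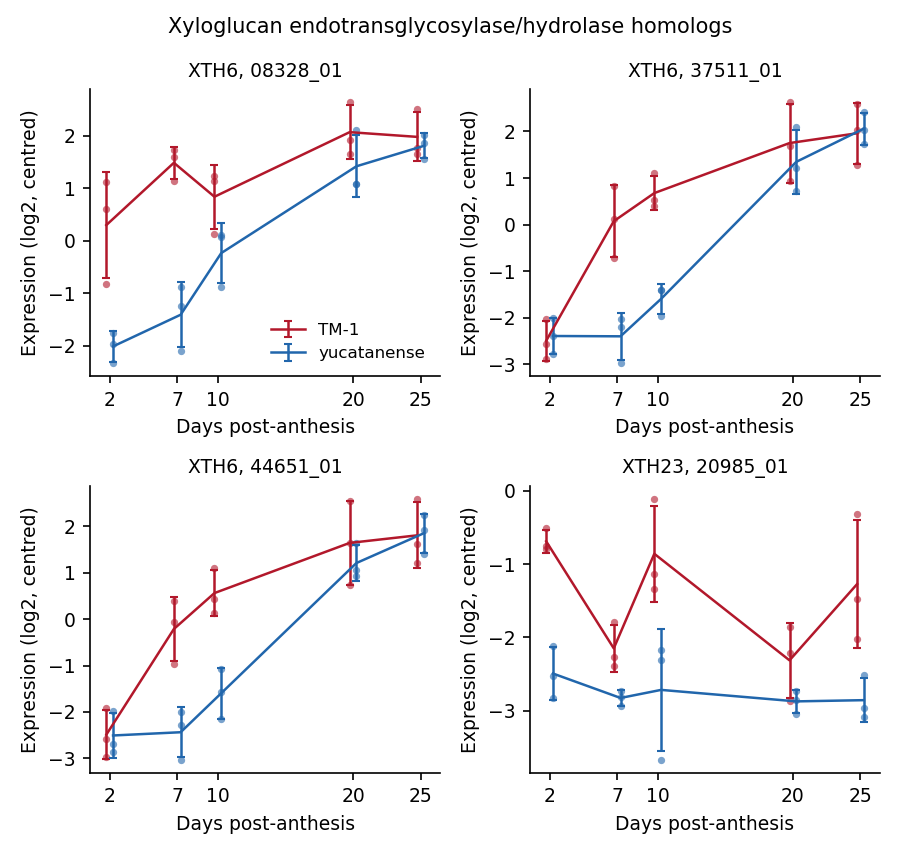
Centred log2 expression of the 3 XTH6 unigenes and of XTH23 against days post-anthesis in TM-1 and *yucatanense*; points are arrays, lines join the means of 3 arrays and bars are 1 SD. The XTH6 unigenes Cotton16_37511_01 and Cotton16_44651_01 rise by 7 DPA in TM-1 and by 20 DPA in *yucatanense*.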

Consistent with these results, quantitative reverse transcription polymerase chain reaction (RT-PCR) showed that the cotton homologs of AtXTH6 and AtXTH7 had peak expression during elongation in fibre of domesticated cotton [45,46].

*Arabidopsis *XTH genes are responsive to a wide variety of stimuli, consistent with roles in plant cell wall remodelling and growth regulation. In particular, AtXTH22 acts down-stream of CYP72C1, a cytochrome P(450) monooxygenase that is proposed to down-regulate brassinolide concentration and thereby reduce the elongation of hypocotyls, petioles, siliques and seeds. Dwarfing of *Arabidopsis *was caused by the activation or over-expression of the CYP72C1 gene, and over-expression caused down-regulation of *AtXTH22 *transcription [47]. CYP72C1 and the related protein CYP734A1 (AT2G26710) both inactivate brassinosteroids and block plant cell elongation [48]. 

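CYP734A1 (At2g26710), a cytochrome P450 that inactivates brassinosteroids, was measured by 2 named unigenes. Cotton16_15995_01 had a log2 difference between TM-1 and *yucatanense* of -2.93 at 2 DPA (standard error 0.34, adjusted p = 1.60e-06 from limma) and -3.01 at 7 DPA (adjusted p = 1.15e-06). At 7 DPA it stood at -1.41 ± 0.28 (SD, n = 3) in TM-1 and at 1.60 ± 0.37 (SD, n = 3) in *yucatanense*. Cotton16_10762_01 had differences of 0.13 at 2 DPA and 0.52 at 7 DPA, which did not pass the test.

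**Figure D5:**
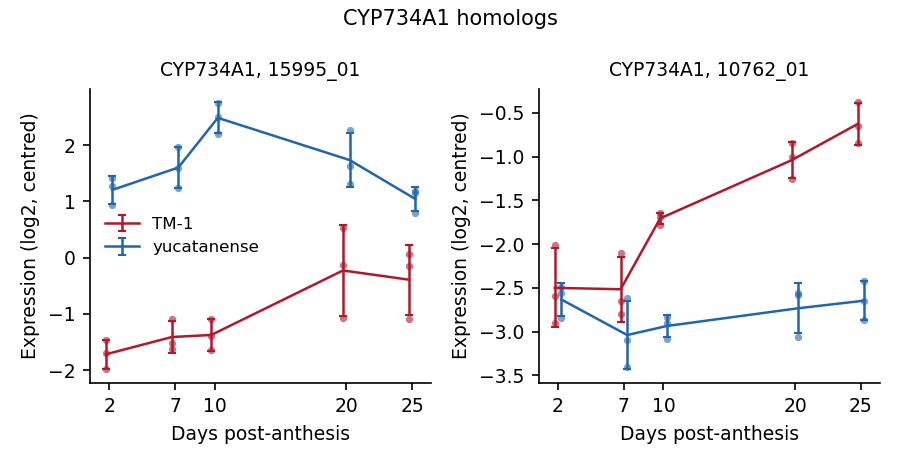
Centred log2 expression of the 2 CYP734A1 unigenes against days post-anthesis in TM-1 and *yucatanense*; points are arrays, lines join the means of 3 arrays and bars are 1 SD. Cotton16_15995_01 is lower in TM-1 at each day, and Cotton16_10762_01 is higher in TM-1 from 10 DPA.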

Cotton homologs of CYP734A1 are down-regulated in TM-1 compared to *yucatanense *at 2 and 7 DPA and this could promote earlier fast elongation in domesticated cotton fibre through enhanced brassinosteroid activity. Supporting this possibility, fibre initiation, early elongation and expression of an *XTH *gene in fibre of cultured cotton ovules are promoted by brassinolide [49]. 

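In the later stages the 2 unigenes of CYP734A1 went in opposite directions. Cotton16_15995_01 was lower in TM-1, with log2 differences of -3.86 at 10 DPA, -1.96 at 20 DPA and -1.44 at 25 DPA (standard error 0.34, adjusted p of 0.00929 or less from limma, 3 arrays per group). Cotton16_10762_01 was higher in TM-1, by 1.23 at 10 DPA, 1.69 at 20 DPA and 2.02 at 25 DPA (standard error 0.26, adjusted p of 0.00377 or less). At 20 DPA both calls are lost when only the 6 arrays of that comparison are fitted. For both unigenes the change over time differed between the accessions (interaction adjusted p = 0.018 and 0.00805).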

At 10, 20 and 25 DPA, different cotton homologs of CYP734A1 are mostly down-regulated but one is up-regulated, providing evidence that cotton has multiple CYP734A1-type genes that could facilitate the complex regulation of brassinolide responses by mechanisms such as those postulated for *Arabidopsis *[48]. We note that six cotton unigenes homologous to At2g26710 are found in six different blocks of the transition matrix (Figure 4: column 2, rows 2 and 8; column 4, row 7; column 5, rows 1 and 6; and column 7, row 5), consistent with differential selection during domestication acting on different members of the CYP734A1 gene family.

Other XTH genes, the cotton homologs of At4g25810 (AtXTH23), At1g14720 (AtXTH28) and At3g44990 (AtXTH31) are shown to play an important role in controlling early elongation in fibre by: (a) falling within a block of the transition matrix (Figure 4: column 4, row 1) representing 469 genes with earlier up-regulation in TM-1 as compared to *yucatanense*; and (b) having lower expression at 20 and 25 DPA than at 10 DPA. 

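XTH23, one of the xyloglucan enzymes, was higher in TM-1 at 2 DPA (log2 difference 1.80, standard error 0.39, adjusted p = 0.00372 from limma, 3 arrays per group), at 10 DPA (1.85) and at 25 DPA (1.58), and in TM-1 it fell by 1.46 from 10 to 20 DPA. The call at 25 DPA is lost with the slide series as a fixed term, and that of the fall with the slide series and under median centring only. XTH28 did not pass the test at any stage over all unigenes, with differences of -0.05 at 2 DPA, -0.18 at 7 DPA, -0.67 at 10 DPA, 0.09 at 20 DPA and -0.90 at 25 DPA. It was lower at 10 and 25 DPA when adjusted over the list alone, at 10 DPA also under quantile normalization (-0.75), and at 25 DPA under quantile normalization (-0.85), median centring only (-1.04), normexp (-0.93), the mixed model and Storey q-values. It rose from 2 to 7 DPA in TM-1 by 2.08 and in *yucatanense* by 2.22, and from 10 to 20 DPA in TM-1 by 1.60. XTH31 was lower in TM-1 at 10 DPA (-1.90, standard error 0.45, adjusted p = 0.0106) and rose by 3.22 from 10 to 20 DPA in TM-1.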

The *Arabidopsis *homolog of one of these, AtXTH28, helps to control elongation in siliques and stamens in a developmentally nuanced manner [50]. Similarly, leaf cell expansion and *AtXTH31 *expression were down-regulated in a *siz1 *mutant that led to salicylic acid accumulation, leading to the proposal that AtXTH31 was a positive effector of cell expansion [51].

The cotton homologs of AtXTH6, AtXTH23, AtXTH28 and AtXTH31 contributed to the enrichment of the GO term, 'cellular component: cell wall' in column 4, row 1 of the transition matrix (Figure 4, Supplemental Table S4). This same block also contains numerous cotton genes with homology to 27 *Arabidopsis *genes with the GO annotation of 'molecular function: oxidoreductase'. Given the previous evidence that modulation of cellular redox status has been important during both cotton fibre evolution and improvement [17,19,20], the biological relevance of the transition matrix and the analysis of enriched GO annotations within it is notable. Several genes deserve to be highlighted. The *Arabidopsis *aldehyde dehydrogenase (ALDH; At4g36250) gene, for example, encodes an enzyme that is important for the detoxification of aldehydes, which are generated during the metabolism of carbohydrates, amino acids and lipids and are chemically reactive and may become toxic at certain concentrations [52]. Over-expression of different aldehyde dehydrogenase genes in *Arabidopsis *confers protection against lipid peroxidation and oxidative stress [53]. 

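The GSTU19 unigenes, encoding glutathione transferases that conjugate and detoxify reactive compounds, were higher in TM-1 at every stage. Cotton16_03279_01 had log2 differences of 4.21 at 2 DPA, 4.34 at 7 DPA, 4.06 at 10 DPA, 1.83 at 20 DPA and 1.36 at 25 DPA (standard error 0.33, adjusted p between 1.11e-09 and 0.00984 from limma, 3 arrays per group), and Cotton16_12524_01 had differences of 2.95, 3.08, 1.85, 1.21 and 1.31. APX3, a peroxisomal ascorbate peroxidase that removes hydrogen peroxide, had differences between 0.05 and 0.49 that did not pass the test. CSD1, a superoxide dismutase, was higher at 2 DPA (1.11), 10 DPA (1.78) and 20 DPA (1.42). Of the 11 redox unigenes, 3 were higher at 2 DPA, 2 at 7 DPA, 3 at 10 DPA, 3 at 20 DPA and 2 at 25 DPA (3, 5, 3, 3 and 2 when adjusted over the list alone), and 6 were lower at 25 DPA. At 20 DPA both GSTU19 calls and that of CSD1 are lost with only the arrays compared, and Cotton16_12524_01 and CSD1 also under median centring only and with the slide series or the extraction day as a fixed term. Cotton16_12524_01 is lost at 20 DPA under median polish as well, and at 25 DPA with the slide series. The 2 DPA call of CSD1 is lost under quantile normalization, without a replicate block, with the slide series or the extraction day, and with only the arrays compared. The extraction day was added after the data had been seen.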

Two other important genes are ascorbate peroxidase 3 (APX3; At4g35000 from *Arabidopsis*), which encode peroxisomal membrane-bound antioxidants and are part of the key family involved in cellular H_2_O_2 _metabolism [54,55] and a homolog of glutathione transferase 8 (At1g78380), part of a multi-functional enzyme family that plays a role in the protection of tissues against oxidative damage [56].

By analogy to the foregoing examples, it is possible to examine the genes and enriched GO categories of any block in the transition matrix for functional clues to the genes and physiology involved in cotton fibre development and domestication. (Figure 4: Column 2, row 5, for example, shows a change in expression pattern that could support the prolonged elongation in domesticated cotton via changes in the sucrose transport and cellular redox status. 

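The sucrose transporter SUT4 and the hexose transporter STP4 were lower in TM-1 at 25 DPA. SUT4 had log2 differences of -1.74 and -1.48 in its 2 unigenes (standard errors 0.38 and 0.33, adjusted p = 0.00405 and 0.00538 from limma, 3 arrays per group), and STP4 of -1.35 (standard error 0.30, adjusted p = 0.00485). SUC1, a plasma membrane sucrose transporter, was lower at 2 DPA (-1.35, standard error 0.36, adjusted p = 0.0178). Over the 5 unigenes of sugar transport, 1 was lower at 2 DPA and 3 at 25 DPA, and none was higher (1 and 4 lower, and 3 lower at 20 DPA, when adjusted over the list alone). With the extraction day as a fixed term, an alternative added after the data had been seen, the calls at 2 and 25 DPA are lost. That term takes out TM-1 2 DPA replicate 2 and *yucatanense* 25 DPA replicate 3, each alone on its day. The SUC1 call is also lost with the slide series as a fixed term and with only the arrays compared.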

Cotton genes with enriched GO annotations related to sucrose or other sugar transport are homologous to At1g09960 (AtSUT4), At1g71880 (AtSUC1) and At3g19930 (AtSTP4). AtSUT4 is a sucrose transporter localized in the vacuolar membrane of *Arabidopsis *leaf mesophyll cells, whereas AtSUC1 is localized to the plasma membrane [57]. Hoth *et al. *[58] reviews additional data showing that AtSUC1 is a plasma membrane sucrose transporter mainly expressed in pollen, roots and trichomes. However, closely related SUT/SUC proteins in different species can localize to different membranes [57] and, indeed, they may change their location in order to drive particular cellular processes; direct testing of cellular location would therefore be required for the cotton fibre homologs. In any case, these genes encode sucrose transporters that provide the capacity for prolonged turgor-driven elongation [59] in the fibre of domesticated TM-1. AtSTP4 is a stress-regulated plasma membrane monosaccharide transporter. In *Arabidopsis*, it is normally expressed in sink organs, co-regulated with cell wall invertase during powdery mildew infection that causes glucose uptake into host tissues [60] and is quickly up-regulated by ozone along with an oxidative burst [61]. Since the relevant cellular mechanisms linking these phenomena are not fully clarified, the prolonged expression of the cotton homolog of AtSTP4 could sustain fibre elongation in domesticated TM-1 by regulating carbon partitioning and/or by moderating cellular redox status. This indicates the need for a careful analysis of gene function underlying GO annotations in formulating functional hypotheses for cotton genes. In enriched GO annotations related to redox status in Figure 4 column 2, row 5 of the transition matrix, the cotton genes are homologous to At5g23270 (*AtFER1*). 

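The 4 unigenes matching FER1 (At5g01600), a ferritin that stores iron, were lower in TM-1 at 25 DPA, with log2 differences of -2.38, -2.59, -2.70 and -2.53 (adjusted p of 0.00221 or less from limma, 3 arrays per group). At 7 DPA their differences were 1.23, 1.24, 0.97 and 1.16 (adjusted p of 0.209 or more), and 3 of them were higher when adjusted over the list alone. None passed at 2, 10 or 20 DPA. Between 20 and 25 DPA they fell in TM-1 by 2.42 to 2.51, calls that are lost with only the arrays compared and with the slide series as a fixed term. The unigene that Table S3 matches to At5g23270, Cotton16_62197_01, carries the annotation of the sugar transporter STP11 there, and its difference at 25 DPA was -0.98 (adjusted p = 0.0572). It passed there under quantile normalization, median centring only, normexp, median polish, a fixed replicate block, the mixed model, Storey q-values and with only the arrays compared, with all unigenes, an alternative added after the data had been seen, and when adjusted over the list alone.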

As reviewed recently [62], wide expression of *AtFER1 *in *Arabidopsis *supports the regulation of iron concentration and the moderation of ROS levels in response to stress. The levels of ROS detoxifying enzyme activities are also linked into this regulatory circuit [63]. Among four *FER *genes in *Arabidopsis*, AtFER1 expression alone responds positively to H_2_O_2 _[62]. We predict similar functions for the cotton homologs of AtFER1 as a particular means of moderating ROS levels to support continued fibre elongation after H_2_O_2_-stimulated secondary wall deposition has begun [64].

Further emphasizing the importance of sucrose in cotton fibre development, the block Figure 4 column 6, row 4 in the transition matrix shows genes that were highly expressed in wild cotton fibre early in elongation, but whose expression level falls at 20 and 25 DPA. In contrast, these genes are strongly up-regulated in TM-1 at 20 and 25 DPA. Several enriched GO terms relate to sucrose and are associated with cotton sucrose synthase genes - homologs of AtSUS1, SUS3 and SUS5. 

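Isoforms of sucrose synthase, which releases UDP-glucose from sucrose, differed in opposite directions at 25 DPA. SUS5 was higher in TM-1 at 20 DPA (log2 difference 1.52, standard error 0.35, adjusted p = 0.011 from limma) and at 25 DPA (1.91, adjusted p = 0.000663), where it stood at -0.66 ± 0.16 (SD, n = 3) in TM-1 and -2.57 ± 0.16 (SD, n = 3) in *yucatanense*. SUS3 was higher at 20 DPA in 1 of 2 unigenes (Cotton16_44174_01, 1.77, standard error 0.45), and SUS4 was higher at 25 DPA (1.22). Both SUS1 unigenes were lower in TM-1 at 25 DPA, by -1.71 and -1.84 (standard error 0.50), after rising between 10 and 20 DPA by 4.23 and 3.90 in TM-1 and by 3.69 and 3.73 in *yucatanense* (calls lost there with only the arrays compared). Of the 7 unigenes, 2 were higher at 20 DPA, and 2 were higher and 2 lower at 25 DPA (4 at 20 DPA and 4 and 2 at 25 DPA when adjusted over the list alone). With the slide series as a fixed term the calls of SUS1, SUS3 and SUS4 and the 20 DPA call of SUS5 are lost. Under median centring only the SUS3 and SUS4 calls are lost, with only the arrays compared SUS3 and SUS5 at 20 DPA, and with the mixed model SUS3 and SUS1 Cotton16_07309_01. The extraction day as a fixed term, an alternative added after the data had been seen, ends the calls of SUS1, SUS4 and SUS5 at 20 DPA.

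**Figure D6:**
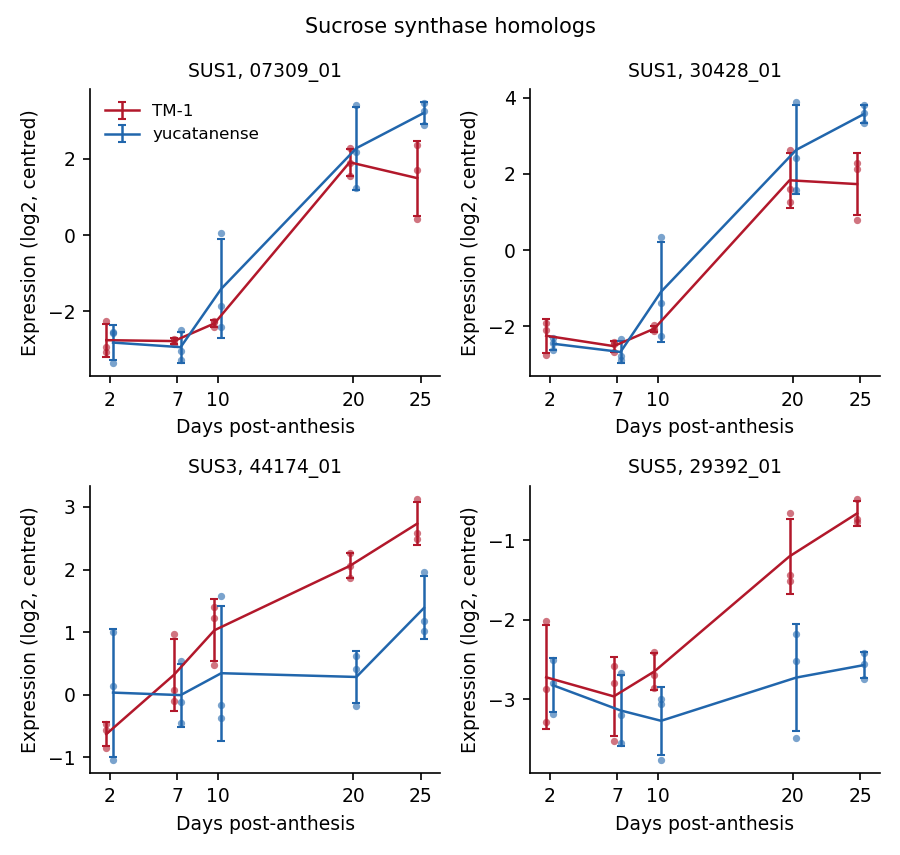
Centred log2 expression of the SUS1, SUS3 and SUS5 unigenes against days post-anthesis in TM-1 and *yucatanense*; points are arrays, lines join the means of 3 arrays and bars are 1 SD. SUS1 rises between 10 and 20 DPA in both accessions, and SUS5 is higher in TM-1 at 20 and 25 DPA.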

Despite its name, sucrose synthase (SUS) most commonly degrades sucrose to release uridine diphosphate glucose (UDP)-glucose and fructose in heterotrophic cells [65]. This enzyme plays a key role in cotton fibre development through: (a) generating hexoses to help build the high turgor and/or promote primary wall synthesis required for cotton fibre initiation and elongation [59]; and (b) supplying UDP-glucose to secondary wall CESA proteins [66,67]. At 2, 7 and 10 DPA, the expression level of SUS genes did not vary significantly between TM-1 and wild cotton, which suggests that the role of SUS during primary wall synthesis was fixed early in cotton evolution and that the fast elongation beginning selectively in TM-1 at 10 DPA did not depend on transcriptional control of SUS. However, further experiments would be required in order to determine whether up-regulation of SUS in general, or particular isoforms, later in the development of TM-1 fibre contributed to prolonged elongation or more energetically efficient secondary wall cellulose synthesis or both. 

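None of the 7 sucrose synthase unigenes passed the test between the accessions at 2, 7 or 10 DPA, nor did any when adjusted over the list alone (limma, 3 arrays per group). SUS1 had log2 differences of 0.06 and 0.21 at 2 DPA and of -0.91 and -0.97 at 10 DPA (standard error 0.50), and SUS3 had differences of -0.56 and -0.67 at 2 DPA. SUS6 lay between -0.02 and 0.30 over these stages.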

Research in cotton could be particularly valuable because *Arabidopsis *research has not revealed distinct cellular roles for SUS isoforms under normal growth conditions [68].

Finally, we provide two examples of how these data can be predictive of, as yet unknown, aspects of fibre development and/or evolution. As characterized in *Arabidopsis*, the highly conserved plant-specific protein impaired sucrose induction1 (ISI1, AT4G27750) is sugar inducible and regulates utilization of sugars for growth. The *isi1 *mutants display elevated chlorophyll levels and depleted starch, suggesting the inefficient use of carbohydrate resources and perturbation of sugar-responsive gene expression [69]. 

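ISI1 (At4g27750), a regulator of growth in response to sugars, was measured by 1 named unigene, Cotton16_32342_01. Its log2 difference between TM-1 and *yucatanense* was 1.54 at 7 DPA, 1.53 at 10 DPA, 1.29 at 20 DPA and 1.35 at 25 DPA (standard error 0.34, adjusted p between 0.00655 and 0.0353 from limma). At 10 DPA it stood at 0.01 ± 0.12 (SD, n = 3) in TM-1 and -1.52 ± 0.18 (SD, n = 3) in *yucatanense*. At 2 DPA the difference was 0.85 and did not pass the test (adjusted p = 0.131), though it did when adjusted over the list alone, which holds this 1 unigene. The call at 20 DPA is lost under median polish, with the mixed model, with only the arrays compared and when the slide series or the extraction day is a fixed term, and the call at 25 DPA with the extraction day, an alternative added after the data had been seen.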

Domesticated TM-1 cotton fibre had higher transcript levels of *ISI1 *homologs at all five time points, compared to wild *yucatanense*, but the five cotton homologs are present in different blocks of the transition matrix. Pending further work, we speculate that finely controlled regulatory shifts for cotton fibre *ISI1 *homologs played an important role in optimizing sugar usage in order to support the development of the fibre quality attributes that humans found most useful. 

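COMT1 (At5g54160), a methyltransferase of phenolic metabolism, had log2 differences between TM-1 and *yucatanense* of -2.65 at 2 DPA, -3.61 at 7 DPA, -4.06 at 10 DPA and -2.62 at 20 DPA (standard error 0.50, adjusted p between 4.05e-06 and 0.00182 from limma). At 10 DPA Cotton16_49699_01 stood at -2.63 ± 0.10 (SD, n = 3) in TM-1 and 1.43 ± 0.42 (SD, n = 3) in *yucatanense*, a 16.7-fold difference. In *yucatanense* it fell by 2.26 between 10 and 20 DPA. At 25 DPA the difference was -1.06 (adjusted p = 0.276), which passed the test when the 6 arrays of that comparison were fitted alone and when adjusted over the list alone, which holds this 1 unigene. The 20 DPA call is lost in a fit of its own 6 arrays, as is that of the fall in *yucatanense*.

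**Figure D7:**
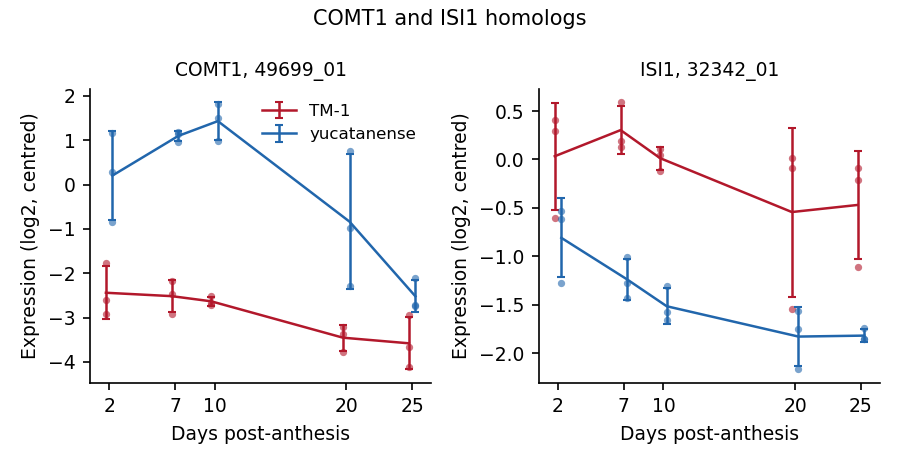
Centred log2 expression of COMT1 and ISI1 against days post-anthesis in TM-1 and *yucatanense*; points are arrays, lines join the means of 3 arrays and bars are 1 SD. COMT1 falls in *yucatanense* after 10 DPA towards the level of TM-1, and ISI1 is higher in TM-1 from 7 DPA.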

Another example concerns the cotton homolog of At5g54160 (AtCOMT1), which is a strongly down-regulated gene in TM-1 compared to *yucatanense *at all DPA tested in the microarray experiments. Recent data show that the encoded *Arabidopsis *protein can methylate caffeic acid *in vitro*, a process that is associated with the formation of lignin monomers. However, the lignin subunit composition and molecular structure were changed in the *Arabidopsis Atomt1 *mutant, not the quantity of lignin [70]. Although fibres of some cotton cultivars contain up to 1% phenolics [71], any minor true lignin component of the fibre secondary wall has not so far been characterized. This, together with the down-regulation of the cotton homolog of *AtCOMT1 *at all stages of fibre development, suggests that modulation of phenolic molecular structure was important for cotton fibre domestication in, as yet, undefined ways. This and many other aspects of the data could be a target for further experimentation.

## Conclusions

One implication of the present study is that artificial selection during domestication, and by extension the evolutionary process in general, may be manifested as an extraordinarily complex process at the level of gene expression, even in systems entailing the morphological transformation of a single celled structure. We demonstrate altered expression patterns for more than 9000 genes associated with the domestication of cotton fibre, without any knowledge of the causative genetic lesions. However, the large numbers of differentially expressed genes would seem to indicate that the effects of the lesions accompanying domestication have had multiple cascading downstream effects on the machinery of trichome initiation and subsequent primary and secondary wall synthesis.

It is notable that transcriptional alterations among the ~9000 significantly differentially regulated genes are not random with respect to developmental pattern of expression. Instead, and as illustrated in Figure 4, gene expression and gene expression alteration appears to be 'modular', in the sense that large, complex networks of genes seem to be simultaneously and similarly affected by selection under domestication. Other genes have retained a similar pattern of expression, but show either up- or down-regulation in domesticated versus wild cotton. In addition, some gene families did not change either their expression levels or patterns. 

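CESA5 and CESA6, catalytic subunits that make cellulose of the primary wall, were measured by 1 named unigene each. CESA5 had log2 differences between TM-1 and *yucatanense* of -0.73 to 0.18 over the 5 stages, none of which passed the test (limma, 3 arrays per group). CESA6 was lower in TM-1 at 10 DPA (-2.09, standard error 0.53, adjusted p = 0.0169), at -1.33 ± 0.43 (SD, n = 3) in TM-1 against 0.77 ± 0.15 (SD, n = 3) in *yucatanense*, and did not pass the test at the other stages. When adjusted over the list alone, both were lower at 10 DPA. Over all unigenes neither passed the test between consecutive stages in either accession, and when adjusted over the list alone both rose from 7 to 10 DPA in *yucatanense*. The CESA6 call is lost with the slide series as a fixed term and at an adjusted p of 0.01 or less.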

One example is the cellulose synthase (CESA) gene family. These genes have highly conserved roles in primary and secondary wall synthesis and the timing of these two processes did not change as the wild-to-domesticated fibre transformation occurred.

Insights into the underlying mutational basis of the domestication process and the mechanisms of the action of the downstream genes may be derived from future experiments involving comparisons of near-isogenic introgression lines or other QTL-based methods of gene discovery, as well as the use of transgenic or virus-induced-gene-silencing technology [72] in order to manipulate the expression of putative regulators of the changed patterns in gene expression identified here. Such insight will lead to an enhanced appreciation of how the evolutionary process perturbs nodes of connectivity within gene expression organization, rewriting the timing and tempo of expression that ultimately give rises to novel and/or optimized phenotypes. To the extent that such progress is achieved, insight also will be gained into the basic biology and transcriptional network machinery of fibre biology and development. These insights will, in turn, suggest strategies for targeted genetic changes that may further improve the industrial usefulness of renewable cotton fibre.

## Methods

### Plant material and tissue collection

For elite modern domesticated cotton we selected the genetic and cytogenetic standard, Texas Marker Stock 1 (TM-1). For wild *G. hirsutum*, we used an accession of var. *yucatanense *(USDA GRIN accession PI 501501, also called Tx2094, collected by J McD Stewart), shown in Figure 1 and identified by RFLP analysis [2] and morphological evidence as an excellent exemplar of truly wild (as opposed to feral) *G. hirsutum*. We cold-treated *yucatanense *seeds for 1 week at 4°C and gently scarified the seed coat to break dormancy. After scarification, seeds of TM-1 and *yucatanense *were planted in a sterilized potting mix in the Iowa State University Horticultural Greenhouses. Plants were watered daily, fertilized twice weekly and kept at ambient air temperatures above 20°C. Three biological replicates were grown, with plants reaching reproductive maturity at 3-5 months; wild plants were short-day treated to induce flowering. Flowers were tagged on the day of anthesis and developing bolls were harvested at 2, 7, 10, 20 and 25 DPA. Bolls were dissected immediately after harvest and ovules were flash-frozen in liquid nitrogen and subsequently stored at -80°C. In order to ensure that the progression of fibre development aligned with previously published work [5], and in order to determine the time of onset of fibre wall thickening, fibres were analysed using polarized light microscopy (see below and Figure 2).

### Microscopic analysis

Seeds with attached fibre were removed from bolls at 2, 7, 10, 15 and 20 DPA for *G. hirsutum *cv. TM-1 or 2, 7, 10, 20 and 30 DPA for *G. hirsutum *var. *yucatanense*. Samples of fibre from three seeds at each sampling point were mounted in water and inspected for birefringence in a dedicated POL microscope with rotating stage. Samples with positive birefringence were examined for the presence of angled microfibrils using DIC optics (Olympus BH-2 light microscope platforms; Olympus America Inc, PA, USA). Micrographs were taken with a Q-5 digital camera (QImaging, BC, Canada). For comparison of birefringence intensity in POL images, all fibre samples were viewed at the same angle relative to the optical axis - the angle that maximized the intensity of birefringence in secondary wall stage fibres. All other optical conditions were held constant between samples, micrographs were recorded at the same exposure time (optimized for *G. hirsutum *cv. TM-1 on 20 DPA) and image processing was omitted except for conversion to grayscale. For both DIC images, the Levels function in Adobe Photoshop was adjusted linearly and equally to optimize the tonal range for viewing.

### Isolation of total RNA from fibres

In order to separate fibres from the ovules, cooled glass beads were combined with the ovules and mechanically agitated under liquid nitrogen, using a modification of a published procedure [73]. Samples were examined microscopically for ovular or other debris before total RNA was extracted from the sheared fibres using a hot borate/lithium chloride procedure [74]. Purified RNA samples were quantified using a NanoDrop Spectrophotometer (Thermo Fisher Scientific Inc, MA, USA) and checked for integrity on a BioAnalyzer chip (Agilent, CA, USA).

### Amplification of RNA and microarray hybridizations

We extracted RNA from 30 samples representing two accessions, five time points and three biological replicates. These samples were treated with DNAse according to the manufacture's protocol (New England Biolabs, MA, USA) and linearly amplified using the TargetAmp™1-Round aRNA Amplification kit from Epicentre Biotechnologies (WI, USA). Following amplification, the integrity of the RNA was checked on a BioAnalyzer for contamination and degradation. For each of the 30 amplified RNAs, a total of 12 μg was shipped to Nimblegen Systems, Inc (WI, USA) for cDNA synthesis, labelling and hybridization to a custom cotton microarray. The microarray probes were designed from a global assembly of ~270,000 Sanger-based ESTs derived from *G. arboreum*, *G. raimondii *and *G. hirsutum *[75]. The custom cotton microarray contains 283,000 features that interrogate the relative expression intensity of 42,430 unigenes using an average of seven distinct probes per unigene. Probes averaged 60 bp in length, and, whenever possible, were designed to avoid single nucleotide polymorphisms between the A and the D genomes of the allopolyploid *G. hirsutum*. This was unproblematic for nearly all oligonucleotides, as the two diploids differ by only about 1% in their exonic sequences [76]. Where possible, probes were designed to independently interrogate paralogs. Additional information about the specifics of the chip and its design can be found at http://www.cottonevolution.info.

The cotton microarray was validated using quantitative PCR (qPCR) and mass-spectrometry (Sequenom, CA, USA) estimates of gene expression [19,20,77-80]. In addition, in an analysis of the 10 vesus 20 DPA comparison in TM-1, many genes expected to be up-regulated for secondary wall deposition (as implicated by co-expression with secondary wall cellulose synthase genes in *Arabidopsis*) displayed the expected up-regulation [26]. In that study, six genes (100% of those tested) were validated by qPCR to be up-regulated from 20 - 30 DPA during secondary wall deposition. Additional genes having diverse expression profiles throughout fibre development, as judged by the TM-1 microarray data, have been shown by qPCR to have the same expression pattern in independent analyses [45,46]. Finally, as shown below, the microarray data are consistent with well-established features of cotton fibre development.

### Statistical analysis

Raw expression values for each unigene represented on the chip were obtained by median polishing the seven redundant probes using Tukey's Biweight estimator [81,82]. In R [83], polished values were natural log transformed, median centred and scale normalized. In order to assess differential expression we applied a standard mixed linear model to each gene in Ststistcal Analysis Software (SAS) [84] taking the form:

$$y_{ijk}=\mu +\delta_{i}+\tau_{j}+s_{k}+\delta \tau_{ij}+e_{ijkm}$$

where the response variable *y*_ijk _denotes signal intensity for genotype *i*, time-point *j *and biological replication *k *and is described by *μ*, intercept parameter, *δ_i _*, the fixed effect of genotype *I*, *τ*_*j *_the fixed effect of time-point *j*, *s*_*k *_the random effect of replication *k*, *δτ*_*ij *_the interaction between genotype *i *and time-point *j *and *e_ijk _*the random error. We estimated the difference between chronological time points within accessions, simultaneous time points between accessions and chronological time points between accessions. In R, we used the method of Storey and Tibshirani to control the FDR [85]. The resultant 40,430 *q*-values per contrast were then used to identify genes that were differentially expressed for a given contrast, with the criteria of significance being a *q*-value ≤ 0.05. All array data have been deposited in compliance with MIAME (minimum information about a microarray experiment) standards on the NCBI GEO (gene expression omnibus) website and can be found under the data set record GSE23517. Additional File 1: Table S1 lists the differentially expressed genes between the two accessions at 2, 7, 10, 20 and 25 DPA, along with annotations of the closest homolog in *Arabidopsis*.

### Functional analysis of microarray data using GO annotations

The comparisons included in this analysis were: (a) within accessions, 2 versus 7 DPA, 7 versus 10 DPA and 20 versus 25 DPA (TM-1 only); and (b) between accessions, 2, 7, 10, 20 and 25 DPA. Statistically significant differentially expressed genes were binned into up- and down-regulated classes based on an estimated expression level under the SAS model. This produced 20 lists of up- and down-regulated genes both within an individual accession and between accessions across developmental time. We retrieved GO http://www.geneontology.org/ annotations as assigned to the unigenes in the microarray probe data set and used Fisher's exact test as implemented by Blast2GO to check for enriched GO categories when the tests sets were compared to the total query [86]. GO terms were only included if they were significantly enriched after correcting for the false discovery rate, at a *q*-value ≤ 0.05. The lists, associated GO categories and probe annotations are reported in Additional File 2: Table S2.

### Medoids clustering

For all genes diagnosed as differentially expressed between wild and domesticated *G. hirsutum*, estimates of their expression intensities according to the SAS model described above were recovered using *lsmeans*. These values were standardized on a global basis to remove magnitude, from which we calculated a simple Euclidean distance matrix for each pairwise gene comparison. In order to determine the optimal number of clusters in the data, we explored the fit of varying numbers of PAM clusters from 1 to 15 and calculated *k*, the silhouette width, for each *n *number of clusters versus *n+1 *[23]. We used these standardized distances and the gap statistic to PAM cluster wild and domesticated values separately. A gene expression pattern transition matrix was created by tabulating the expression state (PAM cluster) in the wild fibre versus the domesticated fibre data set. The resulting gene clusters are tabulated in Additional File 3: Table S3, which will be explained below.

GO annotations were assigned to genes in each PAM cluster and the annotations in each group were statistically analysed for up- and down-regulated GO classes. This analysis implemented the statistical test of GO class abundance described above, using a significance threshold with a *q*-value ≤ 0.05 [85]. This test was automated using a custom script. The results are tabulated in Additional File 4: Table S4.

## Abbreviations

DIC: differential interference contrast; DPA: days post anthesis; FDR: false discovery rate; GO: gene ontology; ISI1: impaired sucrose induction 1; PAM: partitioning around medoids; POL: polarizing; qPCR: quantitative polymerase chain reaction; QTL: quantitative trait locus; RFLP: restriction fragment length polymorphism; ROS: reactive oxygen species; SUS: sucrose synthase; UDP: uridine diphosphate glucose.

## Authors' contributions

RR carried out the comparative gene expression studies, participated in data analysis and generated an early version of the manuscript. CH conducted the microscopy studies, participated in the data analysis and contributed to the manuscript preparation. LF and RH participated in data analysis and the manuscript preparation. JU designed the microarray used in the experiments and participated in the manuscript preparation. JW conceived the study, participated in its design and coordination and led the development of the final draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1**. Differentially expressed genes between wild and cultivated cotton at 2, 7, 10, 20 and 25 days post anthesis along with gene ontology annotations. Click here for file

Additional file 2 **Table S2**. Enriched gene ontology annotations for multiple comparisons of differentially expressed genes. Within accessions, comparisons include 2 versus 7 days post anthesis (DPA), 7 versus 10 DPA, and 20 versus 25 DPA (TM-1 only). Between accessions, comparisons were made at 2, 7, 10, 20 and 25 DPA. Click here for file

Additional file 3 **Table S3**. Cotton genes in each block of the transition matrix of Figure 4, along with *Arabidopsis *homologs and gene ontology annotations. Click here for file

Additional file 4 **Table S4**. Over- and under-abundant gene ontology (GO) annotations, corresponding cotton genes and *Arabidopsis *homologs from blocks of the transition matrix that showed statistically significant differences in GO annotations compared to expected values (Figure 4). Click here for file

# Supplementary material for: Gene expression in developing fibres of Upland cotton (Gossypium hirsutum L.) was massively altered by domestication
**Source:** BMC Biol. 2010 Nov 15;8:139. doi: 10.1186/1741-7007-8-139
**Supplement:** Additional file 2 — Table S2. Enriched gene ontology annotations for multiple comparisons of differentially expressed genes. Within accessions, comparisons include 2 versus 7 days post anthesis (DPA), 7 versus 10 DPA, and 20 versus 25 DPA (TM-1 only). Between accessions, comparisons were made at 2, 7, 10, 20 and 25 DPA.

GOSSIP
Test-Set: tm1.2.7.up.txt
Tests for all terms in Gene Ontology whether it is enriched in a test group when compared to a reference group using Fisher's exact test with Multiple Testing.
[Pub: Biological Profiling of Gene Groups utilizing Gene Ontology A Statistical Framework](#)
[Poster: GOSSIP: Biological Profiling of Gene Groups utilizing Gene Ontology](#)
by Nils Blthgen, Karsten Brand, Hanspeter Herzel, Dieter Beule

GO Term	Name	FDR	FWER	single test<br>p-Value	# in test<br>group	# in<br>reference<br>group	# non<br>annot<br>test	# non<br>annot<br>reference<br>group	Over/Under
GO:0030529	ribonucleoprotein complex	9.74709E-9	1.3424E-8	0.0	166	1600	1136	39633	over
GO:0009059	macromolecule biosynthetic process	9.74709E-9	1.3424E-8	0.0	204	3018	1098	38215	over
GO:0022613	ribonucleoprotein complex biogenesis and assembly	9.74709E-9	1.3424E-8	0.0	73	767	1229	40466	over
GO:0006412	translation	9.74709E-9	1.42731E-8	1.22489E-12	190	2052	1112	39181	over
GO:0042254	ribosome biogenesis and assembly	9.74709E-9	1.54338E-8	7.94329E-12	64	541	1238	40692	over
GO:0005739	mitochondrion	9.74709E-9	1.66555E-8	9.8455E-12	432	9587	870	31646	over
GO:0005198	structural molecule activity	9.74709E-9	2.0661E-8	2.62021E-11	146	1719	1156	39514	over
GO:0043232	intracellular non-membrane-bound organelle	9.74709E-9	2.19309E-8	3.18873E-11	178	2658	1124	38575	over
GO:0043228	non-membrane-bound organelle	9.74709E-9	2.19309E-8	3.18873E-	178	2658	1124	38575	over

				11					
GO:0005840	ribosome	9.80114E-9	2.53516E-8	4.18789E-11	150	1447	1152	39786	over
GO:0003735	structural constituent of ribosome	9.80114E-9	2.73984E-8	5.80868E-11	139	1356	1163	39877	over
GO:0044249	cellular biosynthetic process	9.80114E-9	3.10187E-8	6.69833E-11	281	4399	1021	36834	over
GO:0044444	cytoplasmic part	9.80114E-9	3.22729E-8	7.15215E-11	878	23977	424	17256	over
GO:0005737	cytoplasm	9.80114E-9	3.4304E-8	8.09068E-11	905	24673	397	16560	over
GO:0009058	biosynthetic process	1.22839E-8	5.35098E-8	1.12343E-10	304	5749	998	35484	over
GO:0033279	ribosomal subunit	1.22839E-8	5.3726E-8	1.15599E-10	87	538	1215	40695	over
GO:0015934	large ribosomal subunit	1.22839E-8	5.41778E-8	1.1668E-10	61	227	1241	41006	over
GO:0003723	RNA binding	1.22839E-8	5.52777E-8	1.20361E-10	93	1281	1209	39952	over
GO:0006396	RNA processing	1.15326E-6	5.47797E-6	1.75965E-8	44	517	1258	40716	over
GO:0005622	intracellular	2.19976E-6	1.09987E-5	3.38068E-8	983	28271	319	12962	over
GO:0044424	intracellular part	2.46687E-6	1.2951E-5	3.90342E-8	972	27912	330	13321	over

GO:0043229	intracellular organelle	6.7834E-6	3.7308E-5	1.28128E-7	934	26756	368	14477	over
GO:0043226	organelle	7.04066E-6	4.0483E-5	1.30559E-7	934	26758	368	14475	over
GO:0046835	carbohydrate phosphorylation	1.3241E-5	7.94429E-5	2.22568E-7	7	9	1295	41224	over
GO:0019843	rRNA binding	1.0081E-4	6.29864E-4	1.8181E-6	21	186	1281	41047	over
GO:0043231	intracellular membrane-bound organelle	1.1106E-4	7.4297E-4	2.0064E-6	895	25769	407	15464	over
GO:0043227	membrane-bound organelle	1.1106E-4	7.49371E-4	2.05798E-6	895	25772	407	15461	over
GO:0044267	cellular protein metabolic process	1.84495E-4	0.00132682	3.76406E-6	308	7653	994	33580	over
GO:0044260	cellular macromolecule metabolic process	1.84495E-4	0.0013367	3.80449E-6	308	7654	994	33579	over
GO:0044445	cytosolic part	2.96007E-4	0.00227052	5.97523E-6	29	346	1273	40887	over
GO:0006399	tRNA metabolic process	2.96007E-4	0.00229143	6.19123E-6	20	186	1282	41047	over
GO:0005830	cytosolic ribosome (sensu Eukaryota)	3.10094E-4	0.00247768	7.03554E-6	23	239	1279	40994	over
GO:0019538	protein metabolic process	3.16483E-4	0.00260758	7.45341E-6	310	7776	992	33457	over
GO:0004532	exoribonuclease activity	3.94076E-4	0.00363857	1.05628E-5	5	6	1297	41227	over
GO:0000175	3'-5'-exoribonuclease activity	3.94076E-4	0.00363857	1.05628E-5	5	6	1297	41227	over
GO:0016796	exonuclease activity, active with either ribo- or deoxyribonucleic acids and producing 5'-phosphomonoesters	3.94076E-4	0.00363857	1.05628E-5	5	6	1297	41227	over
GO:0016896	exoribonuclease activity, producing 5'-phosphomonoesters	3.94076E-4	0.00363857	1.05628E-5	5	6	1297	41227	over

GO:0015935	small ribosomal subunit	7.36617E-4	0.00697344	1.84621E-5	26	311	1276	40922	over
GO:0004527	exonuclease activity	0.00168186	0.0162644	4.10895E-5	9	46	1293	41187	over
GO:0032991	macromolecular complex	0.00181095	0.0179466	4.55637E-5	211	5111	1091	36122	over
GO:0004335	galactokinase activity	0.00259676	0.0262658	6.81471E-5	6	18	1296	41215	over
GO:0005730	nucleolus	0.00318217	0.032861	8.94393E-5	20	228	1282	41005	over
GO:0004518	nuclease activity	0.00447765	0.0473819	1.11996E-4	21	251	1281	40982	over
GO:0005759	mitochondrial matrix	0.00447765	0.0491263	1.20219E-4	12	96	1290	41137	over
GO:0031980	mitochondrial lumen	0.00447765	0.0491263	1.20219E-4	12	96	1290	41137	over
GO:0004239	methionyl aminopeptidase activity	0.0050293	0.0561967	1.38552E-4	6	21	1296	41212	over
GO:0009536	plastid	0.0052254	0.0595522	1.57303E-4	418	11326	884	29907	over
GO:0006414	translational elongation	0.00621972	0.0747082	1.97801E-4	19	224	1283	41009	over
GO:0000313	organellar ribosome	0.00621972	0.07511	1.99083E-4	9	58	1293	41175	over
GO:0005843	cytosolic small ribosomal subunit (sensu Eukaryota)	0.00621972	0.0769853	2.08466E-4	19	225	1283	41008	over
GO:0031974	membrane-enclosed lumen	0.00621972	0.077675	2.10985E-4	40	673	1262	40560	over
GO:0043233	organelle lumen	0.00621972	0.077675	2.10985E-4	40	673	1262	40560	over
GO:0044452	nucleolar part	0.00723833	0.0930965	2.49874E-4	9	60	1293	41173	over

GO:0005732	small nucleolar ribonucleoprotein complex	0.00723833	0.0930965	2.49874E-4	9	60	1293	41173	over
GO:0004019	adenylosuccinate synthase activity	0.00862113	0.111786	2.73219E-4	3	2	1299	41231	over
GO:0000315	organellar large ribosomal subunit	0.0116967	0.153144	4.06543E-4	7	38	1295	41195	over
GO:0003746	translation elongation factor activity	0.0116967	0.153532	4.09022E-4	15	163	1287	41070	over
GO:0006418	tRNA aminoacylation for protein translation	0.0122242	0.167539	4.59307E-4	14	147	1288	41086	over
GO:0043038	amino acid activation	0.0122242	0.167539	4.59307E-4	14	147	1288	41086	over
GO:0043039	tRNA aminoacylation	0.0122242	0.167539	4.59307E-4	14	147	1288	41086	over
GO:0003676	nucleic acid binding	0.0123204	0.172748	4.83792E-4	230	5889	1072	35344	over
GO:0006996	organelle organization and biogenesis	0.0123204	0.173845	4.93392E-4	88	1917	1214	39316	over
GO:0009451	RNA modification	0.0150284	0.210778	5.34315E-4	7	40	1295	41193	over
GO:0048653	anther development	0.0155892	0.220762	5.88851E-4	8	54	1294	41179	over
GO:0005761	mitochondrial ribosome	0.0155941	0.223855	6.09177E-4	7	41	1295	41192	over
GO:0031981	nuclear lumen	0.0190035	0.269172	7.7134E-4	27	422	1275	40811	over
GO:0031365	N-terminal protein amino acid modification	0.0221866	0.310406	9.10304E-4	4	11	1298	41222	over
GO:0003697	single-stranded DNA binding	0.0235806	0.330282	9.13126E-4	3	4	1299	41229	over
GO:0015462	protein-transmembrane transporting ATPase activity	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over

GO:0043543	protein amino acid acylation	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0018409	peptide or protein amino-terminal blocking	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0018004	N-terminal protein formylation	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0018256	protein amino acid formylation	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0019988	charged-tRNA modification	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0004641	phosphoribosylformylglycinamide cyclo-ligase activity	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0001718	conversion of met-tRNA ^f to fmet-tRNA	0.0239763	0.365924	9.3628E-4	2	0	1300	41233	over
GO:0009282	cytosolic large ribosomal subunit (sensu Bacteria)	0.0240435	0.374301	9.7006E-4	6	32	1296	41201	over
GO:0009281	cytosolic ribosome (sensu Bacteria)	0.0240435	0.374301	9.7006E-4	6	32	1296	41201	over
GO:0016776	phosphotransferase activity, phosphate group as acceptor	0.029958	0.446632	0.00132664	8	62	1294	41171	over
GO:0018175	protein amino acid nucleotidylation	0.0321215	0.478232	0.00142774	3	5	1299	41228	over
GO:0018117	protein amino acid adenylation	0.0321215	0.478232	0.00142774	3	5	1299	41228	over
GO:0009396	folic acid and derivative biosynthetic process	0.0329563	0.491191	0.00146163	6	35	1296	41198	over
GO:0048443	stamen development	0.0338427	0.508741	0.00159434	8	64	1294	41169	over
GO:0048466	androecium development	0.0338427	0.508741	0.00159434	8	64	1294	41169	over
GO:0008408	3'-5' exonuclease activity	0.0349191	0.528038	0.00171706	5	24	1297	41209	over

GO:0005762	mitochondrial large ribosomal subunit	0.0349191	0.528038	0.00171706	5	24	1297	41209	over
GO:0005842	cytosolic large ribosomal subunit (sensu Eukaryota)	0.0373293	0.556043	0.00189663	4	14	1298	41219	over
GO:0006760	folic acid and derivative metabolic process	0.0435168	0.61616	0.00212314	6	38	1296	41195	over
GO:0009585	red, far-red light phototransduction	0.0444581	0.629026	0.00232732	7	53	1295	41180	over
GO:0051087	chaperone binding	0.0444581	0.641777	0.00234462	4	15	1298	41218	over
GO:0016875	ligase activity, forming carbon-oxygen bonds	0.0444581	0.645874	0.00238393	14	177	1288	41056	over
GO:0004812	aminoacyl-tRNA ligase activity	0.0444581	0.645874	0.00238393	14	177	1288	41056	over
GO:0016876	ligase activity, forming aminoacyl-tRNA and related compounds	0.0444581	0.645874	0.00238393	14	177	1288	41056	over
GO:0008033	tRNA processing	0.0444581	0.648293	0.00238724	6	39	1296	41194	over
GO:0031202	RNA splicing factor activity, transesterification mechanism	0.0452744	0.658863	0.00256072	7	54	1295	41179	over

GOSSIP

Test-Set: **tm1.2.7.down.txt**

Tests for all terms in Gene Ontology whether it is enriched in a test group when compared to a reference group using Fisher's exact test with Multiple Testing.

[Pub: Biological Profiling of Gene Groups utilizing Gene Ontology A Statistical Framework](#)

[Poster: GOSSIP: Biological Profiling of Gene Groups utilizing Gene Ontology](#)

by Nils Blthgen, Karsten Brand, Hanspeter Herzel, Dieter Beule

GO Term	Name	FDR	FWER	single test<br>p-Value	# in test<br>group	# in<br>reference<br>group	# non<br>annot test	# non<br>annot<br>reference<br>group	Over/Under
GO:0015288	porin activity	1.73977E-8	2.22814E-8	0.0	29	120	1140	41246	over

GO:0016020	membrane	1.73977E-8	2.22814E-8	0.0	378	9714	791	31652	over
GO:0022829	wide pore channel activity	1.73977E-8	2.22814E-8	0.0	29	120	1140	41246	over
GO:0004351	glutamate decarboxylase activity	1.73977E-8	3.04192E-8	3.06728E-11	9	3	1160	41363	over
GO:0015250	water channel activity	1.73977E-8	3.21094E-8	4.1104E-11	19	42	1150	41324	over
GO:0005372	water transporter activity	1.73977E-8	3.21094E-8	4.1104E-11	19	42	1150	41324	over
GO:0022803	passive transmembrane transporter activity	1.73977E-8	3.47954E-8	4.71983E-11	30	240	1139	41126	over
GO:0015267	channel activity	1.73977E-8	3.47954E-8	4.71983E-11	30	240	1139	41126	over
GO:0051234	establishment of localization	1.98932E-8	5.0185E-8	9.12183E-11	253	5972	916	35394	over
GO:0051179	localization	1.98932E-8	5.34892E-8	1.13355E-10	253	5996	916	35370	over
GO:0019867	outer membrane	1.98932E-8	5.47064E-8	1.18835E-10	31	218	1138	41148	over
GO:0006810	transport	2.48899E-8	7.46698E-8	1.97734E-10	250	5955	919	35411	over
GO:0051258	protein polymerization	8.80492E-8	2.8616E-7	9.02779E-10	26	200	1143	41166	over
GO:0007155	cell adhesion	2.5927E-7	9.72261E-7	3.06509E-9	15	63	1154	41303	over
GO:0022610	biological adhesion	2.5927E-7	9.72261E-7	3.06509E-9	15	63	1154	41303	over
GO:0047461	(+)-delta-cadinene synthase activity	2.66059E-7	1.06423E-6	3.3296E-9	8	8	1161	41358	over
GO:0006950	response to stress	2.58097E-6	1.09691E-5	3.35341E-8	123	2586	1046	38780	over

GO:0004022	alcohol dehydrogenase activity	9.25266E-6	4.16361E-5	1.15548E-7	15	86	1154	41280	over
GO:0007018	microtubule-based movement	1.01936E-5	4.84187E-5	1.5265E-7	26	263	1143	41103	over
GO:0006536	glutamate metabolic process	1.49839E-5	7.49168E-5	2.4509E-7	9	25	1160	41341	over
GO:0030705	cytoskeleton-dependent intracellular transport	4.4741E-5	2.34863E-4	6.30886E-7	26	285	1143	41081	over
GO:0022838	substrate specific channel activity	4.81315E-5	2.64688E-4	7.17588E-7	20	179	1149	41187	over
GO:0000813	ESCRT I complex	5.28623E-5	3.03912E-4	8.12593E-7	5	3	1164	41363	over
GO:0048029	monosaccharide binding	5.77796E-5	3.61057E-4	9.65171E-7	7	14	1162	41352	over
GO:0048032	galacturonate binding	5.77796E-5	3.61057E-4	9.65171E-7	7	14	1162	41352	over
GO:0005874	microtubule	7.79515E-5	5.06557E-4	1.44393E-6	26	299	1143	41067	over
GO:0022857	transmembrane transporter activity	1.17725E-4	7.94327E-4	2.40241E-6	85	1752	1084	39614	over
GO:0000323	lytic vacuole	1.53163E-4	0.00114071	3.16224E-6	10	47	1159	41319	over
GO:0009415	response to water	1.53163E-4	0.00117243	3.35816E-6	31	418	1138	40948	over
GO:0031988	membrane-bound vesicle	1.53163E-4	0.00118631	3.46462E-6	194	4967	975	36399	over
GO:0031982	vesicle	1.53163E-4	0.00118631	3.46462E-6	194	4967	975	36399	over
GO:0031410	cytoplasmic vesicle	2.07827E-4	0.00171311	4.988E-6	193	4966	976	36400	over
GO:0016023	cytoplasmic membrane-bound vesicle	2.07827E-4	0.00171311	4.988E-6	193	4966	976	36400	over

GO:0050896	response to stimulus	3.63214E-4	0.00308256	8.1472E-6	211	5567	958	35799	over
GO:0009628	response to abiotic stimulus	3.73984E-4	0.00333061	8.89578E-6	99	2209	1070	39157	over
GO:0042221	response to chemical stimulus	3.73984E-4	0.0033602	9.15029E-6	127	3020	1042	38346	over
GO:0007154	cell communication	4.90616E-4	0.00452792	1.2115E-5	94	2085	1075	39281	over
GO:0004194	pepsin A activity	5.6598E-4	0.00536239	1.53946E-5	15	133	1154	41233	over
GO:0007017	microtubule-based process	6.67714E-4	0.00648908	1.78677E-5	26	348	1143	41018	over
GO:0009414	response to water deprivation	7.30786E-4	0.00738921	1.94025E-5	28	393	1141	40973	over
GO:0016838	carbon-oxygen lyase activity, acting on phosphates	7.30786E-4	0.00746258	1.96038E-5	8	35	1161	41331	over
GO:0004553	hydrolase activity, hydrolyzing O-glycosyl compounds	9.13881E-4	0.00954987	2.38183E-5	43	750	1126	40616	over
GO:0046423	allene-oxide cyclase activity	9.33532E-4	0.010309	2.53074E-5	5	9	1164	41357	over
GO:0010286	heat acclimation	9.33532E-4	0.010309	2.53074E-5	5	9	1164	41357	over
GO:0003824	catalytic activity	9.33532E-4	0.0104473	2.6484E-5	577	17932	592	23434	over
GO:0004096	catalase activity	0.00105799	0.0120931	3.26819E-5	7	27	1162	41339	over
GO:0009341	beta-galactosidase complex	0.00138091	0.0160948	4.1683E-5	9	52	1160	41314	over
GO:0003924	GTPase activity	0.00150311	0.0178757	4.89509E-5	26	371	1143	40995	over
GO:0031224	intrinsic to membrane	0.00172263	0.0208812	6.01075E-5	87	1979	1082	39387	over

GO:0005576	extracellular region	0.00180163	0.0225578	6.26814E-5	26	377	1143	40989	over
GO:0016798	hydrolase activity, acting on glycosyl bonds	0.00180163	0.022709	6.34832E-5	44	810	1125	40556	over
GO:0007267	cell-cell signaling	0.00202318	0.0259585	6.96726E-5	7	31	1162	41335	over
GO:0030170	pyridoxal phosphate binding	0.00223296	0.0291535	7.86267E-5	17	193	1152	41173	over
GO:0008629	induction of apoptosis by intracellular signals	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0009394	2'-deoxyribonucleotide metabolic process	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0008631	induction of apoptosis by oxidative stress	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0009903	chloroplast avoidance movement	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0047429	nucleoside-triphosphate diphosphatase activity	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0046080	dUTP metabolic process	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0004170	dUTP diphosphatase activity	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0009904	chloroplast accumulation movement	0.00224842	0.0337074	8.11255E-5	3	1	1166	41365	over
GO:0010039	response to iron ion	0.00284761	0.0431784	1.04405E-4	4	6	1165	41360	over
GO:0000302	response to reactive oxygen species	0.00295747	0.0455124	1.17329E-4	18	220	1151	41146	over
GO:0010193	response to ozone	0.00324509	0.0508299	1.35369E-4	7	35	1162	41331	over
GO:0042542	response to hydrogen peroxide	0.00324509	0.0513669	1.38627E-4	17	203	1152	41163	over

GO:0016762	xyloglucan:xyloglucosyl transferase activity	0.00345271	0.0559954	1.53468E-4	10	78	1159	41288	over
GO:0004190	aspartic-type endopeptidase activity	0.00345271	0.0561929	1.54558E-4	17	205	1152	41161	over
GO:0030246	carbohydrate binding	0.00350499	0.0578451	1.60224E-4	18	226	1151	41140	over
GO:0009975	cyclase activity	0.00390392	0.065126	1.70833E-4	5	15	1164	41351	over
GO:0005764	lysosome	0.00408358	0.0689698	1.83323E-4	7	37	1162	41329	over
GO:0001676	long-chain fatty acid metabolic process	0.00465926	0.0793756	1.98649E-4	3	2	1166	41364	over
GO:0004696	glycogen synthase kinase 3 activity	0.00551926	0.0945729	2.35493E-4	4	8	1165	41358	over
GO:0005215	transporter activity	0.00615946	0.106893	2.88051E-4	103	2553	1066	38813	over
GO:0004565	beta-galactosidase activity	0.00615946	0.1077	2.88519E-4	8	54	1161	41312	over
GO:0005773	vacuole	0.00709252	0.124525	3.45158E-4	24	376	1145	40990	over
GO:0016021	integral to membrane	0.00727943	0.129174	3.55489E-4	82	1947	1087	39419	over
GO:0006665	sphingolipid metabolic process	0.00736639	0.132211	3.64812E-4	7	42	1162	41324	over
GO:0000169	activation of MAPK activity during osmolarity sensing	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over
GO:0043406	positive regulation of MAPK activity	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over
GO:0000161	MAPKKK cascade during osmolarity sensing	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over
GO:0043405	regulation of MAPK activity	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over

GO:0000187	activation of MAPK activity	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over
GO:0007231	osmosensory signaling pathway	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over
GO:0009898	internal side of plasma membrane	0.00768527	0.151363	3.89152E-4	3	3	1166	41363	over
GO:0007568	aging	0.00768527	0.15148	3.89526E-4	14	162	1155	41204	over
GO:0015630	microtubule cytoskeleton	0.00768527	0.152308	3.95066E-4	27	451	1142	40915	over
GO:0015925	galactosidase activity	0.00835111	0.166101	4.45048E-4	8	58	1161	41308	over
GO:0045735	nutrient reservoir activity	0.0087063	0.174318	4.55777E-4	11	108	1158	41258	over
GO:0006643	membrane lipid metabolic process	0.00924841	0.185992	5.21291E-4	18	251	1151	41115	over
GO:0030414	protease inhibitor activity	0.00931221	0.190923	5.29063E-4	7	45	1162	41321	over
GO:0004866	endopeptidase inhibitor activity	0.00931221	0.190923	5.29063E-4	7	45	1162	41321	over
GO:0006917	induction of apoptosis	0.0103067	0.217135	6.07969E-4	4	11	1165	41355	over
GO:0043065	positive regulation of apoptosis	0.0103067	0.217135	6.07969E-4	4	11	1165	41355	over
GO:0043068	positive regulation of programmed cell death	0.0103067	0.217135	6.07969E-4	4	11	1165	41355	over
GO:0012502	induction of programmed cell death	0.0103067	0.217135	6.07969E-4	4	11	1165	41355	over
GO:0006944	membrane fusion	0.0107256	0.228092	6.38839E-4	6	33	1163	41333	over
GO:0022892	substrate-specific transporter activity	0.0107256	0.229033	6.42241E-4	72	1695	1097	39671	over

GO:0016787	hydrolase activity	0.0108007	0.232511	6.62255E-4	207	5890	962	35476	over
GO:0048046	apoplast	0.012224	0.26249	7.42042E-4	12	134	1157	41232	over
GO:0009914	hormone transport	0.012224	0.26558	7.48837E-4	10	97	1159	41269	over
GO:0009926	auxin polar transport	0.012224	0.26558	7.48837E-4	10	97	1159	41269	over
GO:0048226	Casparian strip	0.0133097	0.29489	7.54701E-4	2	0	1167	41366	over
GO:0044426	cell wall part	0.0133097	0.29489	7.54701E-4	2	0	1167	41366	over
GO:0015708	silicate transport	0.0133097	0.29489	7.54701E-4	2	0	1167	41366	over
GO:0015115	silicate transmembrane transporter activity	0.0133097	0.29489	7.54701E-4	2	0	1167	41366	over
GO:0004091	carboxylesterase activity	0.0152269	0.334555	9.19912E-4	22	357	1147	41009	over
GO:0009631	cold acclimation	0.0152269	0.33609	9.28573E-4	7	50	1162	41316	over
GO:0009753	response to jasmonic acid stimulus	0.0152269	0.337116	9.37308E-4	18	265	1151	41101	over
GO:0042631	cellular response to water deprivation	0.0160979	0.355126	0.00101459	4	13	1165	41353	over
GO:0010101	post-embryonic root morphogenesis	0.0170846	0.378698	0.0010528	8	67	1161	41299	over
GO:0010102	lateral root morphogenesis	0.0170846	0.378698	0.0010528	8	67	1161	41299	over
GO:0009605	response to external stimulus	0.0170846	0.380231	0.00106555	36	716	1133	40650	over
GO:0044425	membrane part	0.0184523	0.406267	0.00124947	116	3072	1053	38294	over

GO:0003863	3-methyl-2-oxobutanoate dehydrogenase (2-methylpropanoyl-transferring) activity	0.0226882	0.485061	0.00153622	3	6	1166	41360	over
GO:0009211	pyrimidine deoxyribonucleoside triphosphate metabolic process	0.0226882	0.485061	0.00153622	3	6	1166	41360	over
GO:0046125	pyrimidine deoxyribonucleoside metabolic process	0.0226882	0.485061	0.00153622	3	6	1166	41360	over
GO:0009120	deoxyribonucleoside metabolic process	0.0226882	0.485061	0.00153622	3	6	1166	41360	over
GO:0004673	protein histidine kinase activity	0.0240262	0.510744	0.00168597	7	56	1162	41310	over
GO:0016775	phosphotransferase activity, nitrogenous group as acceptor	0.0240262	0.510744	0.00168597	7	56	1162	41310	over
GO:0000155	two-component sensor activity	0.0243185	0.521385	0.00174547	6	41	1163	41325	over
GO:0016831	carboxy-lyase activity	0.0243185	0.52343	0.00176902	19	305	1150	41061	over
GO:0043167	ion binding	0.0243185	0.52375	0.00177472	168	4751	1001	36615	over
GO:0051649	establishment of cellular localization	0.0247723	0.533199	0.00186732	120	3235	1049	38131	over
GO:0009719	response to endogenous stimulus	0.0248121	0.536655	0.00189406	87	2220	1082	39146	over
GO:0016843	amine-lyase activity	0.0255338	0.552657	0.0019343	4	16	1165	41350	over
GO:0016844	strictosidine synthase activity	0.0255338	0.552657	0.0019343	4	16	1165	41350	over
GO:0051641	cellular localization	0.0261092	0.563554	0.00200333	120	3242	1049	38124	over
GO:0010015	root morphogenesis	0.0263436	0.571704	0.00211518	13	174	1156	41192	over
GO:0044430	cytoskeletal part	0.0263436	0.572462	0.00212457	29	561	1140	40805	over

GO:0004322	ferroxidase activity	0.0272379	0.595785	0.00214985	3	7	1166	41359	over
GO:0009200	deoxyribonucleoside triphosphate metabolic process	0.0272379	0.595785	0.00214985	3	7	1166	41359	over
GO:0009875	pollen-pistil interaction	0.0272379	0.595785	0.00214985	3	7	1166	41359	over
GO:0016724	oxidoreductase activity, oxidizing metal ions, oxygen as acceptor	0.0272379	0.595785	0.00214985	3	7	1166	41359	over
GO:0042335	cuticle development	0.0273985	0.601312	0.00217014	6	43	1163	41323	over
GO:0009886	post-embryonic morphogenesis	0.0273985	0.603411	0.0021926	8	76	1161	41290	over
GO:0016328	lateral plasma membrane	0.0298776	0.645992	0.00222269	2	1	1167	41365	over
GO:0010082	regulation of root meristem size	0.0298776	0.645992	0.00222269	2	1	1167	41365	over
GO:0010329	auxin efflux transmembrane transporter activity	0.0298776	0.645992	0.00222269	2	1	1167	41365	over
GO:0003785	actin monomer binding	0.0298776	0.645992	0.00222269	2	1	1167	41365	over
GO:0009395	phospholipid catabolic process	0.0306949	0.664065	0.00233787	4	17	1165	41349	over
GO:0046466	membrane lipid catabolic process	0.0306949	0.664065	0.00233787	4	17	1165	41349	over
GO:0005529	sugar binding	0.0306949	0.6646	0.00234805	12	155	1157	41211	over
GO:0019842	vitamin binding	0.0306949	0.667172	0.00240441	19	314	1150	41052	over
GO:0000038	very-long-chain fatty acid metabolic process	0.0306949	0.671396	0.00240958	6	44	1163	41322	over
GO:0004427	inorganic diphosphatase activity	0.0306949	0.671396	0.00240958	6	44	1163	41322	over

GO:0019740	nitrogen utilization	0.0313179	0.683731	0.00254392	5	30	1164	41336	over
GO:0006808	regulation of nitrogen utilization	0.0313179	0.683731	0.00254392	5	30	1164	41336	over
GO:0009734	auxin mediated signaling pathway	0.0327067	0.701924	0.00278474	13	180	1156	41186	over
GO:0004186	carboxypeptidase C activity	0.0332213	0.709967	0.00279579	4	18	1165	41348	over
GO:0000165	MAPKKK cascade	0.0355519	0.736448	0.00289587	3	8	1166	41358	over
GO:0030599	pectinesterase activity	0.0361731	0.744838	0.00306121	10	119	1159	41247	over
GO:0005886	plasma membrane	0.0365345	0.750588	0.00316658	38	822	1131	40544	over
GO:0009269	response to desiccation	0.0368196	0.755538	0.00324765	6	47	1163	41319	over
GO:0051171	regulation of nitrogen metabolic process	0.0369561	0.759049	0.00326502	5	32	1164	41334	over
GO:0004857	enzyme inhibitor activity	0.0384723	0.776601	0.00359917	9	102	1160	41264	over
GO:0007010	cytoskeleton organization and biogenesis	0.0384723	0.777053	0.00360615	31	637	1138	40729	over
GO:0031225	anchored to membrane	0.0392506	0.786639	0.00367589	5	33	1164	41333	over
GO:0015293	symporter activity	0.0392506	0.787928	0.00371123	15	232	1154	41134	over
GO:0042178	xenobiotic catabolic process	0.0411306	0.808972	0.00378266	3	9	1166	41357	over
GO:0003958	NADPH-hemoprotein reductase activity	0.0411306	0.808972	0.00378266	3	9	1166	41357	over
GO:0009266	response to temperature stimulus	0.0411306	0.812173	0.00386612	36	777	1133	40589	over

GO:0015833	peptide transport	0.0411306	0.812985	0.00386725	8	84	1161	41282	over
GO:0006857	oligopeptide transport	0.0411306	0.812985	0.00386725	8	84	1161	41282	over
GO:0004024	alcohol dehydrogenase activity, zinc-dependent	0.0422444	0.823167	0.00391577	6	49	1163	41317	over
GO:0007165	signal transduction	0.0422823	0.825299	0.00393603	78	2008	1091	39358	over
GO:0005941	unlocalized protein complex	0.0445263	0.842519	0.00429478	9	105	1160	41261	over

**GOSSIP**<br>Test-Set: tm1.10.20.up.txt<br>Tests for all terms in Gene Ontology whether it is enriched in a test group when compared to a reference group using Fisher's exact test with Multiple Testing.<br>Pub: Biological Profiling of Gene Groups utilizing Gene Ontology A Statistical Framework<br>Poster: GOSSIP: Biological Profiling of Gene Groups utilizing Gene Ontology<br>by Nils Blthgen, Karsten Brand, Hanspeter Herzel, Dieter Beule									
GO Term	Name	FDR	FWER	single test p-Value	# in test group	# in reference group	# non annot test	# non annot reference group	Over/Under
GO:0016747	transferase activity, transferring groups other than amino-acyl groups	2.28542E-8	4.22375E-8	0.0	89	507	2968	38971	over
GO:0005576	extracellular region	2.28542E-8	4.22375E-8	0.0	69	334	2988	39144	over
GO:0031982	vesicle	2.28542E-8	4.22375E-8	0.0	514	4647	2543	34831	over
GO:0031988	membrane-bound vesicle	2.28542E-8	4.22375E-8	0.0	514	4647	2543	34831	over
GO:0016023	cytoplasmic membrane-bound vesicle	2.28542E-8	4.22375E-8	0.0	514	4645	2543	34833	over

GO:0031410	cytoplasmic vesicle	2.28542E-8	4.22375E-8	0.0	514	4645	2543	34833	over
GO:0016746	transferase activity, transferring acyl groups	2.28542E-8	4.40985E-8	1.1271E-11	96	563	2961	38915	over
GO:0008415	acyltransferase activity	2.28542E-8	4.57083E-8	2.2311E-11	87	499	2970	38979	over
GO:0016798	hydrolase activity, acting on glycosyl bonds	8.33262E-8	1.87484E-7	4.61607E-10	112	742	2945	38736	over
GO:0003824	catalytic activity	1.19125E-7	2.97813E-7	6.86187E-10	1491	17018	1566	22460	over
GO:0004553	hydrolase activity, hydrolyzing O-glycosyl compounds	1.31778E-7	3.62389E-7	1.01838E-9	105	688	2952	38790	over
GO:0004650	polygalacturonase activity	1.08739E-6	3.26216E-6	9.57758E-9	23	59	3034	39419	over
GO:0016210	naringenin-chalcone synthase activity	5.29405E-6	1.72055E-5	4.9719E-8	13	17	3044	39461	over
GO:0006629	lipid metabolic process	2.11226E-5	7.39264E-5	1.94276E-7	155	1274	2902	38204	over
GO:0016020	membrane	6.3518E-5	2.38164E-4	6.62007E-7	837	9255	2220	30223	over
GO:0019748	secondary metabolic process	7.31669E-5	2.92625E-4	8.3199E-7	100	749	2957	38729	over
GO:0008610	lipid biosynthetic process	4.47482E-4	0.00189999	5.14531E-6	100	785	2957	38693	over
GO:0047461	(+)-delta-cadinene synthase activity	4.52338E-4	0.00203345	5.37257E-6	8	8	3049	39470	over
GO:0009698	phenylpropanoid metabolic process	5.20629E-4	0.00246993	6.30427E-6	54	346	3003	39132	over
GO:0016211	ammonia ligase activity	7.67776E-4	0.00402272	1.04617E-5	15	43	3042	39435	over
GO:0016880	acid-ammonia (or amide) ligase activity	7.67776E-4	0.00402272	1.04617E-5	15	43	3042	39435	over

GO:0045552	dihydrokaempferol 4-reductase activity	8.37767E-4	0.00469694	1.07844E-5	5	1	3052	39477	over
GO:0012505	endomembrane system	8.37767E-4	0.00480558	1.11426E-5	227	2171	2830	37307	over
GO:0003838	sterol 24-C-methyltransferase activity	8.57134E-4	0.00512961	1.14597E-5	7	6	3050	39472	over
GO:0006725	aromatic compound metabolic process	9.96306E-4	0.00659692	1.61107E-5	85	658	2972	38820	over
GO:0009812	flavonoid metabolic process	9.96306E-4	0.00684364	1.71141E-5	31	160	3026	39318	over
GO:0006575	amino acid derivative metabolic process	9.96306E-4	0.00694346	1.78382E-5	75	561	2982	38917	over
GO:0007167	enzyme linked receptor protein signaling pathway	9.96306E-4	0.00719721	1.86224E-5	40	236	3017	39242	over
GO:0007169	transmembrane receptor protein tyrosine kinase signaling pathway	9.96306E-4	0.00719721	1.86224E-5	40	236	3017	39242	over
GO:0009813	flavonoid biosynthetic process	0.00106136	0.00792861	2.11222E-5	29	146	3028	39332	over
GO:0004489	methylenetetrahydrofolate reductase (NADPH) activity	0.0010976	0.00847037	2.14905E-5	7	7	3050	39471	over
GO:0001932	regulation of protein amino acid phosphorylation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0018108	peptidyl-tyrosine phosphorylation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0048640	negative regulation of developmental growth	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0050730	regulation of peptidyl-tyrosine phosphorylation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0001933	negative regulation of protein amino acid phosphorylation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0045936	negative regulation of phosphate metabolic process	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over

GO:0048638	regulation of developmental growth	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0045763	negative regulation of amino acid metabolic process	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0033239	negative regulation of amine metabolic process	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0050732	negative regulation of peptidyl-tyrosine phosphorylation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0042326	negative regulation of phosphorylation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0018212	peptidyl-tyrosine modification	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0030497	fatty acid elongation	0.00110063	0.0120339	2.66321E-5	4	0	3053	39478	over
GO:0006631	fatty acid metabolic process	0.00114161	0.0127611	2.8565E-5	69	511	2988	38967	over
GO:0004725	protein tyrosine phosphatase activity	0.00135515	0.0154635	3.54922E-5	5	2	3052	39476	over
GO:0006882	cellular zinc ion homeostasis	0.00139233	0.0169115	3.77852E-5	7	8	3050	39470	over
GO:0055069	zinc ion homeostasis	0.00139233	0.0169115	3.77852E-5	7	8	3050	39470	over
GO:0051592	response to calcium ion	0.00139233	0.0169115	3.77852E-5	7	8	3050	39470	over
GO:0008886	glyceraldehyde-3-phosphate dehydrogenase (NADP+) activity	0.00147634	0.0184937	4.05005E-5	8	12	3049	39466	over
GO:0006519	amino acid and derivative metabolic process	0.00147634	0.0188763	4.36452E-5	164	1519	2893	37959	over
GO:0044255	cellular lipid metabolic process	0.00147634	0.0190094	4.4331E-5	127	1118	2930	38360	over
GO:0008810	cellulase activity	0.00167322	0.0219263	5.06109E-5	11	27	3046	39451	over

GO:0008169	C-methyltransferase activity	0.00203808	0.0271391	6.2995E-5	7	9	3050	39469	over
GO:0006082	organic acid metabolic process	0.00239875	0.0332777	8.55644E-5	200	1944	2857	37534	over
GO:0008943	glyceraldehyde-3-phosphate dehydrogenase activity	0.00239875	0.0335621	8.57284E-5	17	67	3040	39411	over
GO:0007166	cell surface receptor linked signal transduction	0.00239875	0.0336048	8.6018E-5	49	338	3008	39140	over
GO:0015198	oligopeptide transporter activity	0.00269327	0.0383	8.90067E-5	5	3	3052	39475	over
GO:0019752	carboxylic acid metabolic process	0.00326806	0.0470609	1.14331E-4	199	1944	2858	37534	over
GO:0019438	aromatic compound biosynthetic process	0.00387641	0.0564885	1.33147E-4	51	364	3006	39114	over
GO:0042335	cuticle development	0.00398963	0.0590286	1.39688E-4	12	37	3045	39441	over
GO:0042325	regulation of phosphorylation	0.0045765	0.0684791	1.62221E-4	10	26	3047	39452	over
GO:0000178	exosome (RNase complex)	0.00511803	0.0774468	1.83002E-4	23	118	3034	39360	over
GO:0019187	beta-1,4-mannosyltransferase activity	0.00656698	0.102693	2.48586E-4	6	8	3051	39470	over
GO:0000030	mannosyltransferase activity	0.00656698	0.102693	2.48586E-4	6	8	3051	39470	over
GO:0051753	mannan synthase activity	0.00656698	0.102693	2.48586E-4	6	8	3051	39470	over
GO:0004930	G-protein coupled receptor activity	0.00683404	0.108475	2.64295E-4	10	28	3047	39450	over
GO:0008757	S-adenosylmethionine-dependent methyltransferase activity	0.00683404	0.109686	2.68844E-4	27	155	3030	39323	over
GO:0032787	monocarboxylic acid metabolic process	0.00692369	0.112579	2.83115E-4	88	754	2969	38724	over

GO:0048046	apoplast	0.00705324	0.11612	3.08794E-4	23	123	3034	39355	over
GO:0015368	calcium:cation antiporter activity	0.00736455	0.125765	3.30413E-4	7	13	3050	39465	over
GO:0015369	calcium:hydrogen antiporter activity	0.00736455	0.125765	3.30413E-4	7	13	3050	39465	over
GO:0051139	metal ion:hydrogen antiporter activity	0.00736455	0.125765	3.30413E-4	7	13	3050	39465	over
GO:0006542	glutamine biosynthetic process	0.00766893	0.132274	3.40144E-4	8	18	3049	39460	over
GO:0017077	oxidative phosphorylation uncoupler activity	0.00884992	0.156644	3.54971E-4	4	2	3053	39476	over
GO:0008934	inositol-1(or 4)-monophosphatase activity	0.00884992	0.156644	3.54971E-4	4	2	3053	39476	over
GO:0031403	lithium ion binding	0.00884992	0.156644	3.54971E-4	4	2	3053	39476	over
GO:0016711	flavonoid 3'-monooxygenase activity	0.00969523	0.17427	3.70895E-4	3	0	3054	39478	over
GO:0010241	ent-kaurene oxidase activity	0.00969523	0.17427	3.70895E-4	3	0	3054	39478	over
GO:0015995	chlorophyll biosynthetic process	0.00976156	0.177361	3.86586E-4	19	93	3038	39385	over
GO:0030675	Rac GTPase activator activity	0.0100158	0.18358	3.89119E-4	6	9	3051	39469	over
GO:0004185	serine carboxypeptidase activity	0.0100931	0.186911	3.99285E-4	14	56	3043	39422	over
GO:0051174	regulation of phosphorus metabolic process	0.0101739	0.192376	4.15241E-4	10	30	3047	39448	over
GO:0019220	regulation of phosphate metabolic process	0.0101739	0.192376	4.15241E-4	10	30	3047	39448	over
GO:0019751	polyol metabolic process	0.0104775	0.199608	4.52866E-4	15	64	3042	39414	over

GO:0006633	fatty acid biosynthetic process	0.0111133	0.212542	4.81477E-4	50	377	3007	39101	over
GO:0016853	isomerase activity	0.0112505	0.217068	5.0429E-4	61	488	2996	38990	over
GO:0016840	carbon-nitrogen lyase activity	0.0117653	0.22806	5.43933E-4	13	51	3044	39427	over
GO:0006261	DNA-dependent DNA replication	0.0127935	0.247738	6.0278E-4	18	89	3039	39389	over
GO:0008825	cyclopropane-fatty-acyl-phospholipid synthase activity	0.0131022	0.257766	6.11145E-4	5	6	3052	39472	over
GO:0051302	regulation of cell division	0.0131022	0.257766	6.11145E-4	5	6	3052	39472	over
GO:0015925	galactosidase activity	0.0147572	0.287827	7.40219E-4	13	53	3044	39425	over
GO:0004356	glutamate-ammonia ligase activity	0.0149402	0.29473	7.69718E-4	8	21	3049	39457	over
GO:0016838	carbon-oxygen lyase activity, acting on phosphates	0.0149402	0.296098	7.7065E-4	10	33	3047	39445	over
GO:0005677	chromatin silencing complex	0.0156809	0.314038	7.80943E-4	4	3	3053	39475	over
GO:0009699	phenylpropanoid biosynthetic process	0.0156809	0.315528	7.96016E-4	39	279	3018	39199	over
GO:0006270	DNA replication initiation	0.0156809	0.31774	8.01394E-4	9	27	3048	39451	over
GO:0016740	transferase activity	0.0156809	0.319185	8.15856E-4	527	5948	2530	33530	over
GO:0006071	glycerol metabolic process	0.0156809	0.321675	8.26444E-4	14	61	3043	39417	over
GO:0016053	organic acid biosynthetic process	0.0193807	0.387008	0.00103548	51	402	3006	39076	over
GO:0046394	carboxylic acid biosynthetic process	0.0193807	0.387008	0.00103548	51	402	3006	39076	over

GO:0016620	oxidoreductase activity, acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor	0.0196005	0.393382	0.00109716	26	163	3031	39315	over
GO:0000904	cellular morphogenesis during differentiation	0.0205804	0.411391	0.00117414	17	87	3040	39391	over
GO:0009341	beta-galactosidase complex	0.0206023	0.414747	0.00118156	12	49	3045	39429	over
GO:0042398	amino acid derivative biosynthetic process	0.0219915	0.438608	0.00126931	55	447	3002	39031	over
GO:0005941	unlocalized protein complex	0.0220653	0.442778	0.00128938	18	96	3039	39382	over
GO:0004565	beta-galactosidase activity	0.0225908	0.453581	0.00137068	12	50	3045	39428	over
GO:0009394	2'-deoxyribonucleotide metabolic process	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0046080	dUTP metabolic process	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0008631	induction of apoptosis by oxidative stress	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0004170	dUTP diphosphatase activity	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0000340	RNA 7-methylguanosine cap binding	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0008629	induction of apoptosis by intracellular signals	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0047429	nucleoside-triphosphate diphosphatase activity	0.0242516	0.499051	0.00140369	3	1	3054	39477	over
GO:0016903	oxidoreductase activity, acting on the aldehyde or oxo group of donors	0.0258894	0.524987	0.00147829	31	213	3026	39265	over
GO:0016126	sterol biosynthetic process	0.0284276	0.567568	0.00162371	11	44	3046	39434	over
GO:0016125	sterol metabolic process	0.0284276	0.567568	0.00162371	11	44	3046	39434	over

GO:0006807	nitrogen compound metabolic process	0.0284276	0.567741	0.00162682	136	1337	2921	38141	over
GO:0005100	Rho GTPase activator activity	0.0288969	0.576754	0.00164293	6	13	3051	39465	over
GO:0001584	rhodopsin-like receptor activity	0.0315997	0.612539	0.00192431	8	25	3049	39453	over
GO:0009835	ripening	0.0325886	0.626923	0.00209323	12	53	3045	39425	over
GO:0004040	amidase activity	0.0328272	0.632718	0.00215362	9	32	3048	39446	over
GO:0009631	cold acclimation	0.0328272	0.635639	0.00219381	11	46	3046	39432	over
GO:0004764	shikimate 5-dehydrogenase activity	0.0346847	0.658845	0.00220653	5	9	3052	39469	over
GO:0016829	lyase activity	0.0414501	0.726265	0.00267195	113	1097	2944	38381	over
GO:0019740	nitrogen utilization	0.0424103	0.740901	0.00286896	8	27	3049	39451	over
GO:0006808	regulation of nitrogen utilization	0.0424103	0.740901	0.00286896	8	27	3049	39451	over
GO:0030247	polysaccharide binding	0.0424103	0.751013	0.00290162	6	15	3051	39463	over
GO:0001871	pattern binding	0.0424103	0.751013	0.00290162	6	15	3051	39463	over
GO:0006779	porphyrin biosynthetic process	0.0424103	0.755637	0.002943	20	122	3037	39356	over
GO:0015994	chlorophyll metabolic process	0.0424103	0.755637	0.002943	20	122	3037	39356	over
GO:0033014	tetrapyrrole biosynthetic process	0.0424103	0.755637	0.002943	20	122	3037	39356	over
GO:0043572	plastid fission	0.0424103	0.762203	0.00303551	7	21	3050	39457	over

GO:0009399	nitrogen fixation	0.0424103	0.762203	0.00303551	7	21	3050	39457	over
GO:0010020	chloroplast fission	0.0424103	0.762203	0.00303551	7	21	3050	39457	over
GO:0005884	actin filament	0.0424103	0.764309	0.00303768	10	41	3047	39437	over
GO:0015491	cation:cation antiporter activity	0.0424103	0.766112	0.00304463	9	34	3048	39444	over
GO:0006694	steroid biosynthetic process	0.0447183	0.7863	0.00318542	13	64	3044	39414	over

**GOSSIP**<br>Test-Set: tm1.10.20.down.txt<br>Tests for all terms in Gene Ontology whether it is enriched in a test group when compared to a reference group using Fisher's exact test with Multiple Testing.<br>Pub: Biological Profiling of Gene Groups utilizing Gene Ontology A Statistical Framework<br>Poster: GOSSIP: Biological Profiling of Gene Groups utilizing Gene Ontology<br>by Nils Blthgen, Karsten Brand, Hanspeter Herzel, Dieter Beule									
GO Term	Name	FDR	FWER	single test<br>p-Value	# in test<br>group	# in<br>reference<br>group	# non<br>annot test	# non<br>annot<br>reference<br>group	Over/Under
GO:0016798	hydrolase activity, acting on glycosyl bonds	1.98928E-8	2.08808E-8	0.0	102	752	2279	39402	over
GO:0019222	regulation of metabolic process	1.98928E-8	2.16223E-8	2.49465E-12	247	2668	2134	37486	over
GO:0005976	polysaccharide metabolic process	1.98928E-8	2.71849E-8	2.65493E-11	30	86	2351	40068	over
GO:0000272	polysaccharide catabolic process	1.98928E-8	2.71849E-8	2.65493E-11	30	86	2351	40068	over

GO:0004553	hydrolase activity, hydrolyzing O-glycosyl compounds	1.98928E-8	3.71434E-8	5.14524E-11	101	692	2280	39462	over
GO:0009834	cellulose and pectin-containing secondary cell wall biogenesis	1.98928E-8	4.15992E-8	6.91051E-11	21	21	2360	40133	over
GO:0044247	cellular polysaccharide catabolic process	1.98928E-8	4.97282E-8	8.7714E-11	28	68	2353	40086	over
GO:0031323	regulation of cellular metabolic process	1.98928E-8	5.21244E-8	9.58512E-11	244	2620	2137	37534	over
GO:0050896	response to stimulus	1.98928E-8	5.45608E-8	1.07859E-10	433	5345	1948	34809	over
GO:0050794	regulation of cellular process	1.98928E-8	5.63504E-8	1.21544E-10	279	3043	2102	37111	over
GO:0045449	regulation of transcription	1.98928E-8	6.3579E-8	1.43059E-10	224	2402	2157	37752	over
GO:0016758	transferase activity, transferring hexosyl groups	1.98928E-8	6.45741E-8	1.52281E-10	95	757	2286	39397	over
GO:0050789	regulation of biological process	1.98928E-8	6.46517E-8	1.54227E-10	304	3521	2077	36633	over
GO:0065007	biological regulation	2.18136E-8	7.63478E-8	2.06243E-10	358	4289	2023	35865	over
GO:0019219	regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	2.56347E-8	9.61299E-8	2.56101E-10	226	2438	2155	37716	over
GO:0016413	O-acetyltransferase activity	3.94584E-8	1.57834E-7	4.90825E-10	12	10	2369	40144	over
GO:0043169	cation binding	7.03462E-8	2.98971E-7	8.85469E-10	299	3506	2082	36648	over
GO:0043167	ion binding	9.0875E-8	4.08938E-7	1.28128E-9	370	4549	2011	35605	over
GO:0006350	transcription	1.00044E-7	4.75209E-7	1.49253E-9	234	2607	2147	37547	over
GO:0046914	transition metal ion binding	1.74282E-7	8.71407E-7	2.69932E-9	232	2600	2149	37554	over

GO:0007047	cell wall organization and biogenesis	2.31091E-7	1.21323E-6	3.72362E-9	63	446	2318	39708	over
GO:0045229	external encapsulating structure organization and biogenesis	2.87039E-7	1.57871E-6	4.66319E-9	63	449	2318	39705	over
GO:0042221	response to chemical stimulus	3.10759E-7	1.92569E-6	6.3989E-9	251	2896	2130	37258	over
GO:0006040	amino sugar metabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0006041	glucosamine metabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0006043	glucosamine catabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0046348	amino sugar catabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0006032	chitin catabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0006044	N-acetylglucosamine metabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0006030	chitin metabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0006046	N-acetylglucosamine catabolic process	3.10759E-7	2.40838E-6	7.77022E-9	14	24	2367	40130	over
GO:0047763	caffeate O-methyltransferase activity	3.36997E-7	2.69597E-6	8.22865E-9	9	5	2372	40149	over
GO:0016757	transferase activity, transferring glycosyl groups	3.82521E-7	3.1558E-6	1.01257E-8	109	1001	2272	39153	over
GO:0004568	chitinase activity	4.139E-7	3.51814E-6	1.14352E-8	14	25	2367	40129	over
GO:0009832	cellulose and pectin-containing cell wall biogenesis	5.90955E-7	5.29261E-6	1.62882E-8	32	155	2349	39999	over
GO:0009809	lignin biosynthetic process	5.90955E-7	5.31858E-6	1.64089E-8	24	90	2357	40064	over

GO:0008194	UDP-glycosyltransferase activity	8.65374E-7	8.00468E-6	2.43088E-8	65	494	2316	39660	over
GO:0020037	heme binding	1.88025E-6	1.78622E-5	5.16704E-8	43	269	2338	39885	over
GO:0006073	glucan metabolic process	3.1096E-6	3.03181E-5	9.05337E-8	55	402	2326	39752	over
GO:0046872	metal ion binding	3.60526E-6	3.6052E-5	1.02059E-7	346	4391	2035	35763	over
GO:0031226	intrinsic to plasma membrane	4.37991E-6	4.4893E-5	1.40046E-7	25	111	2356	40043	over
GO:0046527	glucosyltransferase activity	6.10933E-6	6.41459E-5	1.91453E-7	44	294	2337	39860	over
GO:0004497	monooxygenase activity	9.87111E-6	1.06109E-4	3.0119E-7	45	310	2336	39844	over
GO:0042546	cell wall biogenesis	1.095E-5	1.20443E-4	3.43307E-7	33	190	2348	39964	over
GO:0005506	iron ion binding	1.19011E-5	1.33878E-4	4.10672E-7	81	731	2300	39423	over
GO:0005983	starch catabolic process	2.22466E-5	2.55803E-4	6.87705E-7	10	16	2371	40138	over
GO:0030528	transcription regulator activity	2.5613E-5	3.00907E-4	7.94815E-7	146	1597	2235	38557	over
GO:0010044	response to aluminum ion	2.67321E-5	3.20734E-4	8.17557E-7	8	8	2373	40146	over
GO:0046906	tetrapyrrole binding	2.76285E-5	3.38392E-4	8.6278E-7	43	302	2338	39852	over
GO:0031988	membrane-bound vesicle	3.39063E-5	4.32212E-4	1.09288E-6	365	4796	2016	35358	over
GO:0031982	vesicle	3.39063E-5	4.32212E-4	1.09288E-6	365	4796	2016	35358	over
GO:0009664	cellulose and pectin-containing cell wall organization and biogenesis	3.56788E-5	4.63717E-4	1.21427E-6	41	285	2340	39869	over

GO:0035251	UDP-glucosyltransferase activity	3.77837E-5	5.09454E-4	1.38174E-6	40	276	2341	39878	over
GO:0031410	cytoplasmic vesicle	3.77837E-5	5.19391E-4	1.41869E-6	364	4795	2017	35359	over
GO:0016023	cytoplasmic membrane-bound vesicle	3.77837E-5	5.19391E-4	1.41869E-6	364	4795	2017	35359	over
GO:0016491	oxidoreductase activity	3.89936E-5	5.46826E-4	1.48494E-6	283	3583	2098	36571	over
GO:0008171	O-methyltransferase activity	3.89936E-5	5.56996E-4	1.50604E-6	15	48	2366	40106	over
GO:0009251	glucan catabolic process	3.89936E-5	5.71976E-4	1.53232E-6	10	18	2371	40136	over
GO:0008374	O-acyltransferase activity	3.89936E-5	5.74991E-4	1.53421E-6	18	70	2363	40084	over
GO:0005576	extracellular region	4.19726E-5	6.29391E-4	1.83059E-6	47	356	2334	39798	over
GO:0009830	cell wall modification during abscission	5.02253E-5	7.65643E-4	2.17154E-6	7	6	2374	40148	over
GO:0009725	response to hormone stimulus	5.58143E-5	8.64747E-4	2.2767E-6	134	1466	2247	38688	over
GO:0009986	cell surface	6.67799E-5	0.0010646	3.00877E-6	18	74	2363	40080	over
GO:0043565	sequence-specific DNA binding	6.67799E-5	0.00106791	3.0305E-6	45	341	2336	39813	over
GO:0010075	regulation of meristem size	7.73385E-5	0.00127527	3.16445E-6	10	20	2371	40134	over
GO:0035266	meristem growth	7.73385E-5	0.00127527	3.16445E-6	10	20	2371	40134	over
GO:0030151	molybdenum ion binding	9.72045E-5	0.00162685	4.13201E-6	7	7	2374	40147	over
GO:0010087	vascular tissue development (sensu Tracheophyta)	9.94298E-5	0.00168888	4.32389E-6	14	46	2367	40108	over

GO:0009607	response to biotic stimulus	1.09966E-4	0.00192205	5.20149E-6	107	1126	2274	39028	over
GO:0003700	transcription factor activity	1.09966E-4	0.00192256	5.20865E-6	112	1193	2269	38961	over
GO:0005984	disaccharide metabolic process	1.24774E-4	0.00221229	6.0468E-6	21	104	2360	40050	over
GO:0009531	secondary cell wall	1.59836E-4	0.00287292	7.37124E-6	7	8	2374	40146	over
GO:0009719	response to endogenous stimulus	1.75251E-4	0.00319322	8.56631E-6	178	2129	2203	38025	over
GO:0003796	lysozyme activity	2.53599E-4	0.00468059	1.04516E-5	5	2	2376	40152	over
GO:0048833	regulation of floral organ number	4.60475E-4	0.00871088	2.10714E-5	6	6	2375	40148	over
GO:0048832	regulation of organ number	4.60475E-4	0.00871088	2.10714E-5	6	6	2375	40148	over
GO:0003677	DNA binding	4.63606E-4	0.00892337	2.21835E-5	257	3331	2124	36823	over
GO:0010073	meristem maintenance	4.63606E-4	0.00908641	2.27302E-5	11	33	2370	40121	over
GO:0009699	phenylpropanoid biosynthetic process	4.63606E-4	0.00911444	2.28739E-5	37	281	2344	39873	over
GO:0035250	UDP-galactosyltransferase activity	5.0916E-4	0.0101315	2.59624E-5	9	21	2372	40133	over
GO:0046857	oxidoreductase activity, acting on other nitrogenous compounds as donors, with NAD or NADP as acceptor	5.17519E-4	0.0109657	2.6577E-5	5	3	2376	40151	over
GO:0004008	copper-exporting ATPase activity	5.17519E-4	0.0109657	2.6577E-5	5	3	2376	40151	over
GO:0009703	nitrate reductase (NADH) activity	5.17519E-4	0.0109657	2.6577E-5	5	3	2376	40151	over
GO:0043682	copper-transporting ATPase activity	5.17519E-4	0.0109657	2.6577E-5	5	3	2376	40151	over

GO:0005372	water transporter activity	5.17519E-4	0.011065	2.68454E-5	13	48	2368	40106	over
GO:0015250	water channel activity	5.17519E-4	0.011065	2.68454E-5	13	48	2368	40106	over
GO:0010382	cell wall metabolic process	5.28328E-4	0.0114254	2.85355E-5	15	64	2366	40090	over
GO:0046658	anchored to plasma membrane	5.83869E-4	0.012763	3.14048E-5	7	11	2374	40143	over
GO:0045551	cinnamyl-alcohol dehydrogenase activity	6.8333E-4	0.0150891	3.72712E-5	6	7	2375	40147	over
GO:0016157	sucrose synthase activity	7.6186E-4	0.0169958	4.42037E-5	11	36	2370	40118	over
GO:0048480	stigma development	8.7115E-4	0.0198371	4.67869E-5	4	1	2377	40153	over
GO:0048479	style development	8.7115E-4	0.0198371	4.67869E-5	4	1	2377	40153	over
GO:0015833	peptide transport	8.84234E-4	0.0205652	4.843E-5	16	76	2365	40078	over
GO:0006857	oligopeptide transport	8.84234E-4	0.0205652	4.843E-5	16	76	2365	40078	over
GO:0016760	cellulose synthase (UDP-forming) activity	8.87563E-4	0.0208591	4.99984E-5	17	85	2364	40069	over
GO:0016208	AMP binding	0.00111924	0.0265043	6.21256E-5	6	8	2375	40146	over
GO:0009415	response to water	0.0011327	0.0270942	6.44005E-5	46	403	2335	39751	over
GO:0009698	phenylpropanoid metabolic process	0.00126575	0.0305351	7.56948E-5	42	358	2339	39796	over
GO:0050879	multicellular organismal movement	0.00132469	0.032575	8.09913E-5	8	19	2373	40135	over
GO:0010031	circumnutation	0.00132469	0.032575	8.09913E-5	8	19	2373	40135	over

GO:0007389	pattern specification process	0.00134413	0.0333699	8.29726E-5	27	189	2354	39965	over
GO:0008378	galactosyltransferase activity	0.00139746	0.035008	8.89705E-5	13	55	2368	40099	over
GO:0016759	cellulose synthase activity	0.00140547	0.0356917	9.27928E-5	17	90	2364	40064	over
GO:0006950	response to stress	0.00140547	0.0358829	9.34821E-5	197	2512	2184	37642	over
GO:0032350	regulation of hormone metabolic process	0.00149241	0.0387774	9.86286E-5	6	9	2375	40145	over
GO:0010337	regulation of salicylic acid metabolic process	0.00149241	0.0387774	9.86286E-5	6	9	2375	40145	over
GO:0009897	external side of plasma membrane	0.00152251	0.0399575	9.88942E-5	7	14	2374	40140	over
GO:0005887	integral to plasma membrane	0.00152251	0.0409399	1.0058E-4	18	100	2363	40054	over
GO:0016684	oxidoreductase activity, acting on peroxide as acceptor	0.00152251	0.041005	1.01175E-4	33	258	2348	39896	over
GO:0004601	peroxidase activity	0.00152251	0.041005	1.01175E-4	33	258	2348	39896	over
GO:0016762	xyloglucan:xyloglucosyl transferase activity	0.00154972	0.0420934	1.04545E-4	15	73	2366	40081	over
GO:0048040	UDP-glucuronate decarboxylase activity	0.00158138	0.0433131	1.07837E-4	8	20	2373	40134	over
GO:0048582	positive regulation of post-embryonic development	0.00163948	0.0460417	1.08771E-4	5	5	2376	40149	over
GO:0048578	positive regulation of long-day photoperiodism, flowering	0.00163948	0.0460417	1.08771E-4	5	5	2376	40149	over
GO:0048584	positive regulation of response to stimulus	0.00163948	0.0460417	1.08771E-4	5	5	2376	40149	over
GO:0009414	response to water deprivation	0.00166323	0.0470893	1.17119E-4	43	378	2338	39776	over

GO:0046351	disaccharide biosynthetic process	0.00167616	0.0478456	1.19296E-4	15	74	2366	40080	over
GO:0019748	secondary metabolic process	0.00168934	0.0486147	1.22619E-4	74	775	2307	39379	over
GO:0009735	response to cytokinin stimulus	0.00176603	0.0511835	1.32519E-4	20	122	2361	40032	over
GO:0009934	regulation of meristem organization	0.002033	0.059168	1.38044E-4	7	15	2374	40139	over
GO:0008430	selenium binding	0.00221285	0.0647483	1.50325E-4	6	10	2375	40144	over
GO:0030794	(S)-coclaurine-N-methyltransferase activity	0.00265207	0.0789266	1.75195E-4	3	0	2378	40154	over
GO:0033273	response to vitamin	0.00265207	0.0789266	1.75195E-4	3	0	2378	40154	over
GO:0010266	response to vitamin B1	0.00265207	0.0789266	1.75195E-4	3	0	2378	40154	over
GO:0004029	aldehyde dehydrogenase (NAD) activity	0.0026775	0.0821262	1.83694E-4	8	22	2373	40132	over
GO:0009838	abscission	0.0026775	0.0821262	1.83694E-4	8	22	2373	40132	over
GO:0009933	meristem organization	0.0026775	0.0832889	1.8856E-4	13	60	2368	40094	over
GO:0043067	regulation of programmed cell death	0.0026775	0.0832889	1.8856E-4	13	60	2368	40094	over
GO:0048532	organization of an anatomical structure	0.0026775	0.0832889	1.8856E-4	13	60	2368	40094	over
GO:0009739	response to gibberellin stimulus	0.0026775	0.0833413	1.88647E-4	25	178	2356	39976	over
GO:0048046	apoplast	0.0028234	0.0888326	1.94325E-4	20	126	2361	40028	over
GO:0005982	starch metabolic process	0.0028234	0.0889648	1.94684E-4	19	116	2362	40038	over

GO:0016998	cell wall catabolic process	0.0029142	0.092352	2.01029E-4	11	44	2370	40110	over
GO:0005975	carbohydrate metabolic process	0.0029616	0.0944524	2.1636E-4	173	2199	2208	37955	over
GO:0046556	alpha-N-arabinofuranosidase activity	0.00334085	0.107177	2.53791E-4	7	17	2374	40137	over
GO:0006118	electron transport	0.00334085	0.107377	2.53997E-4	123	1479	2258	38675	over
GO:0005886	plasma membrane	0.00359161	0.11575	2.96841E-4	73	787	2308	39367	over
GO:0042732	D-xylose metabolic process	0.00363978	0.118011	2.98746E-4	9	31	2372	40123	over
GO:0008506	sucrose:hydrogen symporter activity	0.0038855	0.126305	2.98957E-4	4	3	2377	40151	over
GO:0040008	regulation of growth	0.00436966	0.141821	3.2669E-4	10	39	2371	40115	over
GO:0016101	diterpenoid metabolic process	0.0044332	0.145623	3.35521E-4	7	18	2374	40136	over
GO:0009685	gibberellin metabolic process	0.0044332	0.145623	3.35521E-4	7	18	2374	40136	over
GO:0019825	oxygen binding	0.00473126	0.155616	3.75015E-4	8	25	2373	40129	over
GO:0006979	response to oxidative stress	0.00473302	0.156667	3.82187E-4	54	542	2327	39612	over
GO:0048509	regulation of meristem development	0.00479997	0.159707	3.88063E-4	10	40	2371	40114	over
GO:0010080	regulation of floral meristem size	0.00583656	0.191878	4.82077E-4	5	8	2376	40146	over
GO:0008270	zinc ion binding	0.00589067	0.19466	5.02342E-4	126	1551	2255	38603	over
GO:0032502	developmental process	0.00615628	0.20371	5.46186E-4	210	2802	2171	37352	over

GO:0016661	oxidoreductase activity, acting on other nitrogenous compounds as donors	0.00632043	0.209782	5.61677E-4	7	20	2374	40134	over
GO:0048038	quinone binding	0.00717079	0.235794	5.99468E-4	6	14	2375	40140	over
GO:0009733	response to auxin stimulus	0.00750888	0.246838	6.50925E-4	62	662	2319	39492	over
GO:0010327	acetyl CoA:(Z)-3-hexen-1-ol acetyltransferase activity	0.00851154	0.276357	6.71395E-4	3	1	2378	40153	over
GO:0009011	starch synthase activity	0.00872895	0.288549	7.12957E-4	7	21	2374	40133	over
GO:0010215	cellulose microfibril organization	0.00872895	0.288549	7.12957E-4	7	21	2374	40133	over
GO:0009827	cellulose and pectin-containing cell wall modification	0.00872895	0.288549	7.12957E-4	7	21	2374	40133	over
GO:0048196	middle lamella-containing extracellular matrix	0.00872895	0.288549	7.12957E-4	7	21	2374	40133	over
GO:0009653	anatomical structure morphogenesis	0.00985514	0.3208	8.06779E-4	84	971	2297	39183	over
GO:0006833	water transport	0.0100238	0.328655	8.5414E-4	8	29	2373	40125	over
GO:0042044	fluid transport	0.0100238	0.328655	8.5414E-4	8	29	2373	40125	over
GO:0005985	sucrose metabolic process	0.0107052	0.350086	9.68651E-4	13	73	2368	40081	over
GO:0042545	cell wall modification	0.0107052	0.350086	9.68651E-4	13	73	2368	40081	over
GO:0009044	xylan 1,4-beta-xylosidase activity	0.0112075	0.366655	9.82786E-4	4	5	2377	40149	over
GO:0016559	peroxisome fission	0.0112075	0.366655	9.82786E-4	4	5	2377	40149	over
GO:0009501	amyloplast	0.0125173	0.401457	0.00108138	13	74	2368	40080	over

GO:0019438	aromatic compound biosynthetic process	0.0132436	0.420941	0.00118475	39	376	2342	39778	over
GO:0005991	trehalose metabolic process	0.0136747	0.434753	0.00123215	8	31	2373	40123	over
GO:0031224	intrinsic to membrane	0.0136747	0.436346	0.00125273	148	1918	2233	38236	over
GO:0009734	auxin mediated signaling pathway	0.0136747	0.436953	0.00125703	22	171	2359	39983	over
GO:0051704	multi-organism process	0.0139146	0.444537	0.00131494	84	989	2297	39165	over
GO:0042398	amino acid derivative biosynthetic process	0.0143439	0.456475	0.00137741	45	457	2336	39697	over
GO:0009931	calcium-dependent protein serine/threonine kinase activity	0.0149408	0.47207	0.00142078	5	11	2376	40143	over
GO:0030244	cellulose biosynthetic process	0.0154616	0.485688	0.00149641	20	151	2361	40003	over
GO:0015827	tryptophan transport	0.0165332	0.512899	0.00156546	4	6	2377	40148	over
GO:0015801	aromatic amino acid transport	0.0165332	0.512899	0.00156546	4	6	2377	40148	over
GO:0032441	pheophorbide a oxygenase activity	0.0181017	0.547086	0.00160831	3	2	2378	40152	over
GO:0016131	brassinosteroid metabolic process	0.018553	0.560045	0.00166555	7	25	2374	40129	over
GO:0016128	phytosteroid metabolic process	0.018553	0.560045	0.00166555	7	25	2374	40129	over
GO:0009696	salicylic acid metabolic process	0.0189054	0.572129	0.0017167	6	18	2375	40136	over
GO:0030243	cellulose metabolic process	0.0189054	0.572666	0.00172239	20	153	2361	40001	over
GO:0048507	meristem development	0.0189054	0.573399	0.00173229	17	120	2364	40034	over

GO:0022829	wide pore channel activity	0.0189054	0.577107	0.00174978	18	131	2363	40023	over
GO:0015288	porin activity	0.0189054	0.577107	0.00174978	18	131	2363	40023	over
GO:0016209	antioxidant activity	0.0189054	0.578969	0.00176727	33	309	2348	39845	over
GO:0006725	aromatic compound metabolic process	0.0200286	0.602063	0.00195299	61	682	2320	39472	over
GO:0016020	membrane	0.0200647	0.60585	0.00200629	624	9468	1757	30686	over
GO:0005750	mitochondrial respiratory chain complex III	0.0200647	0.610618	0.00201301	7	26	2374	40128	over
GO:0006787	porphyrin catabolic process	0.0200647	0.610618	0.00201301	7	26	2374	40128	over
GO:0033015	tetrapyrrole catabolic process	0.0200647	0.610618	0.00201301	7	26	2374	40128	over
GO:0048856	anatomical structure development	0.0215081	0.638118	0.00224627	158	2100	2223	38054	over
GO:0005385	zinc ion transmembrane transporter activity	0.0223181	0.659401	0.00235133	4	7	2377	40147	over
GO:0045487	gibberellin catabolic process	0.0223181	0.659401	0.00235133	4	7	2377	40147	over
GO:0016103	diterpenoid catabolic process	0.0223181	0.659401	0.00235133	4	7	2377	40147	over
GO:0006829	zinc ion transport	0.0223181	0.659401	0.00235133	4	7	2377	40147	over
GO:0009269	response to desiccation	0.0233281	0.67859	0.00251665	9	44	2372	40110	over
GO:0003002	regionalization	0.0233281	0.679371	0.00252654	18	136	2363	40018	over
GO:0030258	lipid modification	0.0237755	0.689999	0.00253758	5	13	2376	40141	over

How the deposited data were processed for this re-analysis (not part of the article)

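Gene expression was measured in fibre RNA of *G. hirsutum* cv. TM-1 (domesticated) and var. *yucatanense* (wild), grown in a greenhouse, at 2, 7, 10, 20 and 25 DPA with 3 biological replicates, which gives 30 arrays in 10 groups. The fibres had been separated from the ovules in liquid nitrogen with glass beads, and the RNA was amplified before NimbleGen labelled it and hybridized 1 sample to each array. Scanner intensities of single probes, extracted with NimbleScan, were deposited by the authors for each array, without a stated background correction. A table of natural log values was also deposited, in which the authors summarized the probes of 40430 unigenes, centred each array on its median and scaled it to a common spread. That table carries no unigene names, and each of its 40430 lines has the values of 1 unigene on all arrays within a tolerance of 0.005 log2. It served as an alternative source of values.

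The values used here were computed from the intensities of 283003 expression probes with R 4.3.3, data.table 1.17.8 and limma 3.58.1. Of 42459 unigenes with expression probes, the 2029 of the group designed for sequence variants were left out, as were 11399 probes for single variants, since the authors' table does not cover them. Tukey's biweight (c = 5) was taken over the 7 probes of a unigene on each array (4 unigenes have fewer), and the result was put on the log2 scale, centred on the array's median and scaled to a common median absolute deviation. The signal over background was read against the 95th percentile of the random control probes of each array, and 39305 unigenes lay above it on all 3 arrays of 1 or more groups.

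A linear model of the 10 group means was fitted to all 30 arrays with limma, with the replicate number as a random block (consensus correlation 0.0367) and moderated variances (7.33 prior and 27.3 total degrees of freedom). It tested the accessions at each time point, each transition between consecutive time points within an accession, and the interaction of accession and time with an F test of 4 contrasts. P-values were adjusted by the Benjamini-Hochberg method over the 40430 unigenes, with a threshold of 0.05. For a gene list, the p-values were also adjusted over its members alone. Unigenes that differed at 1 or more time points were clustered by PAM (cluster 2.1.8.1) into 8 patterns on standardized *yucatanense* profiles, and each TM-1 profile was given the closest of these patterns. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

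Genes were named by a rule written before the data were examined. It takes each unigene whose best *Arabidopsis* match (E value of 1e-10 or less) is a locus the paper names, the members of 20 gene lists (228 loci) and, per comparison, the 5 strongest increases and 5 strongest decreases with a match and up to 2 of each without a match, among called unigenes whose groups do not overlap. Matches came from Table S4 (318 unigenes) and the first 1998 rows of Table S3, which had been seen before, and 1813 matched unigenes were among those tested. The lists cover XTH, tubulin, actin and profilin, expansin, primary wall CESA, secondary wall, sucrose synthase, sugar transport, redox, brassinosteroid, CYP734A1, ISI1, COMT1, ethylene synthesis, very long chain fatty acid synthesis, fibre initiation factors, flavonoid and phenylpropanoid synthesis, seed storage and oil body, photosynthesis and cell division. Because Table S3 was held in part, no enrichment or overlap test was made with it. Functions in the text are those of the *Arabidopsis* genes.

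The alternatives set before the data were examined were quantile normalization, median centring only, normexp background correction (offset 50), median polish of the probes, the authors' table, leaving out dim unigenes, no replicate block or a fixed one, the slide series as a fixed term, the mixed model of the paper's methods with Storey q-values, Storey q-values with limma, an adjusted p of 0.01 or less, only the arrays compared, each array left out in turn, a looser match, and other standardizations, clusterings and correlations of the patterns. Chosen after the data had been seen were all unigenes with expression probes, the extraction day as a fixed term, patterns numbered by the shapes drawn in Figure 4, the share over a fold read on the natural log scale, and quantile normalization with TM-1 2 DPA replicate 1 left out. The extraction day is the date recorded with the NimbleScan intensities of an array, not a date of RNA extraction. It was shared by 25 arrays. TM-1 2 DPA replicate 2, *yucatanense* 20 DPA replicate 3 and *yucatanense* 25 DPA replicate 3 each stood alone on theirs. The fixed term takes these arrays out of the comparisons, so a call lost with it is no evidence of a batch. Calls were also counted over other splits of the samples, all 10 for 3 arrays against 3 and 100 drawn with a fixed seed otherwise. The procedure was tested on simulated data with 100 unigenes changed by 1 and 100 by 2 on the log2 scale, a far smaller share than was called in the data. From 2 to 7 DPA in TM-1 limma recovered 11% and 79% of these and called 7 without a simulated difference. With no simulated difference at all it called 0 between the accessions at 10 DPA.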

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

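The tests of carry-over of whole ovule tissue and of embryo RNA, and the quantile normalization with 1 array left out, were chosen after the results they concern had been seen.

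The change over time differed between the accessions for 1127 unigenes by the F test of the interaction (5442 at an unadjusted p under 0.05), against 738 without *yucatanense* 25 DPA replicate 1. Quantile normalization raised the count, and the extraction day as a fixed term, added after the data had been seen, lowered it (values below). Redrawing the accession labels within each time point gave a count as large in 2 of 100 draws, the real one included, with 1196 as the highest of the others. These draws break up the accession difference as a whole and not the interaction alone, so they cannot weigh chance for the interaction. By single contrasts, the change differed for 18 unigenes from 2 to 7 DPA, 42 from 10 to 20 DPA and 4 from 20 to 25 DPA. From 7 to 10 DPA limma called 0, with 935 at an unadjusted p under 0.05.

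Among the gene lists, the interaction passed the test for 9 of 9 seed storage members, 7 of 11 redox members, 6 of 11 members of very long chain fatty acid synthesis, 5 of 29 of flavonoid and phenylpropanoid synthesis, 3 of 8 XTH members, 2 of 2 CYP734A1 members, 1 of 6 of ethylene synthesis and 1 of 6 expansins. It passed for GSTU19 Cotton16_03279_01 (adjusted p = 0.000150), KCS1 Cotton16_01422_01 (0.000312), F3'H Cotton16_34953_01 (0.00287), PAP85 Cotton16_28517_01 (0.00398) and XTH6 Cotton16_37511_01 (0.007), and not for COMT1 (0.0733), SUS5 (0.0704) or ISI1 (0.983).

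Seed storage genes, which the paper does not discuss, were higher in TM-1 at 25 DPA in 9 of 9 members. All 3 TM-1 arrays show it, with median differences from the *yucatanense* mean of 4.98, 3.81 and 7.96 against 0.30, -0.47 and 0.16 in the *yucatanense* arrays, so the lowest, 3.81, argues against 1 outlying array. The number of members called was 9 under quantile normalization and median centring only, which argues against the scaling. Carry-over of whole ovule tissue would raise genes of the seed coat, photosynthesis and cell division as well. Their median change from 20 to 25 DPA in TM-1 was -1.43 over 37 members, but 29 of these are flavonoid and phenylpropanoid genes (-1.74), against -0.48 over 7 members of cell division and -0.25 for 1 of photosynthesis, and 28 of the 37 lay above the array median at 20 DPA, where a small share of other tissue would be hidden, so this stays open. The paper's methods state that the samples were examined microscopically for ovular or other debris before extraction. Carry-over of embryo RNA may still account for the pattern, since the 3 late embryogenesis and dehydrin unigenes that could be looked up differed by a median of 0.15 and are too few to decide, and a difference between the accessions in the fibre itself stays open as well.

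The share of differing unigenes that were higher in TM-1 at 2 DPA went from 61.9% of 3567 to 43.4% of 2821 without TM-1 2 DPA replicate 1, the array with the lowest signal. If low signal were the reason, bright unigenes would be spared, but among the brighter 50% of unigenes the share moved by -21.7 percentage points (57.5% to 35.9%), against 68.5% to 54.7% among the dimmer 50%. A more advanced stage of that sample would give a positive correlation of its deviation with the 2 to 7 DPA change of *yucatanense*, and the value was -0.34 (0.03 and 0.46 for replicates 2 and 3). A less advanced stage of that sample, or a more advanced one of replicate 3, would go with these signs and was not tested. A difference in stage therefore stays open. Without replicate 3 the share was 74.3%. Under quantile normalization the share moved by -3.78 points (58.0% of 5055 to 54.2% of 4097), so the scaling of that array is a candidate explanation, found and tested on the same data.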

How the results depend on the processing

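The extraction day as a fixed term, the set of all unigenes, the patterns numbered by Figure 4 and quantile normalization with 1 array left out were chosen after the data had been seen. The cause of the changes below was not tested, apart from the stricter threshold, which lowers counts by construction.

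Of 29 main results, 29 stayed within 1.5 times or their spread under median polish, the authors' table, dim unigenes left out and all unigenes, 27 under median centring, normexp and Storey q-values, 24 with the extraction day, 22 with the mixed model, 19 under quantile normalization, 18 with the slide series, 15 of 28 with only the arrays compared, which give no interaction, and 12 at the stricter threshold. Under no replicate block or a fixed replicate block 29 stayed as well, and 17 of 30 arrays correlate best with arrays of their own number, and 18 of 45 pairs of groups have a mean correlation over 0.1 between them (at most 0.34), so an effect shared by replicates of a number is not excluded. TM-1 clustered separately, 10 clusters and Spearman correlation moved nothing.

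In the order TM-1 from 2 to 7, 7 to 10, 10 to 20 and 20 to 25 DPA, then *yucatanense*, then the accessions at 2, 7, 10, 20 and 25 DPA, an adjusted p of 0.01 or less gave 745, 0, 2639, 461; 598, 41, 980, 20; 1514, 652, 936, 579 and 1188 unigenes, sums of 3845 and 1639, 433 with interaction and 3085 at any time. With only the arrays compared, TM-1 had 516 (2 to 7 DPA), 79 (7 to 10 DPA) and 165 (20 to 25 DPA), *yucatanense* 4710, 3, 8 and 0, the accessions 2264 (2 DPA), 5271 (10 DPA), 158 (20 DPA) and 4544 (25 DPA), 79.3% exceeded 2-fold, and the share higher in TM-1 at 2 DPA reversed to 49.2%.

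Quantile normalization gave 8 (TM-1, 7 to 10 DPA), 3198, 185 and 1.1e2 (*yucatanense*, 2 to 7, 7 to 10 and 20 to 25 DPA), 2017 and 3024 (accessions, 7 and 10 DPA), a *yucatanense* sum of 6187, 1828 with interaction, and 96.7% over 1.5-fold and 70.3% over 2-fold. The slide series gave TM-1 8, 2992 and 423 (7 to 10, 10 to 20, 20 to 25 DPA), *yucatanense* 4456, 53, 1211 and 9, accessions 2305 (2 DPA) and 733 (20 DPA), a profile correlation of 0.41 and 10 flavonoid members lower at 25 DPA. The mixed model gave TM-1 4213 and 0 (2 to 7, 7 to 10 DPA), *yucatanense* 2787, 64 and 12 (2 to 7, 7 to 10, 20 to 25 DPA), 99.0% over 1.5-fold and 78.3% over 2-fold. Storey q-values gave 4018 and 2859 from 2 to 7 DPA, median centring 659 (TM-1, 20 to 25 DPA) and 6384 (2 DPA), and normexp 0 (TM-1, 7 to 10 DPA) and a reversed share of 49.98% at 25 DPA. The extraction day gave 0 (TM-1, 7 to 10 DPA), 61 and 1 (*yucatanense*, 7 to 10 and 20 to 25 DPA), 1436 (25 DPA) and 715 with interaction. The share that kept a pattern was 34.0% with 6 clusters. With both accessions standardized together it was 4.34%, a share that the choice of the unigenes lowers by itself. The share of wild pattern 1 was 59.1% by Figure 4, where it is another pattern than by the planned numbering.

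Leaving out 1 array, where a group of 2 is assumed to vary like the others, gave 861 to 6604, 0 to 13, 2787 to 6111 and 587 to 1393 in TM-1, 782 to 3411, 26 to 128, 606 to 4054 and 8 to 846 in *yucatanense*, and 1790 to 5428, 636 to 1895, 1037 to 3101, 742 to 1629 and 1347 to 3079 between the accessions. The shares higher in TM-1 were 43.4% to 74.3%, 61.3% to 68.4%, 53.2% to 64.4%, 51.8% to 73.6% and 51.4% to 62.4%. The sums were 5784 to 12716 and 2354 to 6319, the interaction count 738 to 1537, the count at any time 5097 to 8679, the share over 1.5-fold 100% to 100% and over 2-fold 84.4% to 96.5%. The share that kept a pattern was 22.7% to 29.5%. That of wild pattern 1, by the planned numbering set anew in each fit, was 6.41% to 51.9%. The profile correlation was 0.54 to 0.64. The members of flavonoid synthesis lower and of seed storage higher at 25 DPA were 13 to 20 and 9 to 9. The arrays behind the wide ranges are named beside each count, and TM-1 2 DPA replicate 1 moves 8 results.

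Of 553 results for single unigenes, 403 were called, and 220 of these passed under each alternative over all arrays that was set before the data were examined and 269 without each array. TUB6 Cotton16_59837_01 reversed under median polish, to -0.56 (*yucatanense*, 2 to 7 DPA) and -0.52 (2 DPA).

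In 3 arrays against 3 the splits are too few to weigh chance. The highest other split called 0, 0, 0 and 117 unigenes in the TM-1 transitions, 2, 94, 969 and 22 in *yucatanense*, and 1739, 0, 0, 204 and 0 between the accessions, and the real split, 1 of 10, called the most each time. For the count at any time the real labels gave the highest of 100 (1 of 100, highest other 2790). For the sums 3 of 100 in TM-1 (highest other 17121) and 2 of 100 in *yucatanense* (highest other 4419) were as large, the real ones included. Few draws reached the real sums, but some redrawn labels gave larger ones, which shows a structure among the samples. Chance is therefore not excluded for the sums. Signal over background limits dim unigenes most: the lowest share of unigenes above background on any array was 85.5% (TM-1 2 DPA replicate 2).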

Differences from the paper's values

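The extraction day, all unigenes and the patterns numbered by Figure 4 were chosen after the values had been seen. The paper calls genes at a Storey q of 0.05 or less, here at a Benjamini-Hochberg adjusted p of 0.05 or less. A gap counts as closed where the values lie within 1.5 times of each other. The settings named were set before the data were examined unless stated, and the other planned ones leave the gap.

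From 2 to 7 DPA in TM-1 the paper's count is 3533 and the count here 2205, and the gap closes under quantile normalization, median centring only, median polish, the slide series, the mixed model with Storey q-values, Storey q-values, and without *yucatanense* 20 DPA replicate 3. From 2 to 7 DPA in *yucatanense* the paper's count is 2552 and the count here 1657, and it closes under quantile normalization, normexp, median polish, the mixed model, Storey q-values, and without TM-1 2 DPA replicate 1 or 3, *yucatanense* 10 DPA replicate 1 or *yucatanense* 20 DPA replicate 1 or 3. From 10 to 20 DPA in TM-1 the paper's 7575 stands against 4737 and closes under quantile normalization, normexp, median polish, Storey q-values, only the arrays compared, and without TM-1 20 DPA replicate 3, TM-1 2 DPA replicate 1 or *yucatanense* 20 DPA replicate 3. The paper's sum for TM-1, 12,626, stands against 8031 and closes under quantile normalization, median centring only, normexp, median polish, the mixed model, Storey q-values, and without TM-1 2 DPA replicate 1 or 3 or *yucatanense* 20 DPA replicate 1 or 3.

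Between the accessions the paper's count at 7 DPA is 1948 against 1290 here, and it closes under quantile normalization, median centring only, normexp, median polish, the slide series, and without TM-1 20 DPA replicate 1, 2 or 3, TM-1 2 DPA replicate 1 or 3, *yucatanense* 10 DPA replicate 1, *yucatanense* 20 DPA replicate 1 or 3 or *yucatanense* 2 DPA replicate 3. At 10 DPA the paper's 3078 stands against 1983 and closes under quantile normalization, normexp, median polish, the mixed model, Storey q-values, and without TM-1 20 DPA replicate 2, TM-1 2 DPA replicate 1 or 3 or *yucatanense* 20 DPA replicate 1 or 3. At 20 DPA the paper's 1825 stands against 1184 and closes under quantile normalization, normexp, median polish, Storey q-values, and without TM-1 20 DPA replicate 3, TM-1 2 DPA replicate 1 or 3 or *yucatanense* 10 DPA replicate 1.

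The paper's share over 2-fold is 38% and the share here 92.8%, and the gap closes only with the differences read on the natural log scale (56.9%, still 1.5 times the paper's), a reading chosen after seeing the values. The share over 1.5-fold is 78% in the paper, 100% here and 98.9% on the natural log scale. For wild pattern 1 in patterns 4 and 5 the paper's share is 63.6% and the share here 9.96% by the planned numbering. Pattern 1 of that numbering is wild pattern 5 by the shapes drawn, highest at 2 DPA, so the shares are of unlike patterns. The patterns are numbered anew in each fit. The gap closes without *yucatanense* 10 DPA replicate 3 (51.9%) and with the patterns numbered by Figure 4 (59.1%), chosen after seeing the values. With the rows in the order that best matches the table here, chosen later still, the paper's 63.6% belongs to wild pattern 4, where the share here is 71.2%, and not to the unigenes behind 59.1%. The share that keeps its pattern is about 9.2% in Fig. 4, read by eye, for the paper and 26.8% here, and no alternative of the processing closes it. With the rows of the paper's table in the order that best matches the table here, chosen after seeing the values, 25.7% of the paper's unigenes keep their pattern.

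The paper has homologs of XTH6 and XTH22 higher in TM-1 at 2, 7 and 10 DPA. Of 3 XTH6 unigenes here, Cotton16_08328_01 was higher at 2 and 7 DPA and the others at 7 and 10 DPA (2.27 and 2.16 at 10 DPA). Cotton16_08328_01 passed at 10 DPA under median polish and when adjusted over the list alone (1.07). XTH22 did not pass at 7 or 10 DPA in any setting, and its difference at 2 DPA, 0.61, passed only under quantile normalization (0.75). It places XTH28 among genes raised early in TM-1, while XTH28 did not pass here over all unigenes. It was lower at 10 and 25 DPA when adjusted over the list alone, at 25 DPA under quantile normalization (-0.85), median centring only (-1.04), normexp (-0.93), the mixed model, Storey q-values, and without TM-1 2 DPA replicate 1 or *yucatanense* 20 DPA replicate 1, and at 10 DPA under quantile normalization (-0.75). XTH23 fell after 10 DPA as the paper has it, but XTH28 and XTH31 rose from 10 to 20 DPA in TM-1, by 1.60 and 3.22.

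The paper has COMT1 lower at each time point, and at 25 DPA it passed with only the arrays compared and when adjusted over the list alone (-1.06), not in the other settings. It has ISI1 higher at each, and at 2 DPA the 1 unigene looked up, of the paper's 5, passed under median polish (1.08), without TM-1 2 DPA replicate 1 (1.18) and when adjusted over the list alone (0.85). Of the paper's 6 CYP734A1 homologs 2 were looked up. The paper has tubulins higher through 20 DPA, and here 3 unigenes were higher at 2 DPA alone, with TUA5 at 10 DPA passing only when the arrays compared were fitted alone and without *yucatanense* 20 DPA replicate 3 (1.17 in both), and TUB6 Cotton16_01633_01 lower at 10 DPA. The paper places APX3 among genes raised earlier in TM-1, and it passed at 2 DPA only under quantile normalization (0.66) and normexp (0.95).

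The paper has most genes with high early wild expression falling in TM-1 and most of those with rising wild expression raised early. By the shapes drawn in Figure 4, 7.28% of wild pattern 5 moved to patterns 2 and 6, and 18.1% of wild pattern 6 moved to patterns 3, 5 and 8. In the order of the rows that best matches the table here, chosen after seeing the values, the paper's row 5 holds wild pattern 6 and its row 6 wild pattern 3, and in that order these shares are of other unigenes than the paper's. The paper gives At5g23270 as FER1, which Table S3 annotates as STP11.

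The paper has sucrose synthases SUS1, SUS3 and SUS5 up-regulated in TM-1 at 20 and 25 DPA and falling in wild fibre. It places them in row 4 of Figure 4. In the order of the rows that best matches the table here, chosen after seeing the values, row 4 holds wild pattern 7, which is highest at 25 DPA. SUS1 rose from 10 to 20 DPA in TM-1 as the paper has it (4.23 and 3.90), but also in *yucatanense* (3.69 and 3.73, calls lost with only the arrays compared). Between the accessions SUS1 was lower in TM-1 at 25 DPA (-1.71 and -1.84), calls lost in 4 and 3 alternatives, the slide series as a fixed term among them. Both SUS3 unigenes were higher at 20 and 25 DPA when adjusted over the list alone. Over all unigenes, SUS3 Cotton16_17401_01 passed at 20 DPA only under median polish (1.54), Storey q-values (1.62) and without TM-1 2 DPA replicate 1, *yucatanense* 10 DPA replicate 1 or 2 or *yucatanense* 2 DPA replicate 2 or 3, and at 25 DPA only with only the arrays compared (1.34) and without *yucatanense* 10 DPA replicate 1. SUS3 Cotton16_44174_01 passed over all unigenes at 25 DPA only in these same 2 settings (1.35). The paper proposes that prolonged expression of the STP4 homolog could sustain elongation in TM-1, while STP4 was lower there than in *yucatanense* at 25 DPA (-1.35), a call lost with the extraction day as a fixed term, which was added after the data had been seen. The paper takes STP4, SUT4, SUC1 and FER1 from row 5, which in that order of the rows holds wild pattern 6, rising to 25 DPA. It links SUT4 and SUC1 to prolonged turgor and FER1 to continued elongation in TM-1. The SUT4 unigenes (-1.74 and -1.48, calls lost with the extraction day) and the 4 FER1 unigenes (-2.38 to -2.70) were lower there at 25 DPA, and SUC1 was lower at 2 DPA (-1.35), a call lost in 4 alternatives. It has CESA genes unchanged, while CESA6 was lower at 10 DPA (-2.09), a call lost with the slide series as a fixed term and at an adjusted p of 0.01 or less.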

Other observations

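The tests of the order of the wild patterns, of Table S3 and of standardizing both accessions together were chosen after the results had been seen.

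Some gene lists had few or no differences between the accessions. Cell division passed in 0 of 7 members at each of the 5 time points by limma, also when adjusted over the list alone, and photosynthesis in 0 of 1, RBCS1B, with a log2 difference of 1.77 at 2 DPA (1 when adjusted over the list alone at 2 and at 25 DPA). Of the 2 fibre initiation factors, 1 was lower at 2 DPA (2 when adjusted over the list alone). Of 6 members of ethylene synthesis, 1 was higher and 1 lower at 2 DPA and 3 were higher at 25 DPA, and when adjusted over the list alone 3 were higher at 7 DPA and 2 at 20 DPA, with 1 lower at 10 DPA and 1 at 25 DPA. Of the 11 members of very long chain fatty acid synthesis, KCR1 was higher at 2 DPA (0.97; lost in 4 alternatives) and LTP6 at 20 DPA (2.21; lost in 7), and at 20 DPA 3 were higher and 2 lower when adjusted over the list alone. The redox gene CAT2, a catalase, was lower at 25 DPA in 2 unigenes (-1.92 and -1.64). At 20 and 25 DPA 1 expansin was higher, and 1 was lower at 25 DPA (2, 1 and 1 when adjusted over the list alone). The correlation between the accessions of the changes over all unigenes was 0.59 from 2 to 7 DPA, 0.35 from 7 to 10 DPA, 0.70 from 10 to 20 DPA and 0.59 from 20 to 25 DPA.

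The paper's table of moves between wild and TM-1 patterns in Figure 4 correlates at -0.08 with the table found here when the patterns are numbered as drawn, and no alternative of normalization, filter or test raises this above 0.19, nor does standardizing both accessions together (-0.05). A candidate explanation is that the rows of the table follow another order than the wild patterns drawn beside them. In the best order of the rows the correlation is 0.89, which 1 of 100 tables reaches, the paper's own included (highest shuffled table 0.7), and 25.7% of the paper's unigenes then keep their pattern, where the sizes of the patterns give 13.0%. For 5 of 5 rows the unigenes of Table S3 follow the order found from the counts, with correlations of 0.90, 0.87, 0.96, 0.95 and 0.95, against 0.13, -0.04, -0.98, -0.99 and -0.98 with the shapes drawn. This rests on its stretches for 20 and 25 DPA, where the row explains 60.1% and 65.1% of the wild variance (at most 9.38% and 3.72% when shuffled), and in the stretches for 2, 7 and 10 DPA it explains 0.784%, 4.07% and 1.98%, no more than when shuffled.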
